# Global role of the bacterial post-transcriptional regulator CsrA revealed by integrated transcriptomics

**DOI:** 10.1038/s41467-017-01613-1

**Published:** 2017-11-17

**Authors:** Anastasia H. Potts, Christopher A. Vakulskas, Archana Pannuri, Helen Yakhnin, Paul Babitzke, Tony Romeo

## Abstract

CsrA is a post-transcriptional regulatory protein that is widely distributed among bacteria. This protein influences bacterial lifestyle decisions by binding to the 5′ untranslated and/or early coding regions of mRNA targets, causing changes in translation initiation, RNA stability, and/or transcription elongation. Here, we assess the contribution of CsrA to gene expression in *Escherichia coli* on a global scale. UV crosslinking immunoprecipitation and sequencing (CLIP-seq) identify RNAs that interact directly with CsrA in vivo, while ribosome profiling and RNA-seq uncover the impact of CsrA on translation, RNA abundance, and RNA stability. This combination of approaches reveals unprecedented detail about the regulatory role of CsrA, including novel binding targets and physiological roles, such as in envelope function and iron homeostasis. Our findings highlight the integration of CsrA throughout the *E*. *coli* regulatory network, where it orchestrates vast effects on gene expression.

## Abstract (web summary)

The RNA-binding protein CsrA regulates the expression of hundreds of bacterial genes. Here, Potts et al. use several approaches to assess the contribution of CsrA to global gene expression in *E*. *coli*, revealing new binding targets and physiological roles such as in envelope function and iron homeostasis.

## Introduction

Free-living bacteria recognize and adapt to changes in their environment through complex interconnecting regulatory networks^1–3^. Although the *Escherichia coli* transcriptional regulatory networks have been thoroughly studied^4^, the contribution of post-transcriptional regulation to global gene expression patterns even in this model species remains to be clearly understood. Integrated and overlapping transcriptional and post-transcriptional networks mediate complex responses to environmental cues and signals^3, 5^, which are difficult or impossible to predict without detailed knowledge of the circuits. Thus, the relative dearth of information about post-transcriptional regulatory circuitry has hampered the predictive value of known networks. *E*. *coli* possesses many post-transcriptional regulators, including small RNAs (sRNAs)^6^, ribonucleases^7^, RNA helicases^8^, as well as CsrA^9^, Hfq^10^, and other RNA-binding proteins^11^.

CsrA (RsmA) is the key component of the Csr (carbon storage regulator) system, which coordinates numerous complex physiological processes, including motility^9, 12^, carbon metabolism^9, 13, 14^, and virulence of bacterial pathogens^9, 15^. In general, CsrA activates processes that support exponential growth while it represses stationary phase and stress responses, such as biofilm formation and the stringent response^9, 16, 17^. CsrA offers an ideal model for investigating the global influence of bacterial post-transcriptional regulators due to its conserved binding motif, detailed understanding of its regulatory mechanisms, and its broad phylogenetic distribution^9, 18^. CsrA typically binds to sites containing critical GGA motif(s) in the 5′ untranslated region (5′-UTR) and/or the early coding region of its messenger RNA (mRNA) targets, causing changes in RNA structure, translation, stability, and/or transcription elongation^9^. Regulation of CsrA activity is multifactorial, but is mediated largely through molecular mimicry by inhibitory sRNAs, CsrB, and CsrC^9, 16^. Using numerous high-affinity CsrA binding sites, these sRNAs sequester CsrA from its lower affinity mRNA targets. Thus, CsrB/C synthesis and turnover govern expression of the Csr regulon^9, 19^.

Here, we investigate the CsrA regulon of *E*. *coli* during mid-exponential phase growth in LB using next-generation sequencing approaches. UV crosslinking immunoprecipitation and sequencing (CLIP-seq) are used to identify RNAs that interact directly with CsrA in vivo. Ribosome profiling and RNA-seq are used to gage the impact of CsrA on translation, RNA abundance, and RNA stability. For the gene expression studies, we compare a *csrA* wild-type (WT) and *csrA::kan* mutant strain (hereafter *csrA* mutant), which expresses an impaired CsrA protein, with eight-fold lower affinity for RNA^12^. The WT and *csrA* mutant strains grow similarly in rich media, unlike a *csrA* deletion mutant, which grows slowly and rapidly accumulates suppressor mutations^15, 20^. Changes in gene expression caused by this *csrA* mutation likely underestimate the magnitude of CsrA regulatory effects. The integrated application of these approaches provides unprecedented detail of the role of CsrA, revealing vast effects on the expression of structural and regulatory genes throughout the *E*. *coli* regulatory network.

## Results

### CLIP-seq identified hundreds of RNAs that interact with CsrA

CLIP-seq has emerged as a reliable method to identify biologically relevant protein–RNA interactions in vivo^10, 21^. It employs UV light to covalently crosslink proteins directly to RNA without crosslinking protein to protein, thus avoiding large covalent complexes common to formaldehyde crosslinking and facilitating the stringent purification of crosslinked RNA. To identify CsrA binding partners in vivo, we conducted CLIP-seq on five biological replicates of both 3xFLAG-CsrA and untagged control strains (Fig. 1). Quality control data are presented in Supplementary Fig. 1a–g. The biological replicates showed high correlations for both untagged and 3xFLAG-CsrA samples (Supplementary Fig. 2a, b). We identified 457 CLIP-seq peaks that were significantly enriched in the 3xFLAG-CsrA samples, including many known CsrA binding partners (Supplementary Figs. 2c, 3a; Supplementary Data 1)^9^. Our CLIP-seq results and previous studies aimed at identifying *E*. *coli* CsrA binding targets on a global scale broadly overlap^17, 22, 23^, supporting the validity of our method (Supplementary Fig. 3b). However, 43% of genes identified with the CLIP-seq analysis were not identified previously in *E*. *coli* (Supplementary Fig. 3b). This variability may arise due to the different experimental procedures that were utilized, namely, CsrA overexpression in previous studies, UV crosslinking here, stringency of washing, and the depth and saturation of sequencing. Growth conditions also varied in these studies.

**Fig. 1:**
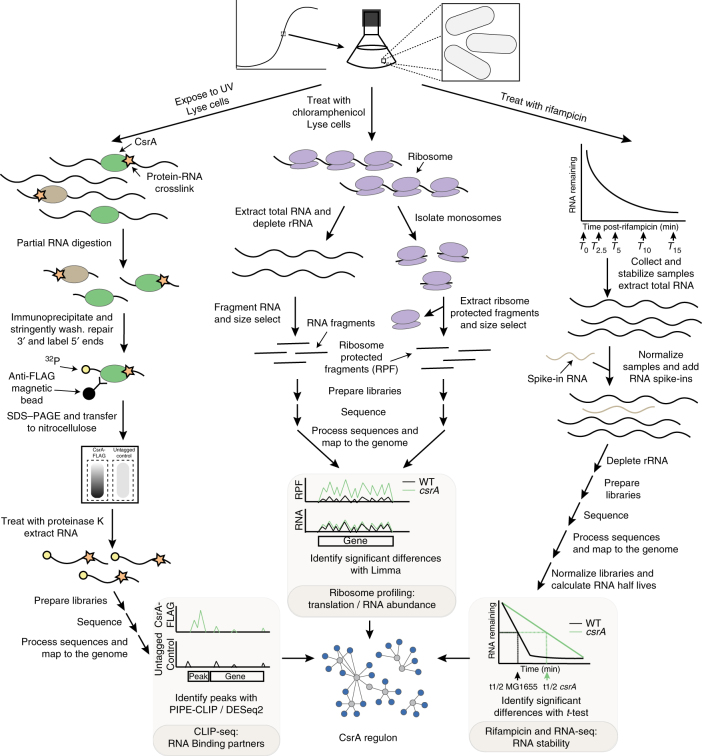
Overview of integrated transcriptomic approaches. Three transcriptomics methods were used to investigate the role of CsrA in gene expression during mid-exponential growth in LB media: UV crosslinking, immunoprecipitation and sequencing (CLIP-seq) (left), ribosome profiling and paired RNA-seq (center), and RNA-seq with rifampicin inhibition of transcription initiation (right). For CLIP-seq analysis, cells were treated with UV light to induce protein–RNA crosslinks, washed, and lysed. The lysate was treated with RNase I to trim the RNA. Then, the crosslinked RNA was co-immunoprecipitated and radiolabeled at the 5′ end. The protein–RNA complexes were separated using SDS–PAGE and transferred to a nitrocellulose membrane. Following proteinase K treatment, the crosslinked RNA was purified, and used to create sequencing libraries. The processed and mapped sequences were used to identify peaks significantly enriched in 3xFLAG-CsrA samples. For ribosome profiling, cells were treated with chloramphenicol to stall transcription elongation and then quickly lysed under conditions that maintain ribosome integrity. Part of the lysate was treated with micrococcal nuclease, and ribosomes were isolated with ultracentrifugation over a sucrose cushion. Ribosome-protected fragments (RPF) were then purified. Total RNA was also extracted from a different portion of the same lysate, depleted of rRNA, and fragmented. RPF and RNA samples were size selected and used to create sequencing libraries. Processed and mapped sequences were analyzed to identify changes in translation (RPF), RNA abundance (RNA), and translational efficiency (RPF and RNA) between the wild-type (WT) and *csrA* mutant strains. For the analysis of RNA stability, samples were collected at five time points following the addition of rifampicin to cultures to prevent transcription initiation. Total RNA was extracted and an RNA spike-in containing exogenous sequences of known abundances was added to aid data normalization. rRNA was depleted and sequencing libraries were prepared. Processed and mapped sequences were normalized using the spike-in RNA reads. Then, RNA stability was modeled using linear regression on a semi-log plot. RNA half-lives were calculated and used to identify significant differences in RNA stability between the WT and *csrA* mutant strains

Sequence and structural motif analysis identified an AuGGAug motif exposed within a short stem-loop structure as highly enriched in the CsrA CLIP-seq peaks (Fig. 2a, b). This motif was significantly enriched in the CLIP-seq peaks relative to the *E*. *coli* genome sequence (two-sided *χ* ^2^-test, *p* < 0.0001). This is consistent with a previous systematic evolution of ligands by exponential enrichment study, which revealed that both the consensus sequence ruACArGGAugu and GGA sequence localization in the loop of a stem-loop were required for high-affinity binding^24^.

**Fig. 2:**
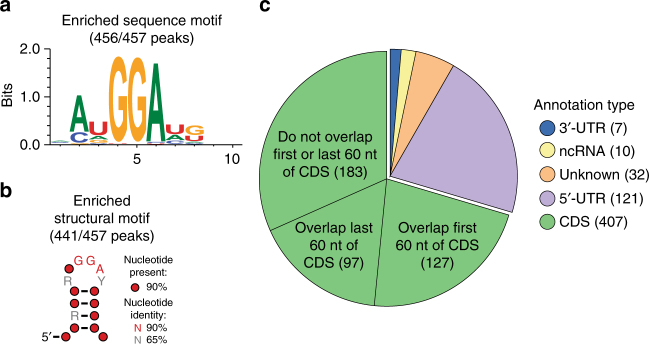
CLIP-seq analysis reveals global patterns of CsrA binding targets. **a** Enriched sequence motif identified in CsrA CLIP-seq peaks with Zagros^70^. **b** Enriched predicted structural motif identified in CLIP-seq peaks with CMFinder^71^ where R = G or A, Y = C or U. **c** Localization of CsrA CLIP-seq peaks relative to known or predicted coding sequences (CDS), ncRNAs^77^, transcriptional start sites^4, 78^, and transcriptional terminators^4^. Each peak may overlap multiple features or types of annotations

The CsrA CLIP-seq peaks and their associated genomic features are listed in Supplementary Data 1 and summarized in Fig. 2c. Peaks were associated with nine non-coding RNA (ncRNAs). However, the only ncRNA besides CsrB/C whose interaction with CsrA has been previously studied, McaS^25^, was not enriched in our analysis. Seven peaks were identified in 3′-UTRs of mRNAs, something that to our knowledge has not been studied previously. Thus, we confirmed the in vivo data for one of these 3′-UTRs by testing CsrA binding in vitro. The 3′-UTR of *ybjX* was chosen for this analysis because its downstream gene is divergently oriented and there is no evidence in our RNA-seq data for expression of an sRNA from this region (Supplementary Fig. 4a, b). About 21% of the peak annotations overlap 5′-UTRs, and analysis of the relative position of peaks showed enrichment near start but not stop codons (Fig. 2c; Supplementary Fig. 3c, d). Strikingly, the majority of the peaks were found within coding sequences (CDS) of mRNAs (Fig. 2c). This was unexpected, as most of the characterized CsrA targets have binding sites in the 5′-UTR or very early CDS. However, Holmqvist et al.^10^ recently reported a similar distribution of CsrA CLIP-seq peaks in *Salmonella*.

A CsrA binding site located 60 nucleotides (nt) within the *sdiA* coding sequence contributes to CsrA-mediated repression of *sdiA* translation in vivo^26^. We used the position of this site to dissect potential regulatory roles of CsrA CLIP-seq peaks within CDS. There were 127 peaks within CDS that overlap the first 60 nt (Fig. 2c), where CsrA might regulate translation initiation and/or RNA stability similar to known mechanisms^9^. Of the 97 peaks within 60 nt of stop codons, 78 also overlap downstream genes that are in putative operons with the upstream genes (Supplementary Data 1). We hypothesize that some of these sites might be involved in discordant expression within operons, as in *nhaAR* ^27^. The remaining CsrA crosslinking sites are located deep within CDS (Fig. 2c). Recent reports from *Salmonella* ^10^ and *Campylobacter* ^28^ also identified CsrA binding sites deep within mRNA CDS, of uncertain biological relevance. We have found that CLIP-seq peaks within CDS tend to be associated with ribosome pause sites (discussed below).

### CsrA-dependent effects on RNA abundance and translation

Despite the established role of CsrA in regulating translation initiation, until recently there has not been an approach to analyze this on a global scale. Ribosome profiling has emerged as a way to pinpoint the positions of actively translating ribosomes by sequencing the RNA that they protect from nuclease digestion, referred to as ribosome-protected fragments (RPF) (Fig. 1)^29^. We used ribosome profiling and paired RNA-seq to analyze differences in active translation, steady-state RNA abundance, and translational efficiency (TE) between the WT and *csrA* mutant strains. TE is an indicator of post-transcriptional regulation, which is assessed as an interaction term between changes in translation and RNA abundance, i.e., measuring translation while controlling for changes in RNA abundance.

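Ribosome profiling sequences the mRNA fragments that ribosomes shield from nuclease (RPF), and RNA-seq of the same cultures gives the RNA abundance behind them. Cultures of MG1655 (WT) and of its csrA mutant, which carries a kanamycin-resistance insertion after codon 51, were grown in LB to an OD600 of 0.5 in 500 mL. Each of 5 cultures per strain gave 1 RPF and 1 RNA library from portions of a single lysate, 20 libraries in all. Chloramphenicol was added at 100 µg per mL, for 5 min according to the paper's methods and for 2 min according to the sample labels. RPF were released with micrococcal nuclease, pelleted through a sucrose cushion and selected at 20 to 35 nt, and RNA fragments at 20 to 40 nt. The authors trimmed the reads, set aside those mapping to rRNA, mapped the rest to the genome with bowtie and counted reads per gene with HTSeq. The deposited counts were whole numbers without normalization, for 4498 gene identifiers. Total counts per library were 18480775 to 19672221 in RPF WT (median 19382624) and 13117475 to 21529865 in RPF csrA (median 20506458). They were 15695948 to 17170071 in RNA WT (median 16755342) and 13432870 to 21613836 in RNA csrA (median 16200062). Between 35.8% and 70.4% of a library's counts fell on 22 rRNA genes. According to the paper's Fig. 1, total RNA was depleted of rRNA before it was fragmented. In RNA libraries the rRNA share is what was left after that step and the read filter. A difference between strains may therefore reflect the depletion rather than the cells. For RNA libraries the rRNA share rose from 62.4% ± 0.841 in WT to 67.9% ± 1.73 in the csrA mutant (SD, n = 5), while the protein-coding share went from 31.5% ± 0.769 to 27.3% ± 1.74. Both differences separated the strains completely (2-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow, or 0.0159 after Benjamini-Hochberg adjustment over 6 tests). In the RPF libraries the rRNA share was 42.0% ± 4.51 and 45.5% ± 3.43 (SD, n = 5), a difference within the spread between cultures (exact permutation p = 0.214, adjusted p = 0.257). Counts were scaled by edgeR's TMM factors and compared with its quasi-likelihood F test, which is 2-sided, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.05 with an absolute log2 fold change, csrA mutant over WT, above 0.5. Levels are given as TMM-normalized CPM, the counts scaled to a common library size, with the SD over 5 cultures, and SE is the standard error of the log2 fold change. The counts of csrA (b2696) cover the whole gene, part of which is still transcribed in the mutant, so they barely check the strain labels. RPF on csrA went from 675 ± 83.3 to 582 ± 63.1 CPM (n = 5), a log2 fold change of −0.21 (SE 0.08, adjusted p = 0.0170) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and by 0.03 when scaled on total counts alone. Its RNA abundance fell by 0.31 on the log2 scale (SE 0.08, adjusted p = 0.00207 by the same test).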

We prepared ribosome profiling and paired RNA-seq libraries from five biological replicates of each strain. The biological replicates showed high correlations for both the RPF and RNA libraries (Supplementary Fig. 5a–d), demonstrating the reproducibility of our approach. 

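Spearman's correlation of the counts was computed across genes for each of the 10 pairs of libraries within a group. Genes are not independent replicates, so the coefficients describe the libraries and carry no p-value. RPF WT libraries had a lowest coefficient of 0.991 and a median of 0.995. For RPF csrA libraries the lowest was 0.99 and the median 0.993. The lowest and the median were 0.991 and 0.995 for RNA WT, and 0.99 and 0.993 for RNA csrA. Restricting the genes to those with a mean of at least 15 counts moved the lowest coefficients to 0.991, 0.987, 0.989 and 0.986 in the same order. Pairs of a WT and a csrA library reached 0.937 to 0.948 among RPF and 0.944 to 0.951 among RNA libraries (25 pairs each), under every within-group pair.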

We used an integrated model to assess expression, combining tests for changes in translation, RNA abundance, and TE between the *csrA* mutant and WT strains in the 3586 protein-coding genes detected. 

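Of the 4498 genes in the counts, 4176 were protein-coding, and 3532 of these had a mean of at least 15 counts in both the RPF and the RNA libraries. A single model with a mean for each of the 4 groups of libraries was fitted to these 3532 genes. Translation was tested as RPF csrA against RPF WT, RNA abundance as RNA csrA against RNA WT, and TE as the difference between these 2 changes. The median SE of a gene's log2 fold change was 0.09 for translation, 0.10 for RNA abundance and 0.14 for TE. In this fit a TE change therefore had to be larger to be called. The fit left out the lysate that the RPF and RNA libraries of a culture share, whose deviations were correlated (median 0.371). With the culture as a block, the TE calls went from 57 to 119. On simulated data with a true log2 change of 1, the same steps recovered 96% of 200 genes changed in translation, 94% of 100 changed in RNA abundance and 88% of 100 changed in TE.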

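By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1108 of the 3532 protein-coding genes (31.4%) changed in RPF abundance, 583 higher and 525 lower in the csrA mutant. At the adjusted p alone, without the limit on the fold change, 2216 genes passed. In 958 of the 1108 genes the 5 csrA values lay entirely on one side of the 5 WT values, as in 44.8% of all genes tested, against 0.794% by chance. The largest rise was that of pgaB (b1023), from 5.75 ± 0.510 to 345 ± 36.6 CPM (SD, n = 5), a log2 fold change of 5.90 (SE 0.11, adjusted p = 1.06e-20). Next came pgaC (b1022) with 5.76 and pgaD (b1021) with 4.89. The largest fall was that of ymdA (b1044), from 146 ± 18.7 to 4.28 ± 0.396 CPM (n = 5), a log2 fold change of −5.07 (SE 0.11, adjusted p = 4.90e-20), followed by tsr (b4355) with −4.80 and fliC (b1923) with −4.57. Scaling moved the direction of the calls most: on total counts alone 1125 genes changed, 896 higher and 229 lower, with the median gene shifted by 0.25 on the log2 scale.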

Translation of 1188 genes, as measured by changes in RPF abundance, was significantly different in WT and *csrA* mutant strains (Supplementary Fig. 6a). The paired RNA libraries identified 1025 genes with significantly altered RNA abundance (Supplementary Fig. 6b). 

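In the RNA libraries of the integrated model, 840 of 3532 genes (23.8%) were called, 580 of them higher in the csrA mutant and 260 lower. Without the fold limit 1804 genes passed. Strains were fully separated in 726 of the 840 genes, and in 39.2% of all genes tested. pgaB (b1023) again rose most, from 4.16 ± 1.05 to 193 ± 20.3 CPM (SD, n = 5), a log2 fold change of 5.53 (SE 0.12, adjusted p = 2.15e-19) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was followed by pgaC with 5.41 and ftnB (b1902) with 4.16. Among the falls, pdeH (b3525) went from 570.4 ± 19.4 to 24.4 ± 12.6 CPM (n = 5), a log2 fold change of −4.53 (SE 0.32, adjusted p = 1.29e-10) by the same test, before tsr with −4.40 and tar (b1886) with −4.37. With total counts as the scaling the called genes were 966, of which 770 were higher and 196 lower, and the median gene shifted by 0.13.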

Supplementary Fig. 6d shows the 174 genes whose TE differed between the WT and *csrA* mutant, including genes whose translation initiation was previously reported to be directly controlled by CsrA, such as *nhaR*, *dgcZ*, and *pgaA* ^9, 27^. In addition, many of the genes regulated by CsrA in this analysis were identified recently with a proteomics approach (Supplementary Fig. 7)^23^. 

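TE changed in 57 of 3532 genes (1.61%), 33 higher and 24 lower in the csrA mutant, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At the adjusted p alone 114 genes passed, and at an unadjusted p under 0.05 731 did. The number depended on the model more than those for translation and RNA abundance did. Adding the culture, shared by an RPF and an RNA library, as a block gave 119 genes (60 higher, 59 lower) and 645 at the adjusted p alone, and limma's nested F test gave 139 after voom (67 higher, 72 lower). The number also moved when a culture was left out. Without WT 1 to WT 5 in turn, 35, 42, 59, 32 and 33 genes were called. Without csrA 1 to csrA 5 in turn there were 35, 27, 44, 54 and 44. These fits had fewer libraries, so they do not show that the number rested on a single culture. In the integrated model, here and below, fits without a csrA culture also took RNA WT 2 as TMM reference in place of RNA csrA 5. Scaling on total counts gave 35 higher and 9 lower, and shifted the median TE change by 0.12. RPF over RNA values of the strains were fully separated in 46 of the 57 genes and in 11.2% of all genes. For dgcZ (b1535), translation rose from 15.9 ± 1.43 to 102 ± 4.22 CPM and RNA abundance from 17.1 ± 2.08 to 67.9 ± 1.44 CPM (SD, n = 5), so that TE changed by a log2 value of 0.69 (SE 0.11, adjusted p = 0.000801). Translation of nhaR (b0020) went from 46.6 ± 5.74 to 170.3 ± 17.0 CPM and its RNA abundance from 40.9 ± 4.26 to 110.2 ± 5.99 CPM (n = 5). Its TE log2 value of 0.44 (SE 0.12, adjusted p = 0.0494) lay under the fold limit, while without WT 3 it was called at 0.54 (adjusted p = 0.0151) and without csrA 4 at 0.52 (adjusted p = 0.0487). The TE of pgaA (b1024) had a log2 value of 0.65 (SE 0.18, adjusted p = 0.0508) and was not called. Of the fits with a culture left out, the one without WT 2 called it, at 0.64 with an adjusted p of 0.0228. The model with the culture as a block, both limma tests and DESeq2 called pgaA too. Tallied with cstA and with glgC, which Fig. 4 marks, 1 of these 5 genes was called in TE over all genes and 2 when adjusted over the list alone, while DESeq2 called 4 and each limma test 2. The count was 2 without WT 2, WT 3, csrA 1, csrA 3 or csrA 4, and in the fits without csrA 1 or csrA 3 the added gene was glgC (0.51 and 0.52). Among separated genes, the largest TE rises were those of scpC (b2920) with 1.66, yagF (b0269) with 1.31 and ygfT (b2887) with 1.29, and the largest falls those of ymdA with −1.71, fucA (b2800) with −1.41 and yodB (b1974) with −1.31. scpC was not called without WT 1 (1.40, adjusted p = 0.0806), WT 2 (1.49, 0.0626) or csrA 3 (1.54, 0.0503), and yodB not without WT 2 (−1.20, 0.0577), WT 4 (−1.19, 0.0735), csrA 2 (−1.09, 0.132) or csrA 3 (−1.16, 0.0685).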

We also analyzed CsrA effects on RNA abundance alone for protein-coding genes and non-protein-coding genes. This analysis showed differential expression of 920 genes out of the 3837 detected (Supplementary Fig. 6c). 

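The RNA libraries alone, fitted over all 3843 genes of any kind with a mean of at least 15 counts per RNA library, gave 893 changed genes (23.2%). Of these, 607 were higher and 286 lower in the csrA mutant, and 1975 genes passed at the adjusted p alone. Complete separation of the strains held in 766 of the 893 and in 38.3% of all genes. Among the 3532 protein-coding genes of the integrated model, 831 of its 840 RNA changes were called here too. pgaB, pgaC and ftnB had the largest rises, with log2 fold changes of 5.53, 5.41 and 4.17, and pdeH, tsr and tar the largest falls, with −4.52, −4.39 and −4.36. On total counts 913 genes were called, 532 higher and 381 lower, and the median gene shifted by −0.07. In the integrated model, which holds protein-coding genes only, total counts shifted it the other way for RNA abundance, by 0.13.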

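The direction of each call was counted for the 4 tests, with a 95% exact binomial interval on the share of called genes that were higher in the csrA mutant. Such intervals cover counting error only, and genes of an operon do not vary independently. The share was 52.6% for translation (49.6% to 55.6%), which includes an even split, and 57.9% for TE (44.1% to 70.9%), which does as well. Both were the lowest over the 20 libraries that can serve as TMM reference, which gave up to 69.2% and 90.1%. The intervals do not cover that choice. For RNA abundance the share was 69.0% (65.8% to 72.2%) in the integrated model and 68.0% (64.8% to 71.0%) in the RNA libraries alone. Under scaling on total counts the shares were 79.6% for translation, 79.7% for RNA abundance, 79.5% for TE and 58.3% for RNA alone. After centring on the median gene they were 63.3%, 66.5%, 76.4% and 66.4%. Leaving out any csrA culture also raised the translation share, to between 63.4% and 65.1%, and the TE share, to between 72.7% and 77.8%. Those fits also took another library as TMM reference, RNA WT 2 in place of RNA csrA 5. With all 20 libraries and RNA WT 2 as reference, the shares were 64.7% and 72.5%. The rise is therefore no evidence that the shares depend on a csrA culture. Other settings lowered the translation and TE shares. With no fold limit the share was 40.0% for translation and 33.3% for TE. The TE share was 48.2% with limma after voom and 50.4% with a culture block. The paper reasons from the changes in these 4 tests together to the direction in which CsrA acts.

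**Figure D1:**
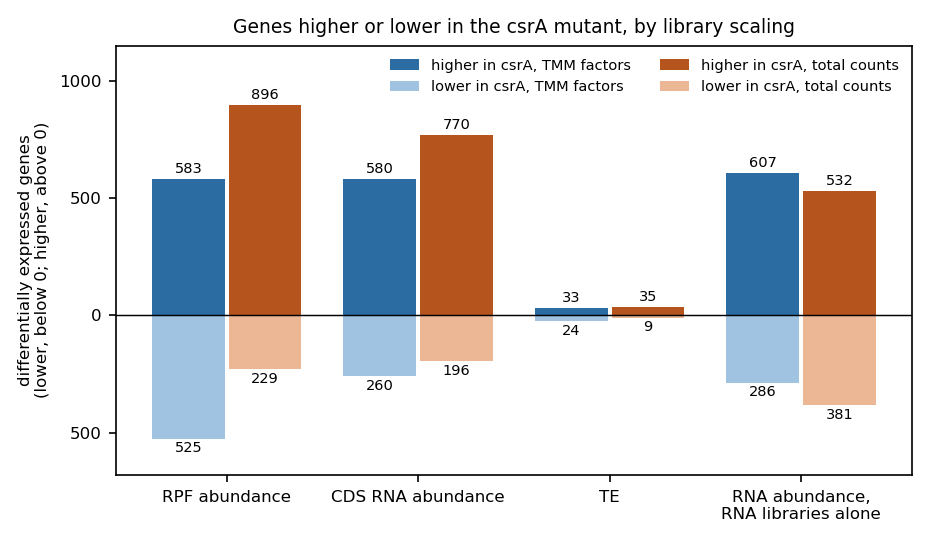
Number of changed genes in each of the 4 tests, drawn upward for genes higher and downward for genes lower in the csrA mutant, under TMM and under total-count scaling. For translation the bars go from 583 higher and 525 lower under TMM to 896 and 229 on total counts.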

Taken together, these results indicated that CsrA is a global regulator acting primarily as a repressor, and its overall effect on gene expression is negative.

### RNA-seq analysis of the effects of CsrA on RNA stability

CsrA regulates gene expression through effects on RNA stability as a primary effect of CsrA-mRNA binding or as a consequence of its effect on translation initiation^9, 12, 30, 31^. We used RNA-seq to measure RNA abundance at 0, 2.5, 5, 10, and 15 min after transcription initiation arrest with rifampicin. Then, we calculated RNA half-lives for the WT and *csrA* mutant strains (Fig. 1), whose median half-lives were similar, at 3.9 and 3.3 min, respectively. The WT value is close to previously reported average half-lives for *E*. *coli* during exponential growth^32, 33^. Half-lives calculated from RNA-seq and quantitative reverse transcription PCR (qRT-PCR) data were generally well correlated, indicating that our RNA-seq analysis of RNA stability was reliable (Supplementary Fig. 8a). Half-lives from the biological replicates were also well correlated (Supplementary Fig. 8b, c).

Plots of the distribution of RNA half-lives between the two strains showed that many transcripts were destabilized in the *csrA* mutant (Supplementary Fig. 9a, b). This finding was unexpected, given the few examples of RNA stabilization by CsrA^9^ and its overall repression of RNA abundance (Supplementary Fig. 6b, c). However, a recent study proposed that CsrA is a major RNA stabilizing factor in *E*. *coli*, although possible mechanism(s) for this result were not addressed^34^. Altogether, there were 203 RNAs with significantly altered stabilities between the WT and *csrA* mutant strains out of 2564 genes analyzed (Supplementary Fig. 9c), including genes whose RNA stability was previously reported to be controlled by CsrA, such as *dgcZ* ^9^. However, our approach did not permit accurate determination of half-lives for very unstable or low-abundance RNAs. For example, the CsrA-stabilized *flhDC* mRNA was not identified in this analysis, likely due to poor sensitivity in measuring its half-life of <1 min^12^.

### Integrated results from multiple transcriptomics approaches

The overlap of genes identified with the different transcriptomics approaches is summarized in Fig. 3a. A large proportion of genes were identified with more than one method, bolstering support for the role of CsrA in their expression. 

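Of the 3532 genes in the integrated model, 1228 were called in translation, RNA abundance or TE, and 752 of these (61.2%) in more than 1 of the 3 tests. Exactly 1 test called 476 genes, 2 tests called 727 and all 3 called 25. Translation and RNA abundance shared 724 genes, of which 722 moved in the same direction, 65.3% of the translation calls and 86.2% of the RNA calls. These tests share libraries or lysates, so a gene called in more than 1 of them was not measured independently each time. TE shared 47 of its 57 genes with translation (43 in one direction) and 31 with RNA abundance (19 in one direction). Across genes, the log2 fold changes of translation and RNA abundance had a Pearson correlation of 0.951, where genes are not independent replicates. Peaks in CLIP-seq and RNA stability were not part of these counts.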

The strongest evidence of direct regulation by CsrA is from genes with associated CLIP-seq peaks and evidence of post-transcriptional regulation, as defined by changes in their TE and/or RNA stability. However, transcription, translation, and RNA stability are often intimately linked in bacteria, such that uncoupling transcription and translation or a decrease in ribosome coverage along a transcript can trigger RNA decay^35^. Fortunately, changes in translation and/or RNA abundance were informative for RNAs that also showed evidence of CsrA binding in the CLIP-seq analysis, even if TE or RNA stability appeared to be unaltered. Supplementary Fig. 10a–e shows genome browser views of genes associated with CLIP-seq peaks with and without evidence of post-transcriptional regulation. One such example is *cstA*, a previously characterized CsrA target (Supplementary Fig. 11). Thus, in this study we defined direct regulatory effects as changes in a gene’s translation, RNA abundance, TE, and/or RNA stability that were associated with a CsrA CLIP-seq peak and indirect effects as those that were not.

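Translation of cstA (b0598) was from 155 ± 30.8 to 179 ± 30.9 CPM in the order WT to csrA mutant (SD, n = 5), a log2 fold change of 0.21 (SE 0.15, adjusted p = 0.232) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its RNA abundance went from 165 ± 23.4 to 192 ± 39.6 CPM (n = 5), a log2 fold change of 0.21 (SE 0.15, adjusted p = 0.245) by the same test. Neither difference exceeded the spread between cultures, and none of the settings tried called cstA in translation, RNA abundance or TE. Its TE log2 change of −0.01 (SE 0.21) was close to none.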

**Fig. 3:**
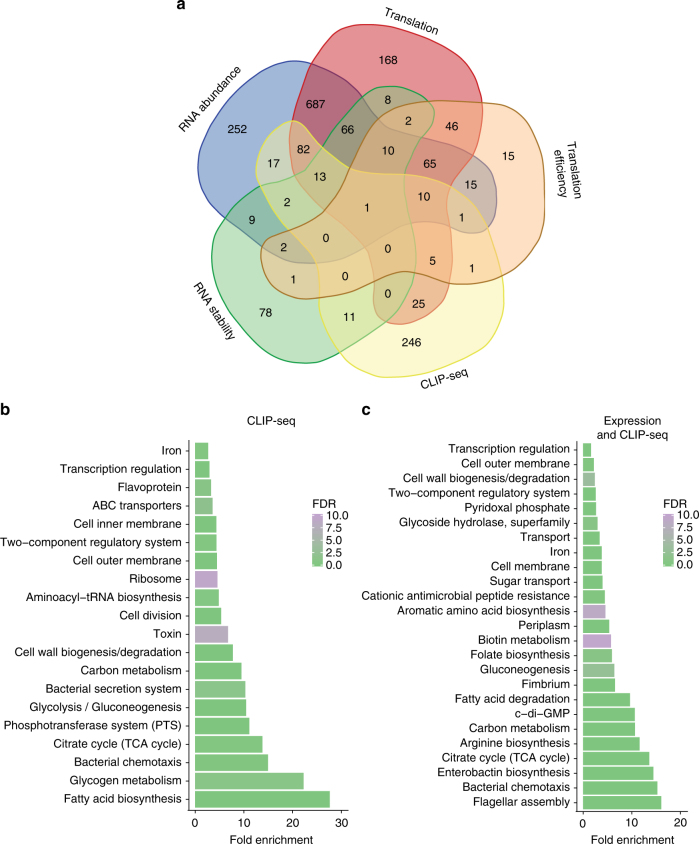
Integration of transcriptomics data. **a** Venn diagram depicting genes with significant changes according to the different transcriptomic approaches. CLIP-seq peaks without associated annotations are not shown. A subset of enriched functional annotations as determined with DAVID^76^ with the full lists in Supplementary Data 3 and 4. **b** Functional annotation of enriched genes that were associated with CsrA CLIP-seq peaks. **c** Functional annotation of differentially expressed genes between the WT and *csrA* mutant strains in any of our transcriptomic approaches or associated with CsrA CLIP-seq peaks. The bars are colored according to the false discovery rate (FDR) of the test for enrichment (EASE test, a modified Fisher’s exact test)

The functional significance of CLIP-seq peaks localized in different types of RNA or mRNA segments was explored by examining any associated regulatory trends (Fig. 2c). Consistent with known CsrA regulatory effects, many CLIP-seq peaks overlapping 5′-UTRs were associated with post-transcriptional regulation (15%), primarily via negative effects on TE (Supplementary Data 1, 2)^9^. 

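Genes whose 5′-UTR overlapped a peak in Supplementary Data 1 were set against the calls of the integrated model, leaving RNA stability out, which was not analysed here. Of 111 such genes tested, 44 (39.6%, 95% exact interval 30.5% to 49.4%) changed in translation, RNA abundance or TE, 29 higher and 15 lower in the csrA mutant. Among 3135 tested genes with no peak, 34.7% changed, a difference not detectable with these numbers (2-sided Fisher's exact test, p = 0.311, or 0.762 after Benjamini-Hochberg adjustment over 5 peak locations). Genes with no peak drawn for a like mean RPF count, a comparison chosen after seeing the data, changed in 35.7% (27.0% to 45.0% over 1000 draws). TE changed in 5 of the 111 genes, which were named after their values were seen: yfbS, yfeD, ubiT and ypfN were higher in the mutant, with log2 values of 0.53, 0.53, 0.86 and 0.52, and ymdA was lower. Only ubiT and ymdA were called whichever culture was left out, and 2 genes higher were called without WT 1, WT 3, WT 4, WT 5 or csrA 2. Without a csrA culture the genes lower in any of the 3 tests went from 15 to between 9 and 11. Those fits also used another TMM reference. Scaled on total counts, 46 genes changed, 38 higher and 8 lower, and TE changed in 6.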

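For peaks in 3′-UTRs, 7 genes could be tested (epmB, fpr, glpD, hycI, pdeL, tnaA and ybjX). edgeR's quasi-likelihood test called TE in 0 of them, with 0 at an unadjusted p under 0.05, and limma after voom, limma-trend and DESeq2 each called 0. Changed in both translation and RNA abundance were 3 of the 7, picked out after their values were seen, all lower in the csrA mutant. The log2 fold changes in translation were −0.84 for pdeL, −0.89 for ybjX and −2.03 for glpD, and those in RNA abundance −0.72, −0.80 and −1.94.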

We found no post-transcriptional regulation for CLIP-seq peaks associated with 3′-UTRs, so further studies are required to determine possible regulatory roles of these sites. Of the CLIP-seq peaks within ncRNAs, only the one overlapping CsrC was associated with changes in RNA stability (Supplementary Data 1, 2), but other possible regulatory roles of these sites are discussed below. Consistent with the hypothesis that CsrA binding at the end of CDS may regulate the expression of downstream genes, few of these CLIP-seq peaks (6%) were associated with post-transcriptional regulation of the upstream gene (Supplementary Data 1, 2). On the other hand, CLIP-seq peaks in the first 60 nt or deep within CDS were more often associated with post-transcriptional regulation (17% and 12%, respectively) (Supplementary Data 1, 2). 

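At the end of the CDS, taken as its last 60 nt, 90 genes with a peak were tested. Of these, 23 (25.6%, 95% exact interval 16.9% to 35.8%) changed in at least 1 of the 3 tests, 16 higher and 7 lower in the csrA mutant. Against genes with no peak the 2-sided Fisher's exact test gave p = 0.0727 (0.364 after adjustment over 5 locations). A single gene, epmC, changed in TE, with a log2 value of 0.52 (adjusted p = 0.0333 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was singled out after its value was seen, and no gene was called in TE without WT 1, WT 4, WT 5 or csrA 2, while 3 were without csrA 4 and 4 with TMM over all genes. Without a csrA culture the genes lower in any test went from 7 to between 2 and 6, in fits that also used another TMM reference. On total counts the split of the changed genes was 25 higher and 2 lower, and with TMM for each kind of library 20 and 2. By other tools, limma called TE in 3 genes after voom and 4 with limma-trend, and DESeq2 gave 2.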

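The start of the CDS was taken as its first 60 nt, where 111 genes with a peak were tested and 40 (36.0%, 95% exact interval 27.1% to 45.7%) changed in translation, RNA abundance or TE. Higher in the csrA mutant were 23 of the 40 (57.5%), or 20.7% of the genes tested (13.6% to 29.5%). Among genes with no peak, 19.5% were changed and higher. In the direction of the changes the genes with a peak differed no more from the others than chance allows (2-sided Fisher's exact test, p = 1.00). Without a csrA culture, where the TMM reference also changed, the lower genes went from 17 to between 11 and 15. Total-count scaling gave 34 higher and 8 lower, 30.6% of the genes tested, and the genes with no peak moved along with them, to 885 higher and 216 lower. Taking the first 30 nt instead left 103 genes, of which 22 were higher and 14 lower. TE was called in yfbS and ubiT, both higher in the mutant and both named after their values were seen. Without WT 2 or csrA 2 a single gene was called in TE, without csrA 1 or csrA 3 there were 3, and without WT 5 1 was higher and 1 lower.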

CLIP-seq peaks overlapping the beginning of CDS were often associated with repression (64%), consistent with many characterized CsrA targets (Supplementary Data 1, 2). In contrast, CLIP-seq peaks located deep within CDS were often associated with CsrA-mediated activation (41%) and most of the post-transcriptional regulation was at the level of RNA stability (Supplementary Data 1, 2). This suggests that CsrA binding within mRNA CDS leads to effects on RNA stability, perhaps by altering nuclease accessibility, similar to its involvement in CsrB decay^36^.

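Peaks more than 60 nt from either end of the CDS lay in 155 genes tested, and 58 of these (37.4%, 95% exact interval 29.8% to 45.5%) changed in translation, RNA abundance or TE. Lower in the csrA mutant were 42, higher 15, and 1 moved in both directions. Genes with no peak changed as often (34.7%), but their split was 610 higher to 468 lower, a difference in direction larger than chance gives (2-sided Fisher's exact test, p = 8.03e-06, or 4.02e-05 after adjustment over 5 locations). On total counts the split became 23 higher and 25 lower, against 885 and 216 for genes with no peak (Fisher's exact p = 1.08e-06), so that the changed genes with such a peak were lower more often than the others under both scalings. Changed and lower were 27.1% of the genes tested and 18.6% of genes with no peak matched on mean RPF count (12.9% to 24.5%). TE changed in trg (log2 −1.30) and yhjG (1.06), named after their values were seen, the second of which was not called without WT 1, WT 4, WT 5, csrA 1 or csrA 2, leaving 1 gene, trg. Changes in RNA stability were not analysed here.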

A recent study indicated that CsrA binding entirely within the CDS prevented Rho-dependent transcription termination by stabilizing an alternative mRNA structure^37^. This finding suggests that CsrA binding within CDS can affect RNA structure, with regulatory outcomes. Conceivably, CsrA-dependent changes in RNA structure might affect the translation elongation rate, while ribosome pausing might alter CsrA recognition of binding sites involved in regulation. In either case, CsrA binding within CDS would predominate near translational pause sites. Consistent with this idea, ribosome pause sites were distributed at a significant 1.6-fold enrichment within 30 bases of CsrA CLIP-seq peaks (two-sided *χ* ^2^-test, *p* < 0.0001). Supplementary Fig. 12a, b show a similar bimodal distribution of ribosome pauses associated with CsrA CLIP-seq peaks in the WT and *csrA* mutant strains, although the origin of this pause distribution is not known. There were no differences in the frequency or strength of pauses between the WT and *csrA* mutant strains globally or associated with CLIP-seq peaks, indicating that CsrA does not regulate ribosome pausing (two-sided *t* test, *p* > 0.05). Some examples of CLIP-seq peaks and associated ribosome pauses are shown in Supplementary Fig. 12c–h. Whether abundant CsrA binding within CDS has pervasive regulatory consequences remains to be determined.

Many genes associated with CLIP-seq peaks did not exhibit differential expression in our analyses (Fig. 3a). However, many such peaks overlap known CsrA regulatory targets, such as *hfq* ^30^, *pnp* ^31^, and *dksA* ^17^, and/or contain conserved CsrA binding motifs. These observations suggest that spurious UV crosslinking is unlikely to be the source of such peaks. Some of these CLIP-seq peaks may represent authentic binding sites that do not affect gene expression under the growth conditions used in our analysis. 

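None of hfq, pnp and dksA was called by edgeR's quasi-likelihood test in translation, RNA abundance or TE. At an unadjusted p under 0.05, 1 of the 3 passed in translation, 1 in RNA abundance and 0 in TE, while limma after voom, limma-trend and DESeq2 called none of the 3. Translation of hfq (b4172) went from 1298 ± 130.4 to 1393 ± 139 CPM and its RNA abundance from 612 ± 33.8 to 747 ± 27.1 CPM (SD, n = 5), with log2 fold changes of 0.10 (SE 0.07, adjusted p = 0.215) and 0.29 (SE 0.07, adjusted p = 0.00176) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. pnp (b3164) had a translation log2 fold change of −0.13 (SE 0.05, adjusted p = 0.0242) by the same test, which was 0.11 on total counts. For dksA (b0145) the values were −0.09 (SE 0.05) in translation and −0.02 (SE 0.05) in RNA abundance.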

Perhaps their regulation requires additional factors that are unavailable under this condition or is masked by autoregulation, the latter of which was shown previously for *dksA* ^17^. Because the *csrA* mutant in these studies retains partial RNA-binding activity^12^, some transcripts might be regulated in the mutant strain via this residual activity. It is also plausible that some sites do not regulate the target’s expression but instead compete with CsrA binding to regulated targets, similar to CsrB/C or *fimA* mRNA of *Salmonella* ^9^. In this regard, all CsrA binding sites within the transcriptome compete with one another for limiting CsrA^16^. Therefore the global composition and expression level of transcripts would affect the regulatory dynamics of the Csr system.

Functions enriched in genes with CsrA CLIP-seq peaks are shown in Fig. 3b, and genes whose expression was significantly affected in any approach in Fig. 3c. The full results for these categories, as well as genes associated with both CLIP-seq peaks and expression changes are shown in Supplementary Data 3–5. Several of the enriched functional categories represent known roles of CsrA^9^, and a few are explored in more detail in the following sections.

### The role of CsrA in carbon metabolism and transport

CsrA has been known to regulate central carbon metabolism since the 1990s^13^. Recent transcriptomics and metabolomics studies have confirmed that CsrA activates glycolysis, while it represses gluconeogenesis and the TCA cycle^13, 14^. However, the mechanisms used to mediate these changes have remained elusive. Metabolic flux analysis has suggested that phosphofructokinase, encoded by *pfkA*, is key to effects of CsrA on glycolysis^38^, but the molecular basis of this finding remained unclear. We identified a CLIP-seq peak in the 5′-UTR of *pfkA* and this mRNA was destabilized in the *csrA* mutant (Fig. 4). Thus, CsrA binding appears to activate glycolysis by stabilizing *pfkA* mRNA. Additional central carbon metabolism genes exhibited CsrA CLIP-seq peaks, and may be directly regulated by CsrA (Fig. 4). However, the coordinated changes in expression of numerous genes in glycolysis, gluconeogenesis, and the TCA cycle, in the absence of CLIP-seq peaks (Fig. 4), suggests that CsrA may also regulate central carbon metabolism genes indirectly.

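The genes drawn in Fig. 4 were tallied by pathway, and the calls adjusted over the list alone were the same in number as those over all genes tested. Of 13 glycolysis genes, translation was higher in the csrA mutant for 2 (fbaB and pfkB) and lower for 5 (eno, gpmM, pfkA, pykA and pykF), with a median log2 fold change of −0.40. RNA abundance was higher for 2 and lower for 3 of them, and total-count scaling left 4 lower in translation and 2 in RNA abundance. In gluconeogenesis 3 of 5 genes (fbp, pck and ppsA) were higher in both, while 5 were higher in translation on total counts and 5 in RNA abundance without csrA 2, csrA 4 or csrA 5. The TCA cycle and glyoxylate pathway had 12 of 18 genes higher in translation (median 0.62) and 16 in RNA abundance (median 0.73), and 16 in translation on total counts. Translation was lower for the 4 genes of pyruvate and acetate metabolism (aceE, aceF, ackA and pta), and 2 were on total counts. All 6 glycogen genes were higher in both measures, with medians of 2.71 and 2.50.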

**Fig. 4:**
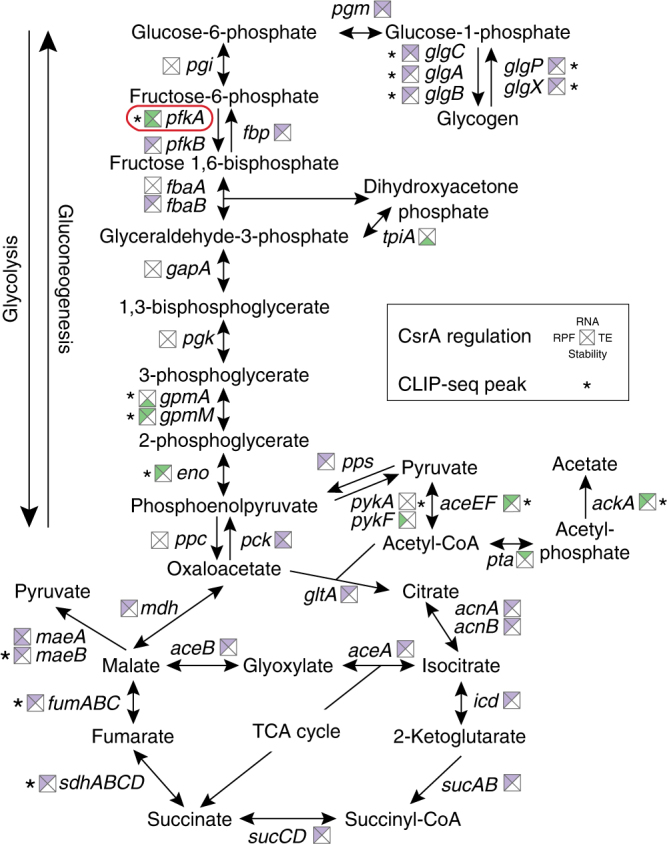
CsrA activates glycolysis and represses gluconeogenesis and the tricarboxylic acid cycle. Effects of CsrA on gene expression in central carbon metabolism. Squares near gene names show effect of CsrA on translation (RPF, left), RNA abundance (RNA, top), RNA stability (stability, bottom), and/or translation efficiency (TE, right). Purple indicates repression by CsrA and green indicates activation. Asterisks indicate that a CsrA CLIP-seq peak is associated with the gene. A red box highlights the key role of *pfkA* on CsrA-dependent effects on glycolysis

Genes involved in the transport of carbon sources were enriched in our transcriptomics data (Fig. 3b, c). For example, CsrA regulates genes encoding several phosphoenolpyruvate-dependent sugar phosphotransferase systems. 

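Transport genes of the phosphotransferase system were tallied in 2 groups. The first held manX, manY, manZ, gatA, gatB, gatC, chbA, chbB, chbC, nagE and mngA, 10 of which had enough counts for the integrated model. Translation was called for chbB and gatB, both higher in the csrA mutant, and the median of the 10 log2 fold changes was 0.40. That count rose to 5 without csrA 2, 4 without csrA 3, 4 without csrA 4 and 7 without csrA 5, and to 8 on total counts. In RNA abundance 6 were called, all higher (chbA, chbB, gatB, manX, manY and manZ). DESeq2 called 4 of the 10 in RNA abundance and each limma test 5. With TMM over all genes 3 were called in any of translation, RNA abundance or TE. In the RNA libraries alone 6 of 11 were called over all genes tested and 7 when adjusted over the list alone. The second group was srlA, srlB, srlE and murP, all 4 of them lower in translation, with a median of −0.72, and 1 of them (murP) on total counts. RNA abundance was called for 1 of them, murP, but for 3 of the 4 without WT 2, WT 3 or csrA 1, and for 4 with RLE factors.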

CsrA represses genes for transport of mannose (*manXYZ*), galactitol (*gatABC*), *N*,*N*′-diacetylchitobiose (*chbBCA*), *N*-acetylglucosamine (*nagE*), and 2-*O*-alpha-mannosyl-d-glycerate (*mngA*), while it activates genes for sorbitol (*srlABE*) and *N*-acetylmuramic acid (*murP*) uptake (Supplementary Data 6). These carbon sources may be important for growth in certain ecological niches. For instance, *N*-acetylglucosamine and mannose, derived from intestinal mucus, support the growth of *E*. *coli* in the mammalian intestine^39^. Overall, CsrA directly or indirectly regulates expression of >200 genes encoding transporters of carbon sources and other nutrients (Supplementary Data 6), indicating that the Csr system plays a major role in governing the ability of *E*. *coli* to capture nutrients from the environment. 

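Supplementary Data 6 lists 177 transport genes as repressed and 65 as activated, chosen by the study on these libraries, so their calls are not independent evidence. Of the first list, 173 had enough counts for the integrated model, and 97 were called in translation (median log2 fold change 0.56) and 102 in RNA abundance (median 0.61), all higher in the csrA mutant. On total counts these numbers were 144 and 130. Of the 65 in the second list, 55 were called in translation, all lower (median −0.91), and 43 on total counts. RNA abundance was lower in 42 of the 65 and higher in lgoT and ompN, named after their values were seen. In at least 1 of the 4 tests, 121 of the 177 were called higher and 57 of the 65 lower, and 1 of the 65 was called in both directions. Adjusted over the list alone, RNA alone gave 106 higher in the first list and 43 lower in the second, against 105 and 42 over all genes.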

There was significant overlap between genes regulated by CsrA and cAMP-CRP, the master regulator of carbon catabolite repression (CCR), with regulation often occurring in the opposite direction (Supplementary Fig. 13)^4^. Because glucose activates the turnover of CsrB/C sRNAs^19^ and cAMP-CRP regulates CsrB/C transcription under some conditions^40^, these observations further imply that CsrA participates in CCR. The Csr and cAMP-Crp systems of *Yersinia pseudotuberculosis* also exhibit regulatory interactions^41^, although the circuitry for these interactions are distinct in these two species.

### CsrA regulates genes for maintaining cell envelope integrity

The enrichment analysis revealed that CsrA regulates genes involved in diverse functions related to the cell envelope (Figs. 3b, c, and 5a). Many envelope related genes that were regulated by CsrA are controlled via the extracytoplasmic stress response (ESR) sigma factor, σ^E^ (RpoE), which allows *E*. *coli* to restructure its envelope in response to a variety of stressors^42^. RseA is an inner membrane-bound anti-sigma factor that antagonizes RpoE and is encoded just downstream of *rpoE* (Fig. 5a, b)^42^. RpoE activity is controlled by a complex signaling cascade initiated by sensing of misfolded OM proteins in the periplasm, leading to degradation of RseA and release of RpoE (Fig. 5a). The 5′-UTR of *rseA* exhibited a CsrA CLIP-seq peak, and visual inspection of the RseA CLIP-seq peak in a genome browser also revealed a small peak in the 5′-UTR of *rpoE* though it did not meet our threshold for statistical significance (Supplementary Data 1). To test the hypothesis that CsrA binds to the 5′ UTRs of *rpoE* and *rseA*, we used electrophoretic mobility shift assays (EMSA). We confirmed that CsrA specifically binds to the 5′-UTRs of both *rpoE* and *rseA* in vitro with apparent *K*_d_ values of 5 nM and 33 nM, respectively (Fig. 5c, d; Supplementary Fig. 14a). Translation of *rseA* was repressed by CsrA, but no significant changes in *rpoE* expression were observed (Supplementary Data 2). However, CsrA repressed *rpoE* expression throughout the growth curve as measured using a chromosomal *rpoE′*–′*lacZ* translational fusion grown at 30 °C rather than 37 °C (Fig. 5e). These studies were conducted at 30 °C because this leads to a decreased basal rate of RpoE activation^43^. Thus, CsrA directly represses both *rseA* and *rpoE* expression in vivo, implying that CsrA affects the dynamics of the ESR.

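Translation of rseA (b2572) went from 451 ± 46.2 to 563 ± 38.2 CPM (SD, n = 5), a log2 fold change of 0.32 (SE 0.07, adjusted p = 0.000745) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which lay under the fold limit of 0.5. On total counts it was 0.56 and called, and with each culture left out in turn it stayed between 0.28 and 0.44 and was not called. RNA abundance of rseA changed by a log2 value of 0.28 (SE 0.07, adjusted p = 0.00327) by the same test. RPF on rpoE (b2573) went from 108 ± 17.7 to 111 ± 23.8 CPM (n = 5), a log2 fold change of 0.05 (SE 0.12), and its RNA abundance changed by 0.09 (SE 0.12). No setting tried called rpoE.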

**Fig. 5:**
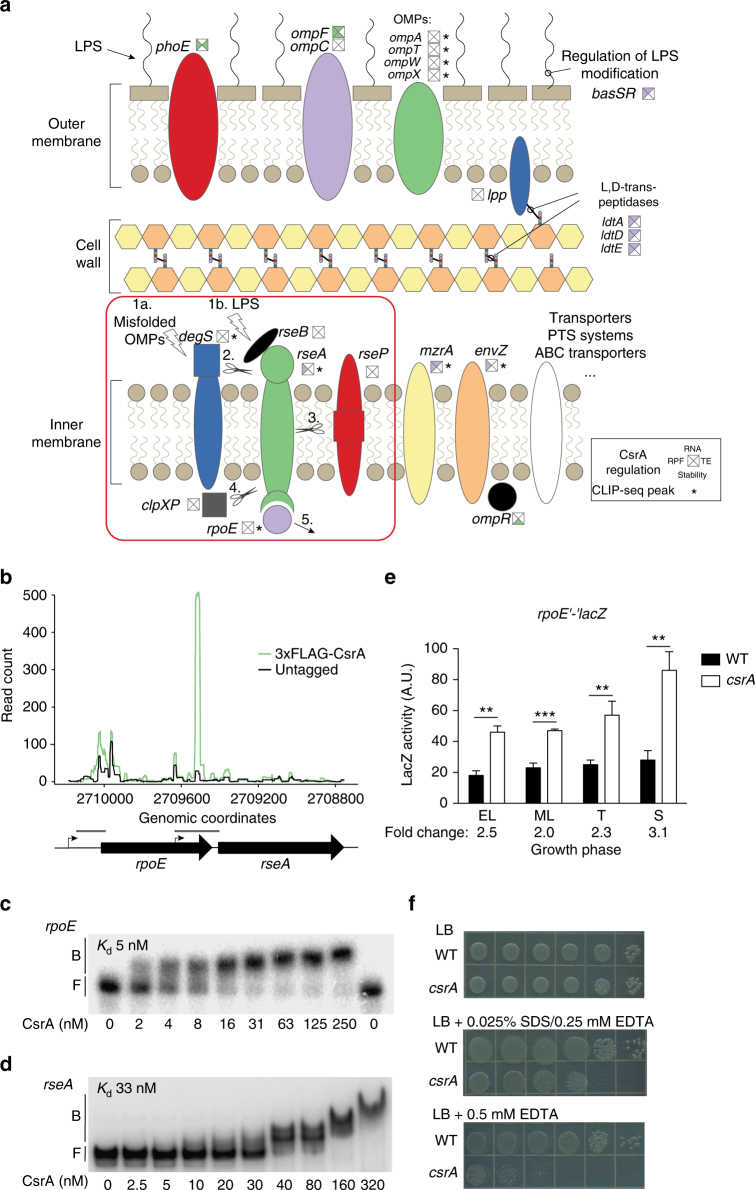
CsrA regulates extracytoplasmic stress responses. **a** Summary of CsrA effects on expression of cell envelope-related genes. The signaling cascade that leads to release of RpoE^79^ is shown surrounded by a red box. The presence of misfolded outer membrane proteins (OMPs) (1a) stimulates DegS proteolytic activity toward RseA (2). LPS also promotes release of RseB to reveal a DegS sensitive site in RseA (1b). After DegS cleavage, RseP cleaves the transmembrane domain of RseA (3). Finally, cytoplasmic ClpXP protease degrades the cytoplasmic portion of RseA (4), thus releasing RpoE from the membrane and allowing it to activate transcription of genes for the envelope stress response (5). Squares near gene names show effect of CsrA on translation (RPF, left), RNA abundance (RNA, top), RNA stability (stability, bottom), and/or translation efficiency (TE, right). Purple indicates repression by CsrA and green indicates activation. Asterisks indicate that CsrA CLIP-seq peak(s) are associated with the gene. **b** 3xFLAG-CsrA and untagged control CLIP-seq read counts mapped to the *rpoE*-*rseA* locus. Position of electrophoretic mobility shift assay (EMSA) probes are indicated by boxes below the plot. **c** EMSA showing of 6xHis-CsrA-*rpoE* RNA interaction (−133 to +19 nt relative to the start codon). Apparent equilibrium binding constant (*K*_d_) is shown. **d** EMSA showing CsrA-*rseA* RNA interaction (−228 to −1 nt relative to the start codon). Apparent *K*_d_ value is shown. **e** β-galactosidase activity of a P_*rpoE*_ *rpoE′*–′*lacZ* translational fusion in wild-type (WT) and *csrA* mutant strains grown in LB at 30 °C. Error bars show standard deviation from the mean of three independent experiments. Two tailed Student’s *t* test was used to determine statistical significance: EL early log (*n* = 3, *p* = 0.006), ML mid-log (*n* = 3, *p* = 0.0002), T transition to stationary (*n* = 3, *p* = 0.0043), and S early stationary phase (*n* = 3, *p* = 0.0017). **f** Growth of serial dilutions of WT and *csrA* mutant strains on LB, LB supplemented with 0.025% SDS/0.25 mM EDTA, and LB supplemented with 0.5 mM EDTA grown overnight at 37 °C. This experiment was repeated twice with similar results

Growth in the presence of EDTA and SDS/EDTA induces extracytoplasmic stress by disrupting the LPS and the OM, and *rpoE* mutants are sensitized to this stress^43^. Figure 5f shows that the *csrA* mutant is sensitized to EDTA and SDS/EDTA when grown at 37 °C. The higher expression of *rseA* in the *csrA* mutant may decrease the release of *rpoE* from the membrane and diminish *rpoE*-mediated control of genes needed for stress resistance. However, sensitivity to this stress can also be increased by changes in the LPS structure, disruption of OM asymmetry, and decreased incorporation of OM proteins^43–45^. 

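ompF (b0929) fell in translation from 5357 ± 425 to 936 ± 109 CPM and in RNA abundance to 611 ± 69.2 CPM (SD, n = 5), with log2 fold changes of −2.52 (SE 0.09, adjusted p = 4.80e-16) and −2.06 (SE 0.09, adjusted p = 2.10e-14) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its TE log2 value of −0.46 lay under the fold limit, and without WT 3 it was called at −0.50. Translation of phoE (b0241) went from 5.70 ± 0.869 to 3.05 ± 0.267 CPM (n = 5), a log2 fold change of −0.91 (SE 0.14, adjusted p = 1.19e-05) by the same test. The RNA abundance of phoE, from 4.24 ± 0.378 to 3.79 ± 0.880 CPM (n = 5), showed no difference beyond the spread between cultures (log2 −0.15, SE 0.17). For LPS biosynthesis, 20 genes of the waa and lpx operons were listed before the data were examined. edgeR called 0 of the 20 in RNA abundance, with 10 at an unadjusted p under 0.05, and limma after voom, limma-trend and DESeq2 called 0. In translation it called 1, waaA, named after its value was seen, which was lower (median of the list −0.29). At an unadjusted p under 0.05, 18 of the 20 passed in translation. waaA was not called on total counts or without csrA 1, csrA 2, csrA 3 or csrA 5, while without WT 3 2 genes were called. The calls adjusted over the list alone were the same in number. Of the 23 envelope genes in Fig. 5a, 5 were higher in translation (basR, ldtA, ldtD, ldtE and mzrA) and 3 lower (ompF, ompT and phoE).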

We did not find strong effects of CsrA on genes involved in LPS remodeling or biosynthesis, but we observed a marked decrease in expression of *ompF* and *phoE* in the *csrA* mutant (Supplementary Data 2). Although the precise mechanism is unknown, the OM or the response to OM stress is clearly impaired in the *csrA* mutant. The OM of Gram negative bacteria plays an important role as a selective barrier, regulating what reaches the cell membrane^44^. The maintenance of this barrier may be an important role of the Csr system, which to our knowledge has not been previously associated with CsrA homologs.

### CsrA contributes to the regulation of iron metabolism

CsrA affects the expression of numerous genes involved in iron uptake and metabolism, which was reflected in the enrichment analysis in Fig. 3c and summarized in Fig. 6a. 

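Iron transport genes were tallied by system, with adjustment over the list alone giving the same numbers of calls for each. For enterobactin biosynthesis, entA, entB, entC, entE and entH were all higher in the csrA mutant in translation (median log2 fold change 2.70) and in RNA abundance (median 2.52). entD had enough counts only for the RNA libraries alone, where its log2 fold change was −0.24 (adjusted p = 0.547 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among 5 ferrous iron transport genes tested, efeB and efeO were higher in translation and RNA abundance, and efeU joined them in the RNA libraries alone. feoA had log2 fold changes of 0.11 in translation and 0.48 in RNA abundance, feoB 0.25 and feoC 0.29 in translation, and none of the 3 was called. On total counts feoB and feoC were called in translation and feoA in RNA abundance. feoA was also called in RNA abundance without WT 1, WT 5, csrA 2, csrA 3 or csrA 5, which brought the system's count to 3. Of 15 genes for iron chelate transport, 10 were higher in both measures (cirA, fepA, fepB, fepC, fepD, fepG, fhuA, fhuB, fhuC and fhuD), and all 15 log2 fold changes were positive, with medians of 0.86 and 0.75. The other 5, fecA to fecE, had log2 fold changes of 0.13 to 0.22 in translation and 0.21 to 0.33 in RNA abundance and were not called. fecR (b4292) rose in translation from 5.82 ± 1.24 to 11.1 ± 1.08 CPM (SD, n = 5), a log2 fold change of 0.93 (SE 0.15, adjusted p = 1.60e-05) by the same test, and in RNA abundance by 1.04 (SE 0.17, adjusted p = 2.36e-05). fecI (b4293) had 0.59 (SE 0.26, adjusted p = 0.0552) in translation and 0.59 (SE 0.25, adjusted p = 0.0579) in RNA abundance, past the fold limit but not the adjusted p. The call depended on the setting. In translation it was made under each of the 6 other scalings, with DESeq2, both limma tests, the other filters, separate fits and a block for the replicate number, and in RNA abundance on total counts, with both limma tests and with that block. Among the fits with a culture left out, it was made in translation without WT 2 (0.77), csrA 2 (0.65), csrA 3 (0.81) or csrA 5 (0.74), and in RNA abundance without WT 2 (0.80), csrA 3 (0.74), csrA 4 (0.65) or csrA 5 (0.69). Adjusted over the list of 4 iron regulators alone (fecI, fecR, fes and fur), fecI was called as well.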

CsrA repressed genes involved in iron transport, including those for enterobactin biosynthesis (*entCEBAH* and *entD*), ferrous iron transport (*feoABC* and *efeUOB*), and transport of iron chelates (*fepA*, *fepB*, *fepDGC*, *cirA*, *fecABCDE*, and *fhuACDB*) (Fig. 6a). mRNAs encoding the regulators of *fecABCDE* and therefore iron citrate uptake, FecI, and FecR were also repressed (Fig. 6a). CsrA also decreased the levels of RyhB (Fig. 6a), the sRNA repressor of iron metabolism genes^46^. Many of these effects appear to represent indirect changes in expression, not associated with CLIP-seq peaks (Fig. 6a). 

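In the RNA libraries ryhB (b4451) rose from 10.1 ± 0.884 to 28.4 ± 3.80 CPM (SD, n = 5), a log2 fold change of 1.49 (SE 0.10, adjusted p = 7.17e-08) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 5 csrA values lay above all 5 WT values, and each setting tried called it. The RNA libraries held fragments of 20 to 40 nt, so the counts do not separate the full-length sRNA from its pieces.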

Conceivably, these effects may be mediated through Fur, the major regulator of iron homeostasis in *E*. *coli* ^47^. Fur-Fe^2+^ represses genes for siderophore biosynthesis and iron transporters, and it activates iron utilization genes primarily by repressing RyhB expression^47–49^. However, no changes in Fur expression were apparent (Supplementary Data 2). 

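Translation of fur (b0683) went from 369.7 ± 17.3 to 321 ± 25.6 CPM (SD, n = 5), a log2 fold change of −0.20 (SE 0.05, adjusted p = 0.00160) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its RNA abundance went from 405 ± 8.85 to 392 ± 13.7 CPM (n = 5), a log2 fold change of −0.05 (SE 0.05). The change in translation lay under the fold limit in each setting that kept one, and on total counts it was 0.04.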

Alternatively, CsrA might mediate these changes indirectly by increasing free intracellular iron pools and thus Fur-Fe^2+^ accumulation.

**Fig. 6:**
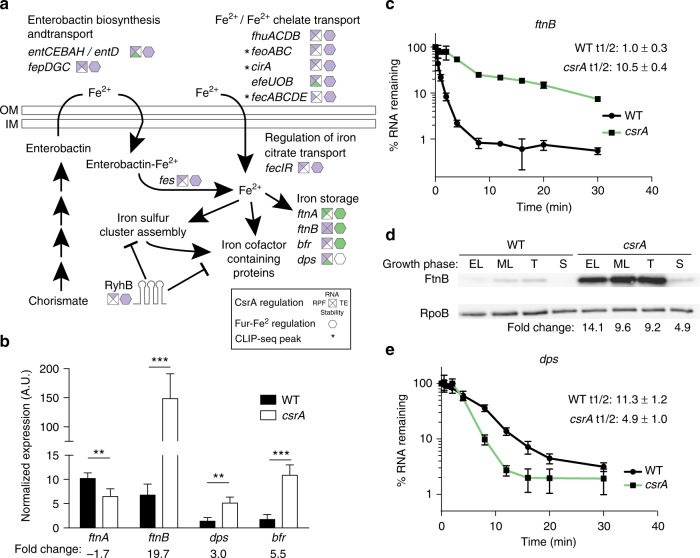
CsrA regulates iron metabolism. **a** Summary of the effects of CsrA and Fur on iron-related genes. Squares near gene names show effect of CsrA on translation (RPF, left), RNA abundance (RNA, top), RNA stability (stability, bottom), and/or translation efficiency (TE, right). Octagons indicate the effects of Fur-Fe^2+^ on RNA abundance adapted from Seo et al.^49^ Purple indicates repression and green indicates activation by CsrA or Fur. Asterisks indicate that CsrA CLIP-seq peak(s) are associated with the gene. **b** qRT-PCR analysis of steady-state *ftnA*, *ftnB*, *dps*, and *bfr* RNA levels normalized to 16s rRNA. Error bars show standard deviation from the mean of three independent experiments. Two tailed Student’s *t* test was used to determine statistical significance: *ftnA* (*n* = 3, *p* = 0.0024), *ftnB* (*n* = 3, *p* = 0.005), *dps* (*n* = 3, *p* = 0.004), and *bfr* (*n* = 3, *p* = 0.0016). **c**, **e** qRT-PCR analysis of *ftnB* (**c**) and *dps* (**e**) RNA stability in wild-type (WT) and *csrA* mutant strains. Error bars show standard deviation from the mean of two independent experiments. Half-life was manually determined from the linear component of the decay curve. Two tailed Student’s *t* test was used to determine statistical significance of the change in half-life: *ftnB* (*n* = 2, *p* = 0.0011), and *dps* (*n* = 2, *p* = 0.0258). **d** Western blot showing 3xFLAG-FtnB levels throughout the growth curve (EL early log, ML mid-log, T transition to stationary phase, and S stationary phase) in WT and *csrA* mutant strains. Full blots are shown in Supplementary Fig. 18. Densitometry was normalized to RpoB levels before calculating fold changes. This experiment was repeated twice with similar results

To this end, we identified several differentially expressed genes involved in iron storage that may affect free intracellular iron accumulation. Although the effect was modest, CsrA activated the expression of *ftnA*, which encodes the major iron storage protein in *E*. *coli* ^50^ (Fig. 6a, b). On the other hand, CsrA strongly repressed the iron storage genes *ftnB*, *dps*, and *bfr* (Fig. 6a, b), which is opposite to the expected effect of Fur-Fe^2+^, an activator of *ftnB* and *bfr* ^49^. 

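ftnA (b1905) fell in translation from 586 ± 48.2 to 188 ± 39.9 CPM and in RNA abundance from 100.1 ± 14.9 to 46.0 ± 12.2 CPM (SD, n = 5). The log2 fold changes were −1.64 (SE 0.14, adjusted p = 1.92e-09) and −1.12 (SE 0.15, adjusted p = 2.49e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and both were called in every setting tried. TE of ftnA changed by a log2 value of −0.52 (SE 0.21) and was not called, though both limma tests and the model with a culture block called it.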

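Translation of ftnB (b1902) rose from 61.8 ± 5.90 to 1590.4 ± 136 CPM (SD, n = 5), a log2 fold change of 4.68 (SE 0.09, adjusted p = 9.75e-21) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. bfr (b3336) rose in translation from 37.7 ± 7.09 to 138 ± 43.6 CPM (n = 5) and in RNA abundance from 21.4 ± 4.42 to 70.8 ± 20.3 CPM, with log2 fold changes of 1.86 (SE 0.21, adjusted p = 9.12e-08) and 1.73 (SE 0.23, adjusted p = 1.51e-06) by the same test. The strains were fully separated for each of these measures. Adjusted over the list of 4 iron storage genes alone (ftnA, ftnB, dps and bfr), the same numbers were called in translation and RNA abundance as over all genes, 3 higher and 1 lower.

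**Figure D2:**
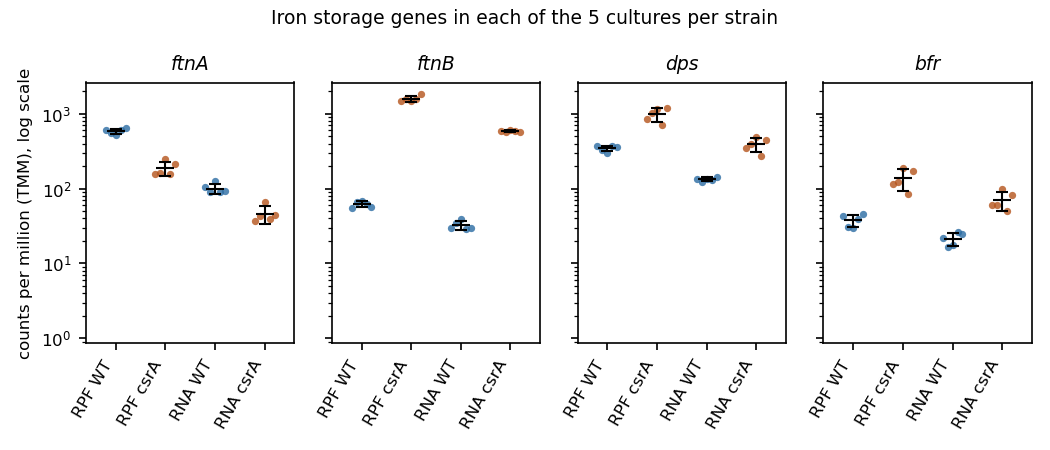
TMM-normalized CPM, on a log axis, of ftnA, ftnB, dps and bfr in the RPF and RNA libraries of WT and the csrA mutant; points are the 5 cultures and bars the mean with the SD. ftnA is lower in the mutant and the other 3 genes are higher, in both kinds of library.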

CsrA effects on *ftnB* were among the strongest observed in our study (Supplementary Data 2). 

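In RNA abundance ftnB rose from 32.7 ± 4.51 to 586 ± 15.5 CPM (SD, n = 5). Among called genes with fully separated strains, its rise in RNA abundance was the largest after those of pgaB and pgaC. Its TE log2 value of 0.52 (SE 0.11, adjusted p = 0.0149) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was called, but without WT 3 it was 0.49 and lay under the fold limit.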

Additional studies confirmed that CsrA represses *ftnB* mRNA abundance and stability, as well as FtnB protein abundance (Fig. 6b–d). 

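RPF on dps (b0812) rose from 345 ± 28.9 to 986 ± 201 CPM and its RNA abundance from 133 ± 7.75 to 390.1 ± 85.4 CPM (SD, n = 5) in the csrA mutant. The log2 fold changes were 1.51 (SE 0.14, adjusted p = 3.58e-09) and 1.55 (SE 0.14, adjusted p = 5.05e-09) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and their difference, the change in TE, was −0.04 (SE 0.19). mRNA stability was not analysed here.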

Intriguingly, CsrA repressed *dps* translation and RNA abundance but stabilized its mRNA, which we confirmed with additional qRT-PCR experiments (Fig. 6b, e). These findings suggest complex regulation in which CsrA mediates transcriptional and post-transcriptional effects on *dps* expression in opposing directions. However, we have no evidence that these effects are direct. The protein products of these iron storage genes (FtnA, FtnB, Bfr, and Dps) participate in oxidative stress resistance by sequestering iron^50–52^, donating iron to iron–sulfur clusters damaged by oxidation (FtnB)^52^, and by binding and protecting DNA from oxidizing Fenton chemistry (Dps)^51^. Although no CLIP-seq peaks were associated with these genes, the concurrent increase in *ftnB*, *dps*, and *bfr* expression in the *csrA* mutant may be sufficient to cause a decrease in free intracellular iron. This might lead to an accumulation of apo-Fur in the *csrA* mutant and the observed changes in iron-related gene expression. However, this hypothesis remains to be further explored. Due to the crucial role of iron scavenging during growth and especially during infection^46^, it is conceivable that CsrA effects on iron homeostasis contribute to fitness in the host environment.

### CsrA: a regulator of regulators

Because many transcriptional changes occur in the *csrA* mutant without associated CLIP-seq peaks (Fig. 3a), they are likely mediated through other regulators. Indeed, transcriptional regulators and two-component regulatory systems (TCS) are enriched in the CLIP-seq analysis and in CsrA-regulated genes (Fig. 3b, c). CLIP-seq peaks are associated with 46 transcriptional regulators (Supplementary Data 7), including sigma factors, response regulators, ligand-sensing regulators, and autoregulators of toxin–antitoxin (TA) systems. We used EMSA to confirm CsrA interaction with a subset of these mRNAs. CsrA bound specifically and with high affinity to all that were tested, including *fliA*, *soxS*, *lrp*, *cra*, and the intergenic region of the mRNA encoding the PrlF-YhaV TA pair (Fig. 7b–e; Supplementary Figs. 14b–e and 15a–e). 

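Supplementary Data 7 lists 65 transcription factors as repressed, 24 as activated and 31 as not changed, with 7 sensor kinases as repressed and 4 as activated, chosen by the study on these libraries, so their calls are not independent evidence. Of the 65, 64 had enough counts for the integrated model, with 29 higher in translation (30 adjusted over the list alone) and 28 in RNA abundance (29), and the median log2 fold change in translation was 0.49. On total counts 53 were higher in translation and 40 in RNA abundance. Of the 24, 14 were lower in translation (median −0.61), or 8 on total counts, and 13 in RNA abundance. For the 31 not changed, edgeR called 0 in translation, with 11 at an unadjusted p under 0.05, limma and DESeq2 called 0, while 1 was called without WT 3 and 1, feoC, on total counts. It also called 0 of the 7 kinases listed as repressed, in translation or in RNA abundance, with 3 at an unadjusted p under 0.05 in each, and limma and DESeq2 called 0. All 7 had positive log2 fold changes in translation (median 0.23), and on total counts dpiB, evgS and qseC were called, named after their values were seen. Among the 4 kinases listed as activated, glnL, narP and rstB were lower in translation and glnL and narP in RNA abundance, where 1 was called without csrA 2.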

Overall, CsrA affected the expression of 87 transcriptional regulators and 11 sensor kinases (Supplementary Data 7). Thus, CsrA appears to have a major impact on the transcriptional landscape of *E*. *coli* both directly and indirectly. In addition, many changes in post-transcriptional regulation were not associated with CLIP-seq peaks (Fig. 3a), suggesting that CsrA may regulate other post-transcriptional regulators. Although CsrA directly represses translation of Hfq and PNPase in *E*. *coli* ^30, 31^, we did not detect significant differences in their expression here (Supplementary Data 2). 

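Translation of pnp (b3164) went from 2049 ± 103 to 1867 ± 114 CPM and its RNA abundance from 2071 ± 94.2 to 2070.2 ± 62.7 CPM (SD, n = 5). With each culture left out in turn, the log2 fold change in translation stayed between −0.16 and −0.02 for pnp and between 0.05 and 0.23 for hfq (b4172). Under the 6 other scalings and all other settings with a fold limit, neither gene was called in translation or RNA abundance.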

We suspect that CsrA effects on bulk RNA decay are multifactorial, and found that CsrA regulated several genes encoding RNases (e.g., *rng*, *rnb*, *orn*), perhaps contributing to these effects. 

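rng (b3247) rose in translation from 108 ± 4.46 to 177 ± 10.5 CPM and in RNA abundance from 114 ± 7.65 to 176 ± 5.75 CPM (SD, n = 5), with log2 fold changes of 0.70 (SE 0.05, adjusted p = 1.64e-10) and 0.62 (SE 0.05, adjusted p = 2.19e-09) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. rnb (b1286) fell in translation from 616 ± 41.3 to 389.8 ± 32.0 CPM (n = 5), a log2 fold change of −0.66 (SE 0.06, adjusted p = 6.92e-09) by the same test, which was −0.42 and not called on total counts. In RNA abundance its log2 fold change of −0.49 (SE 0.06) lay just under the fold limit, and without WT 2 it was called at −0.53. orn (b4162) went from 157 ± 9.98 to 133 ± 10.7 CPM in translation (n = 5), a log2 fold change of −0.24 (SE 0.06, adjusted p = 0.00232) by the same test, and by −0.04 (SE 0.07) in RNA abundance. Neither change of orn was called, and on total counts the translation value was 0.00. Adjusted over these 3 genes alone, the calls were the same in number.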

We also examined effects on sRNAs as a source of post-transcriptional regulation. 

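In the RNA libraries, 57 ncRNA genes had a mean of at least 15 counts, and 13 of them were called, 8 higher and 5 lower in the csrA mutant. The 8 higher were micF, omrA, omrB, rydB, ryhB, ryjA, sdsR and sgrS, with a median log2 fold change of 1.48 and the largest, 3.03, for sgrS. The 5 lower were csrB, csrC, glmY, rydC and ssrS, whose log2 fold changes were −2.40, −4.23, −0.57, −0.89 and −0.63. Supplementary Data 7 lists 12 sRNAs as affected, 8 repressed and 4 activated, chosen on these libraries, and all 12 were called in its direction, with ssrS not among them. With adjustment over the list alone 8 and 4 were called.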

CLIP-seq analysis identified peaks overlapping 8 sRNAs, and CsrA affected the abundance of 11 sRNAs (Supplementary Data 7). 

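Of the ncRNA genes with a CLIP-seq peak in Supplementary Data 1, 8 were tested in the RNA libraries (csrB, csrC, cyaR, fnrS, gadY, gcvB, micL and spf), and csrB and csrC were called. csrB (b4408) fell from 459 ± 52.0 to 86.9 ± 4.35 CPM and csrC (b4457) from 320.1 ± 46.6 to 17.1 ± 0.546 CPM (SD, n = 5), log2 fold changes of −2.40 (SE 0.08, adjusted p = 8.21e-11) and −4.23 (SE 0.10, adjusted p = 4.32e-12) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The other 6 had log2 fold changes from −0.14 for gcvB to 0.29 for micL, the latter with an adjusted p of 0.0444 by the same test but under the fold limit.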

Except for CsrB and CsrC, there was no overlap between the sRNAs identified with CLIP-seq and those whose abundance was affected by CsrA. An illustration of the transcriptional and sRNA regulators that were differentially expressed in the *csrA* mutant and the genes they regulate reveals extensive integration of CsrA within the regulatory network of *E*. *coli* (Fig. 7a).

**Fig. 7:**
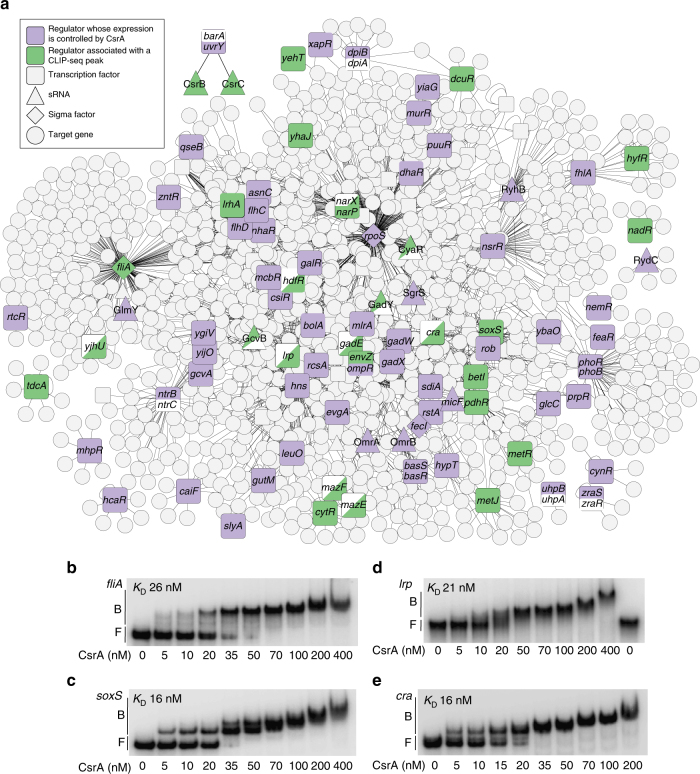
Integration of CsrA into *E*. *coli* regulatory networks. **a** Transcriptional regulators, two-component regulatory system (TCS) sensor kinases, and sRNAs that were differentially expressed in the *csrA* mutant and their target genes are shown. *E*. *coli* transcriptional and sRNA regulatory networks were extracted from RegulonDB^4^. Regulators associated with CLIP-seq peaks and differentially expressed are shown in green and those differentially expressed without an associated CLIP-seq peak are in purple. Those with CLIP-seq peaks that were not differentially expressed are shown in green and white. Regulators represented as squares are transcription factors, triangles are sRNAs, and diamonds are sigma factors. Sensor kinases that were differentially expressed are shown together with their cognate response regulators. **b**–**e** Electrophoretic mobility shift assays (EMSA) showing interaction of CsrA with transcripts of regulatory genes: **b** *fliA* (−30 to +165 nt relative to the start codon). **c** *soxS* (−40 to +87 relative to the start codon), **d** *lrp* (−318 to +45 nt relative to the start codon). **e** *cra* (−81 to +222 nt relative to the start codon)

Beyond the case of McaS^25^, the interaction of CsrA with basepairing sRNAs has not been well studied. Thus, we tested for binding of CsrA to the small basepairing RNAs identified in the CLIP-seq analysis. Direct binding of CsrA to FnrS or CyaR in vitro appeared to be negligible (Supplementary Fig. 16a–d), suggesting that in vivo CsrA interaction with these sRNAs may involve other factors. In contrast, CsrA bound with high affinity and specifically to GadY, Spot 42, GcvB, and MicL (Fig. 8a–d; Supplementary Fig. 14f–i). Closer examination of the CLIP-seq reads within GadY, Spot 42, and GcvB showed significant overlap with known basepairing regions for sRNA–mRNA interaction, which are distinct from where Hfq binds (Fig. 8e, f; Supplementary Fig. 17a). Because GadY is encoded antisense to the *gadX*-*gadW* intergenic target region, its entire length pairs with its mRNA target^53^. Conversely, CLIP-seq reads in MicL lie far upstream of the known basepairing segment of the processed MicL-short product, which accumulates in vivo (Supplementary Fig. 17b)^54^.

**Fig. 8:**
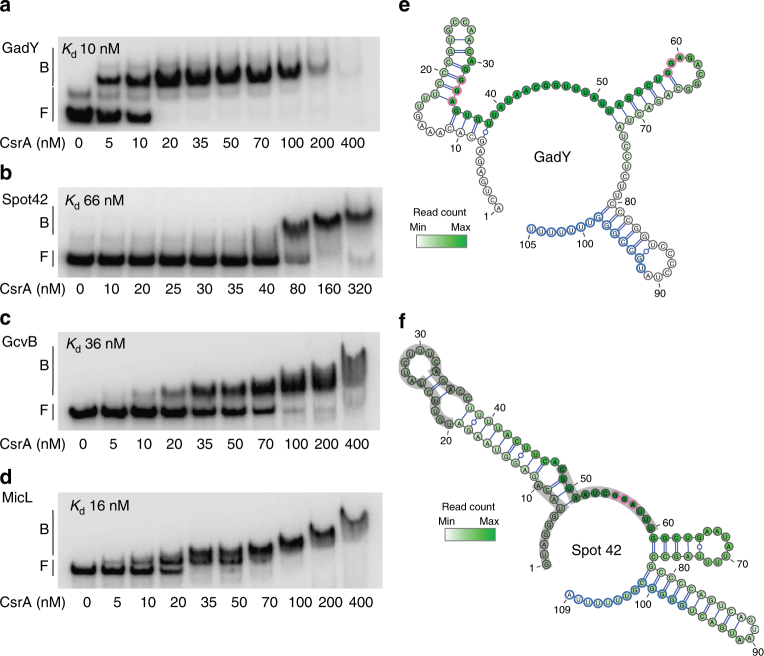
CsrA binds to Hfq-dependent basepairing sRNAs. **a**–**d** Electrophoretic mobility shift assays (EMSA) for the interaction of CsrA with sRNAs. **a** GadY. **b** Spot 42. **c** GcvB. **d** MicL. **e** mFold^80^ predicted GadY structure and **f** Spot 42 structure^55^ with CLIP-seq reads from all five replicates overlaid in green. Putative Hfq binding sites outlined in blue were predicted using the consensus Hfq binding motif identified in *Salmonella* ^10^. GGA motifs are circled in pink. Regions involved in Spot 42 basepairing with mRNA targets are outlined in gray^55^

For GadY, Spot 42, and GcvB, a reasonable hypothesis is that CsrA binding blocks their ability to pair with target mRNAs. Using our transcriptomics data, we identified examples of CsrA-dependent post-transcriptional regulation of mRNAs that are sRNA targets, which were not associated CLIP-seq peaks (Supplementary Data 8). Most of the sRNA targets were not informative for this analysis, as they did not show post-transcriptional regulation. However, the Spot 42 target genes *galK* and *fucI* were activated by CsrA at the level of TE and RNA stability, respectively. These changes are opposite to known regulatory effects of Spot 42, and are consistent with CsrA-dependent regulation occurring via inhibition of Spot 42 basepairing^55, 56^. 

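galK (b0757) fell in translation from 374 ± 24.4 to 291 ± 38.4 CPM and in RNA abundance from 426 ± 21.4 to 254 ± 23.6 CPM (SD, n = 5). The log2 fold change in translation was −0.36 (SE 0.08, adjusted p = 0.000398), under the fold limit, and that in RNA abundance −0.74 (SE 0.08, adjusted p = 7.53e-08), which was called, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its TE log2 value was 0.38 (SE 0.11, adjusted p = 0.0630), not called by the same test, and without csrA 3 it was 0.51 with an adjusted p of 0.0141 and called higher in the mutant. fucI (b2802) fell in translation from 146 ± 10.0 to 69.5 ± 7.16 CPM and in RNA abundance from 69.7 ± 5.11 to 41.0 ± 5.33 CPM (n = 5), with log2 fold changes of −1.06 (SE 0.08, adjusted p = 2.62e-10) and −0.77 (SE 0.09, adjusted p = 1.94e-07) by the same test. The change in TE of fucI was −0.30 (SE 0.12), and RNA stability was not analysed here. For the 15 Spot 42 targets of Supplementary Data 8, a list drawn from these libraries, 9 were called in translation (2 higher and 7 lower), against 6 on total counts, with the same numbers when adjusted over the list alone. edgeR called 0 of the 15 in TE, with 7 at an unadjusted p under 0.05, while limma called 2 after voom and DESeq2 1.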

CsrA repressed the TE of the GadY target *gadX* (Supplementary Data 8). 

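gadX (b3516) rose in translation from 12.4 ± 1.39 to 30.3 ± 2.91 CPM and in RNA abundance from 8.53 ± 1.58 to 16.0 ± 2.37 CPM (SD, n = 5). Its log2 fold changes were 1.29 (SE 0.11, adjusted p = 2.45e-09) and 0.93 (SE 0.13, adjusted p = 5.08e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The TE log2 value was 0.37 (SE 0.18, adjusted p = 0.239) by the same test, and no setting tried called it. Fewer counts lay behind gadX than behind the other sRNA targets named in the text (galK and fucI), with a larger SE for its TE.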

Although GadY activates *gadX* by stabilizing its RNA, our method may be unable to reliably detect changes in its stability due to its short RNA half-life (~1.5 min)^53^. The mRNA targets of GcvB showed complex responses to CsrA, several of which likely involve direct CsrA binding (Supplementary Data 8). 

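Supplementary Data 8 holds 38 GcvB targets, a list drawn from these libraries, of which 37 had enough counts for the integrated model. In translation 7 were higher in the csrA mutant (argT, cycA, dppA, gltI, hdeB, serA and slp) and 7 lower (adhE, livK, opgB, rfbX, srlB, srlD and ymgG). That balance depended on the scaling, with 12 higher and 1 lower on total counts, 10 and 3 with TMM for each kind of library, and 8 and 3 after centring. RNA abundance was higher in 7, or 8 adjusted over the list alone, and lower in 2, adhE and rfbX. In the reported fit edgeR called 0 of the 37 in TE, with 7 at an unadjusted p under 0.05, while limma called 1 after voom and DESeq2 3. edgeR with the culture as a block, or with TMM over all genes, called slp in TE. In at least 1 of the 4 tests 11 targets were called higher and 8 lower.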

CsrA binding to these sRNAs also raises other hypotheses. CsrA may alter Hfq binding or sRNA stability, which our method would have difficulty assessing due to their small size. The sRNAs might also act as CsrA titrating factors similar to CsrB/C and as proposed for McaS^9^. The latter role was suggested for GadY while this manuscript was under review^57^. As each CsrA dimer contains two symmetric RNA-binding surfaces^9^, it is conceivable that CsrA could interact with an mRNA target and a basepairing sRNA to facilitate their interaction. Further studies are required to elucidate the role of the high-affinity binding of CsrA to these and perhaps other basepairing sRNAs, which were not detectable under our growth conditions.

## Discussion

The use of integrated transcriptomics approaches in this study provides a detailed global view of CsrA effects on gene expression. To our knowledge, this is the first study to measure protein–RNA interactions of a bacterial post-transcriptional regulator concomitantly with its effects on RNA stability, translation, and RNA abundance on a global scale. Our findings indicate that CsrA governs the expression of a vast number of genes, similar in magnitude to global regulatory transcription factors, such as RpoS^58^, DksA^59^, Lrp^60^, and CRP^61^. This study highlights the important role of post-transcriptional regulation in general, and the Csr system in particular, in regulating bacterial gene expression. The diverse effects of CsrA observed here demonstrate that the Csr system plays a major role in determining bacterial lifestyle decisions that require sweeping reallocation of genetic and metabolic resources^16^. Guided by the transcriptomics results, we also explored new roles of CsrA in a limited number of important cellular processes. Beyond the scope of the present investigation, our data provide an abundant resource for further investigation of bacterial regulatory networks, RNA regulatory mechanisms, physiological processes, and metabolic pathways.

## Methods

### Bacterial strains and culture conditions

Bacterial strains used in this study are in listed in Supplementary Data 9. Strains were grown in LB medium (1% tryptone, 1% NaCl, and 0.5% yeast extract) supplemented with kanamycin (50 μg mL^−1^) or gentamycin (10 μg mL^−1^) when appropriate. Glycerol stocks were used to inoculate 2.5 mL of LB, and cultures were grown overnight at 37 °C with shaking at 250 rpm. Fresh media were inoculated from these overnight cultures to an OD_600_ of 0.01, and samples were collected at OD_600_ of 0.2 (early exponential phase), 0.5 (mid-exponential phase), 1.0 (transition to stationary phase), and ~4 (stationary phase), depending on the experiment. FLAG-tagged proteins were created using the λ red recombinase method, as described previously^62^.

### Oligonucleotides and sequencing library mapping statistics

Oligonucleotides synthesized for use in this study are listed in Supplementary Data 10. A summary of sequencing read data is in Supplementary Data 11.

### CLIP-seq

UV crosslinking and immunoprecipitation method was adapted from Huppertz et al.^63^ and Holmqvist et al.^10^ with modifications. Five biological replicates of 3xFLAG-CsrA and WT untagged control strains were grown to mid-exponential phase in 22 mL LB. Cells in the growth medium were then exposed to 400 mJ of UV at 254 nm, washed with PBS, and snap frozen in liquid nitrogen. Samples were thawed, resuspended in 2 mL of RIPA buffer (25 mM Tris-HCl pH 7.6, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, and 0.1% SDS) with an EDTA-free protease inhibitor cocktail (Roche), and lysed using three rounds of sonication at 0.5 s on/0.5 s off for 10 s on ice. Lysates were cleared by centrifugation then treated with Turbo DNase (Ambion) and RNAse I (Ambion) at 37 °C for 5 min. Samples were treated with anti-FLAG M2 paramagnetic particles (Sigma M8823) to immunprecipitate CsrA for 4 h at 4 °C. The paramagnetic particles were washed three times with high-salt wash buffer (RIPA with 1 M NaCl), once with RIPA, and once with T4 polynucleotide kinase buffer (NEB). Samples were then radiolabeled with [γ^32^P]ATP using T4 polynucleotide kinase (NEB). Protein–RNA complexes were eluted from the beads with Laemmli buffer without β-mercaptoethanol, separated by 12% Bis Tris SDS–PAGE, and transferred to Protran 0.2 μm nitrocellulose membranes. RNA was eluted from the membrane by treatment with proteinase K (Roche). RNA was then purified with phenol-chloroform extraction and ethanol precipitation. The RNA was then depleted of ribosomal RNA (rRNA) with the Ribo-Zero rRNA Removal Kit for Gram Negative Bacteria (Epicentre), according to the manufacturer’s instructions. Sequencing libraries were generated with the NEBNext Small RNA Library Prep Kit (NEB), according to the manufacturer’s instructions with one modification. Adaptors and reverse transcription primers were diluted 1 in 5 in water before use. Libraries were sequenced using HiSeq 2500 50SE (Illumina) by the HudsonAlpha Genomic Services Laboratory.

Sequencing reads were demultiplexed and trimmed with cutadapt^64^ to remove adaptor sequences. Reads longer than 12 bases were then mapped to *E*. *coli* rRNA sequences with bowtie^65^ and unmapped reads were retained. The rRNA depleted reads were then mapped to the *E*. *coli* genome. Integrated genome viewer was used to visualize the alignments^66^. Duplicate reads were removed using Picard MarkDuplicates. The 3xFLAG-CsrA reads were merged into a single file and used as input into PIPE-CLIP^67^ to identify CLIP-seq peaks. These peaks were used to count reads per peak with HTseq count^68^ for each individual sample file. DESeq2^69^ was used to identify peaks significantly enriched (adjusted *p*-value < 0.05) in the 3xFLAG-CsrA samples over the untagged controls. The average length of the CLIP-reads was 17 bases and the significantly enriched CLIP-seq peaks was 136 bases.

### Structural and sequence motif enrichment analysis

Zagros was used to identify enriched sequence motifs in the CLIP-seq peaks using both secondary structure and sequence information^70^. CMfinder was used with default settings to identify the top enriched structural motif^71^. To compare the frequency of the AuGGAug in the CLIP-seq peaks to the *E*. *coli* genome, FIMO (find individual motif occurrences)^72^ software was used to identify this motif in both sets of sequences. A two-sided *χ* ^2^-test was used to determine statistical significance of the enrichment of this sequence in CLIP-seq peaks.

### Ribosome profiling

This method was adapted from Becker et al.^73^ and Ingolia et al.^21^ with modifications. Briefly, five biological replicates of WT and *csrA* mutant cultures were growth to mid-exponential phase in 500 mL of LB. Cultures were treated with 100 μg mL^−1^ chloramphenicol for 5 min at 37 °C with shaking at 250 rpm then quick chilled with an equal volume of ice containing 100 μg mL^−1^ of chloramphenicol. Cells were washed with ice-cold wash buffer (20 mM Tris-HCl pH 7.4, 10 mM MgCl_2_, 50 mM NH_4_Cl, and 1 mM chloramphenicol) and snap frozen in liquid nitrogen. Thawed cell pellets were resuspended in lysis buffer (wash buffer plus 5 mM CaCl_2_, 0.5 mM DTT, 0.4% TritonX-100, and 0.1% NP-40) and lysed by bead beating using 0.1 mm zirconium beads. Samples were vortexed for a total of 8 min in 1.5 increments. Lysate was centrifuged at 4 °C for 30 min at 13,000 rpm to remove cell debris in a tabletop microcentrifuge. Total RNA was extracted from lysates using the miRNeasy Kit (Qiagen), treated with Turbo DNase (Ambion), and purified with the RNeasy Kit (Qiagen). Lysates were diluted to contain an estimated 1.5 mg of RNA and were treated with 1000 U of micrococcal nuclease for 1 h at 25 °C then quenched with EGTA. This treated lysate was ultracentrifuged over a sucrose cushion (wash buffer plus 1 M sucrose) for 4 h at 72,000 rpm (243,275×*g*) at 4 °C in an MLA-130 rotor. RPF were then extracted from the pelleted ribosomes with the miRNeasy Kit (Qiagen). Sequencing libraries were prepared for RPF and RNA samples as described in Becker et al.^73^ except for using the PCR primers listed in Supplementary Data 10. Samples were sequenced using SE50 HiSeq 2000 (Illumina) by the HudsonAlpha Genomic Services Laboratory.

Sequencing reads were trimmed with cutadapt^64^ to remove adaptor sequence from the 3′ end and the first base at the 5′ end that often appeared to be a result of untemplated base addition by reverse transcriptase. Sequences longer than 12 bases were mapped to *E*. *coli* rRNA sequences with bowtie^65^ and unmapped reads were retained. The rRNA depleted reads were then mapped to the *E*. *coli* genome and read counts per gene calculated with HTSeq count^68^. Integrated genome viewer was used to visualize the alignments^66^.

For the integrated analysis of differential translation, RNA abundance, and TE, non-protein-coding genes were removed. Genes with expression lower than an average of 15 counts per sample in both RPF and RNA samples were also removed. The remaining 3586 protein-coding genes were analyzed using limma^74^. A linear model consisting of three contrasts was fitted to the data to identify genes with changes in translation $$\left( {{\mathrm{RPF}}_{csrA} - {\mathrm{RPF}}_{{\mathrm{WT}}}} \right)$$, RNA abundance ($${\mathrm{RNA}}_{csrA} - {\mathrm{RNA}}_{{\mathrm{WT}}}$$), and their interaction, TE ($$\left( {{\mathrm{RPF}}_{csrA} - {\mathrm{RPF}}_{{\mathrm{WT}}}} \right) - ({\mathrm{RNA}}_{csrA} - {\mathrm{RNA}}_{{\mathrm{WT}}})$$). A gene level multiple testing correction was done using a nested F test, which identified the contrasts that contributed significantly to gene level differences. Contrasts with significant F tests and fold changes larger than ±log_2_(0.5) were considered be significant. To identify changes in RNA abundances for both protein-coding and non-protein-coding genes, all genes with an average of 15 counts per RNA sample were also analyzed separately using limma^74^. The linear model (RNA_*csrA*_ − RNA_WT_) was fit to the data to identify genes with differences in their RNA abundance. False discovery rate (FDR) of 5% was used to adjust for multiple testing. Differences were considered significant when the adjusted *p*-value was <0.05 and fold changes were larger than ±log_2_(0.5).

Analysis of ribosome pausing was carried out as previously described^75^, with a few modifications. The first and last 30 nt of CDS were not included to avoid considering initiating or terminating ribosomes as pauses. Positions with >10-fold occupancy over the average occupancy of each CDS were considered to represent pauses. Only pauses shared across at least four biological replicates were considered significant. The frequency of pause sites within trimmed CDS and CLIP-seq peaks ±30 flanking bases was calculated. A two-sided *χ* ^2^-test was used to assess the statistical significance of the difference in the frequency of pausing. The strength of pausing was also compared between WT and *csrA* mutant strains using the fold occupancy over the average occupancy of the trimmed CDS for all pauses and pauses associated with CLIP-seq peaks.

### RNA-seq analysis of RNA stability

RNA decay curves were conducted as previously described^8^. WT and *csrA* mutant strains were grown to mid-exponential phase in LB at which time rifampicin was added to a final concentration of 200 μg mL^−1^ to arrest transcription initiation. Samples were collected 0, 2.5, 5, 10, and 15 min after rifampicin addition and mixed with 2 vol of RNA Protect Bacteria (Qiagen) to immediately stabilize the RNA. The RNA was purified according to the manufacturer’s instructions with the miRNeasy Kit (Qiagen), treated with turbo DNAase I (Ambion), and purified with the RNeasy Kit (Qiagen). RNA concentrations were normalized and ERCC RNA spike-ins (Ambion) were added to represent 5% of the total RNA. rRNA was then depleted using the Ribo-Zero rRNA Removal Kit for Gram negative bacteria (Epicentre). Sequencing libraries were then constructed and sequenced using HiSeq 2000 PE100 (Illumina) by BGI America.

Sequencing reads were demultiplexed, mapped to the *E*. *coli* genome and the ERCC spike-in RNA sequences with bowtie^65^, and read counts per gene determined using HTseq count^68^. Each time point (*T*_n_) was scaled relative to the time zero (*T*_0_) within its time course to normalize the raw read counts. Normalization factors, *k*, were calculated using each exogenous RNA in the ERCC spike-in mix with $$k = (\frac{{{\mathrm{ERCC}}_{\mathrm{n}}}}{{{\mathrm{ERCC}}_0}})/(\frac{{{\mathrm{Total}}_{\mathrm{n}}}}{{{\mathrm{Total}}_0}})$$, where ERCC_n_ and ERCC_0_ are the total reads for this RNA in library *T*_n_ and *T*_0_, respectively; and Total_n_ and Total_0_ are the total library sizes in library *T*_n_ and *T*_0_, respectively. *k* values were calculated for the 25 most abundant RNAs in the ERCC spike-in, and the geometric average of these was used as the library normalization factor. Raw read counts were divided by the appropriate normalization factor to produce normalized read counts. Curves were fit to the normalized data with linear regression on a semi-log plot with Prism 6 (Graphpad). Genes with starting read counts <50 and *R* ^2^ values <0.7 were excluded from further analysis. Half-lives were calculated for the remaining 2564 genes with the equation $$t_{1/2} = - \frac{{{\mathrm{ln2}}}}{{{\mathrm{slope}}}}$$. Differences in RNA half-lives between WT and *csrA* mutant strains were analyzed with Student’s two tailed *t* tests and adjusted for multiple comparisons using a FDR of 5%. Genes with FDR < 0.05 and fold changes >log_2_ (0.5) were considered to have significant changes in their RNA stability.

### Functional enrichment analysis

Genes identified in the CLIP-seq analysis and genes whose expression was regulated by *csrA* were analyzed with DAVID to identify clusters of functional terms^76^. The default parameters and databases were used and multiple testing adjustments were done with a FDR cut off of 10%.

### Electrophoretic gel mobility shift assays for RNA binding

Binding of CsrA to RNAs was determined by EMSA with recombinant CsrA-His_6_^17^ and RNA synthesized in vitro with MEGAshortscript Kit (Ambion) or the Ampliscribe T7 flash Transcription Kit (EpiCentre). The template DNA for in vitro transcription of sRNAs was generated by PCR from MG1655 genomic DNA, using the primers listed in Supplementary Data 10. In vitro-transcribed sRNAs were gel-purified, treated with Antarctic phosphatase (NEB), and radiolabeled at the 5′ end using [γ-^32^P] ATP and T4 polynucleotide kinase. Binding reactions contained 0.1–0.5 nM RNA, 10 mM MgCl_2_, 100 mM KCl, 32.5 ng total yeast RNA, 20 mM DTT, 7.5% glycerol, 4 U SUPERasin (Ambion), and various concentrations of CsrA (0–400 nM), and incubated at 37 °C for 30 min. Reactions mixtures were separated on native polyacrylamide gels using 1× TBE as the electrophoresis buffer and labeled RNA was analyzed using a PMI phosphorimager (Bio-Rad) and Quantity One software (Bio-Rad), as described previously^17^. Apparent equilibrium binding constants (*K*_d_) presented in the figures are averages of two independent experiments.

### qRT-PCR

qRT-PCR was used to analyze RNA abundance with an iCycler thermocycler (Bio-Rad Laboratories) and iScript One-Step RT-PCR Kit with SYBR Green (Bio-Rad), according to the manufacturer’s instructions, as described previously^8^. The primers used are listed in Supplementary Data 10. Melting curve analysis was used to verify the specificity of the PCR reaction. Melt curves were generated via denaturation at 95 °C for 1 min followed by lowered to 55 °C for 1 min, and followed by ramping at 0.5 °C/10 s cycles until 95 °C. RNA concentrations were determined with technical duplicates relative to a standard curve using the iQ5 software (Bio-Rad).

### Western blotting

Western blotting was conducted as previously described^8^. Cultures were harvested by centrifugation, resuspended in Laemmli sample buffer, and lysed by boiling for 5 min at 95 °C followed by sonication. Samples were separated using Bis Tris SDS–PAGE with a Criterion cell (Bio-Rad) and electroblotted onto 0.2 μm polyvinylidene difluoride membranes with a Criterion blotter (Bio-Rad). Membranes were blocked with SuperBlock T20 (Thermo Fisher) and probed with Anti-FLAG M2 monoclonal antibody (1:5000 dilution, Sigma) or anti-RpoB monoclonal antibody (1:10,000 dilution, Neoclone). Signal was detected with horseradish peroxidase-linked anti-mouse secondary antibody (GE Healthcare) and SuperSignal West Femto Chemiluminescent Substrate (1:50,000 dilution, Thermo Fisher). Blots were imaged using the ChemiDoc XRS+ system (Bio-Rad), and signals were quantified using Quantity One image analysis software (Bio-Rad). The western blots and fold change values shown are representative from two independent experiments.

### LacZ fusion strain construction and β-galactosidase assay

The *rpoE′–′lacZ* fusion strain was constructed using the conditional-replication, integration, and modular (CRIM) system, as previously described^26^. The fusion contains from −292 to +26 relative to the *rpoE* translation initiation codon. β-galactosidase experiments were performed as described previously^26^.

### Envelope stress plating

WT and *csrA* mutant strains were grown in LB at 37 °C with shaking at 250 rpm to mid-exponential phase, washed with PBS, serially diluted, and plated on LB alone or LB supplemented with EDTA and/or SDS. Plates were incubated at 37 °C for 18 h then colonies were counted.

### Statistical analysis

Statistical analysis was carried out in the R computing environment and in Prism 6 (Graphpad). Relevant statistical information is included in the methods for each experiment. Error bars show standard deviation from the mean. Asterisk representing statistical significance denote the following *p < 0.05, **p < 0.005, ***p < 0.0005.

### Data availability

The CLIP-seq, ribosome profiling, and RNA-seq raw sequencing data have been deposited in the GEO repository with accession code GSE102386. All other relevant data are available in this article and its Supplementary Information files.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

# Supplementary material for: Global role of the bacterial post-transcriptional regulator CsrA revealed by integrated transcriptomics
**Source:** Nat Commun. 2017 Nov 17;8:1596. doi: 10.1038/s41467-017-01613-1
**Supplement:** Supplementary file 1 — Supplementary Information

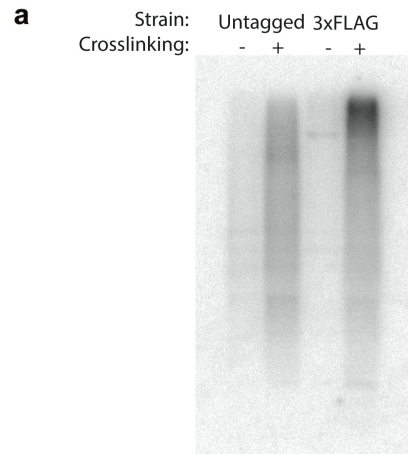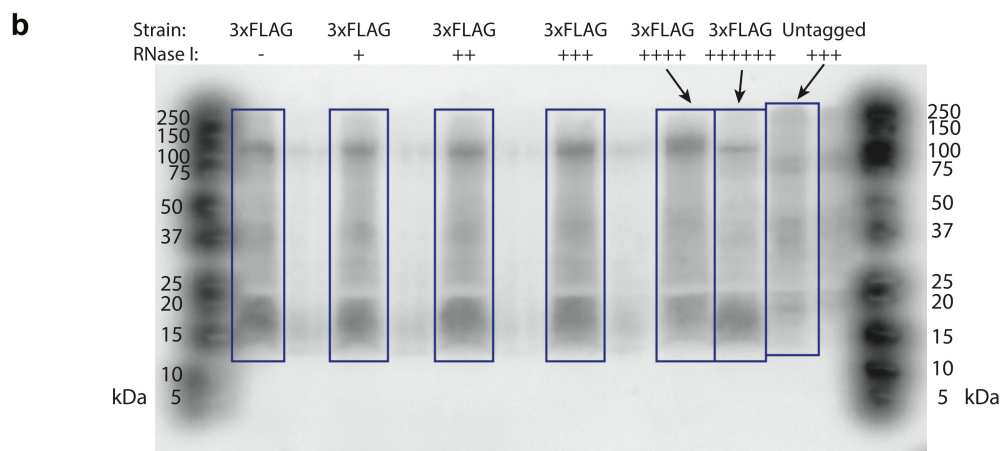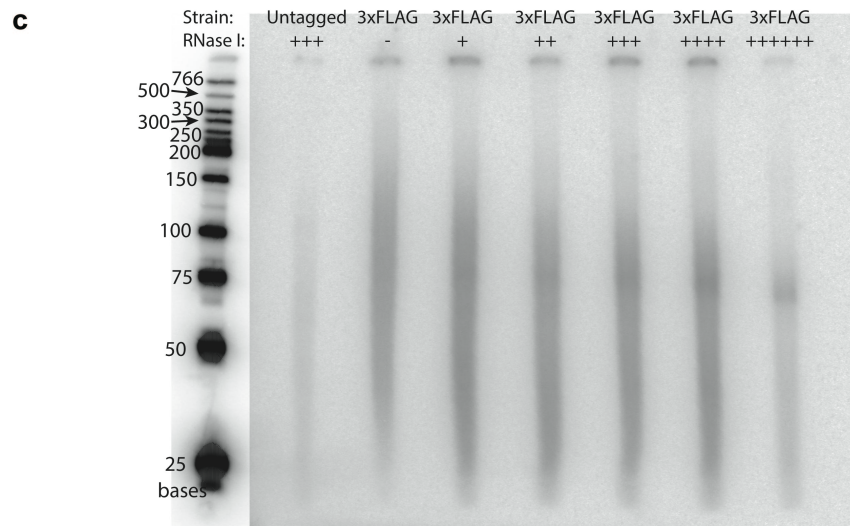

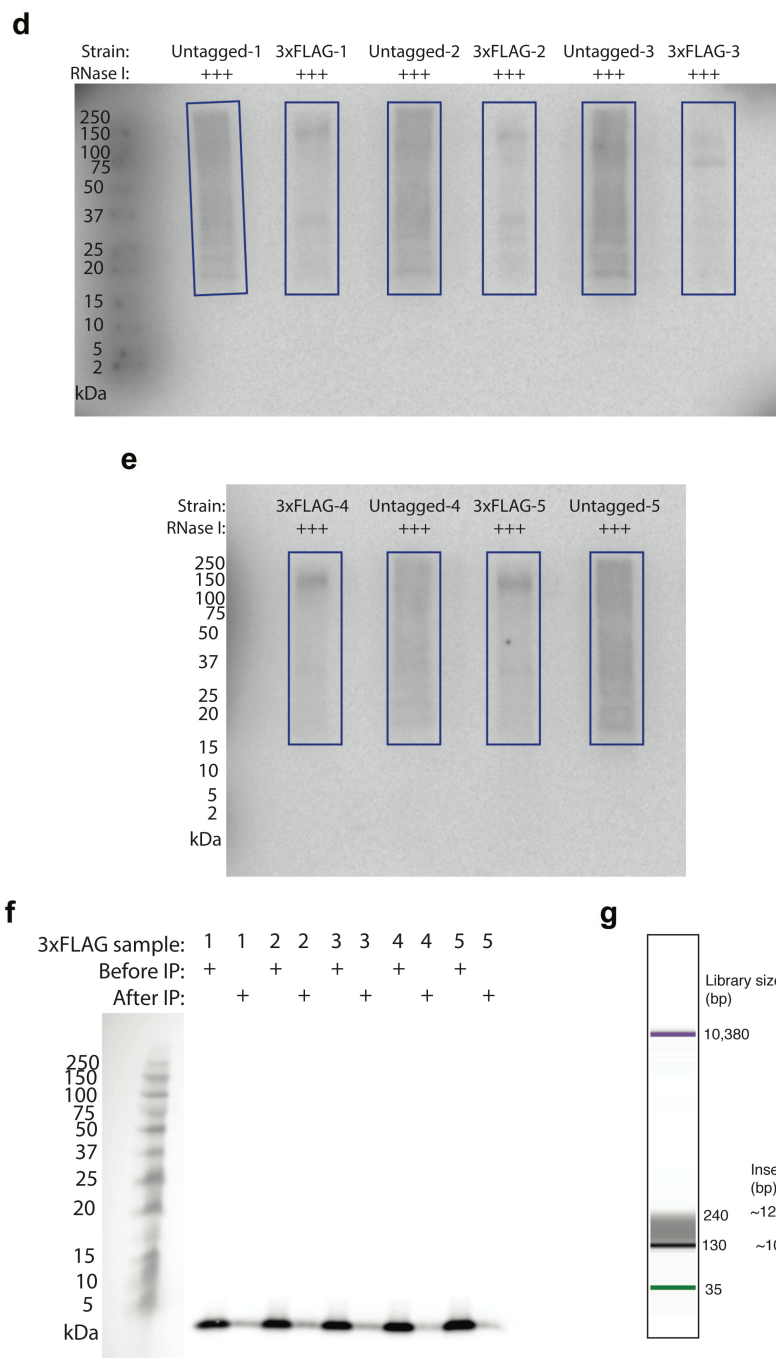

### Supplementary Figure 1: CLIP-seq protein-RNA crosslinking optimization

a. Radiograph of nitrocellulose membrane containing immunoprecipitated 3xFLAG-CsrA and untagged control strains with and without crosslinking. Samples were prepared as described in the Materials and Methods, except non-crosslinked samples were not exposed to UV. b. Radiograph of nitrocellulose membrane containing immunoprecipitated 3xFLAG-CsrA and untagged control

strains with increasing concentrations of RNase I. Samples were prepared as described in the Materials and Methods, except the variation of RNase I concentration. Blue boxes show the region cut out of the membrane, which was then treated with proteinase K and the crosslinked RNA extracted and purified (see Materials and Methods). Dye conjugated protein standards (5-250 kDa) were marked with  $\gamma$ -<sup>32</sup>P ATP to allow visualization in radiograph. c. Radiograph of purified crosslinked RNA from b and radiolabeled DNA standards. Samples and standards were denatured then separated on denaturing TBE-PAGE. Based on these data, we chose the RNase I (Life Technologies) concentration denoted as +++ (800 units), as it yielded a distribution of RNAs from 25-125 bases. d-e. Radiographs of nitrocellulose membrane containing immunoprecipitated 3xFLAG-CsrA and untagged control strains used for library construction. The exposure time for these image were shorter than in a. f. Western blot of 3xFLAG-CsrA lysate before and after removal of 3xFLAG-CsrA-RNA complexes by immunoprecipitation with M2 anti-FLAG paramagnetic particles (Sigma) using samples from d-e. Note that the incidence of crosslinking is extremely low and crosslinked samples are not visible in Western blots. g. Example Bioanalyzer gel image of a final library that was sized selected to include insert sizes roughly similar to sizes expected based on results in b of ~10-120 bases.

**a**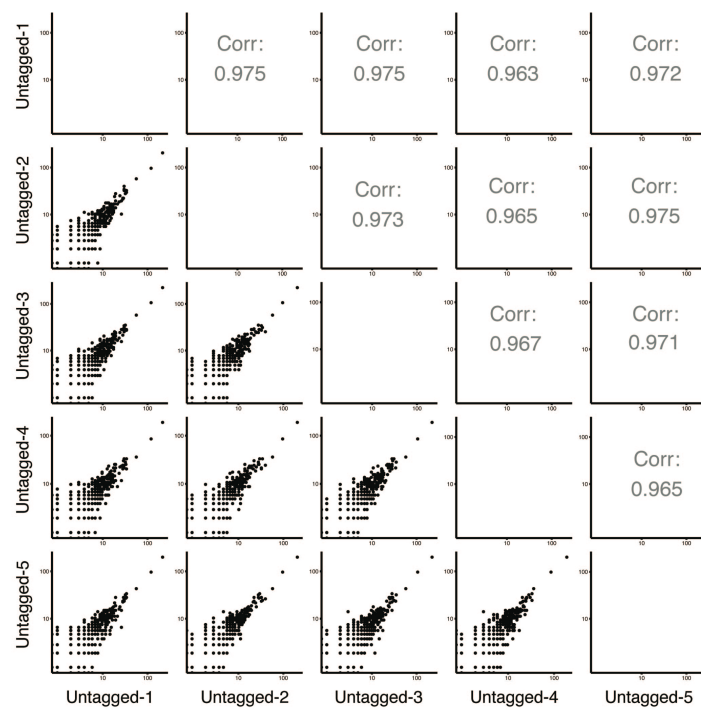**b**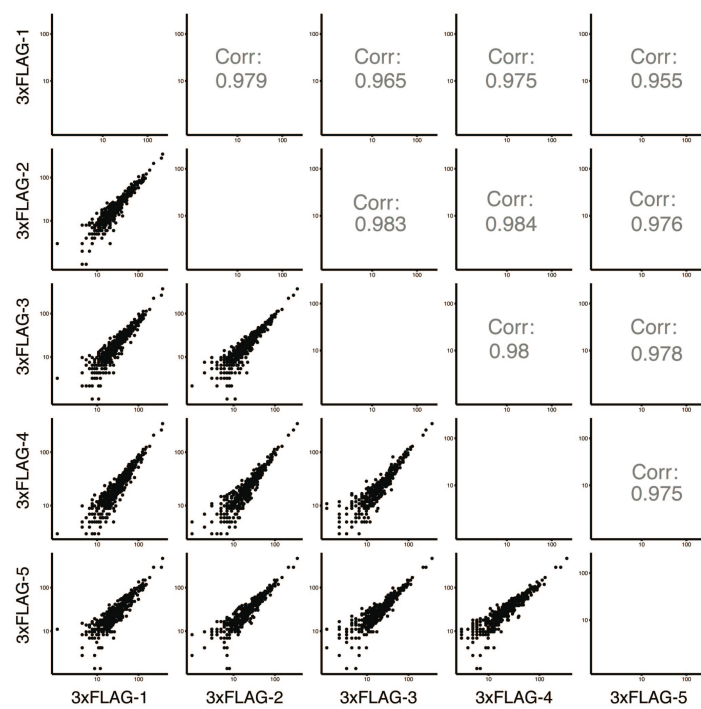

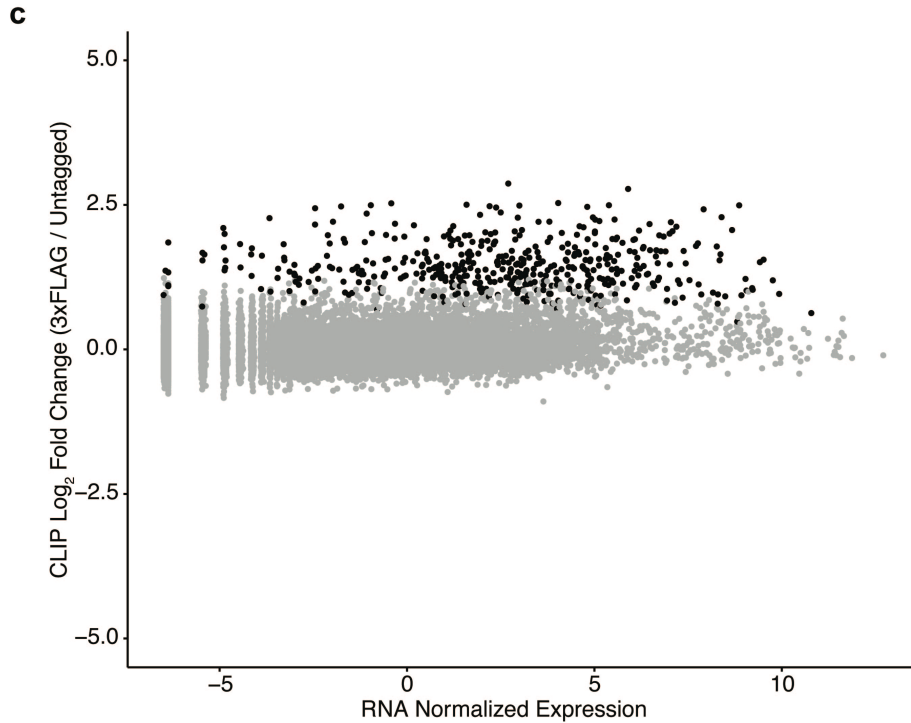

**Supplementary Figure 2: CLIP-seq peaks are reproducible and not dependent on expression levels**

Pairwise scatterplots of  $\log_{10}$  transformed counts overlapping all CLIP-seq peaks identified by PIPE-CLIP (including those not enriched in 3xFLAG-CsrA over untagged strains) and Spearman correlation coefficients for each biological replicate of a. wild type untagged CLIP-seq samples and b. 3xFLAG-CsrA CLIP-seq samples. c. An MA plot for all CLIP-seq peaks identified by PIPE-CLIP showing M ( $\log_2$  fold change of 3xFLAG-CsrA over untagged controls) and A (average normalized counts of RNA overlapping these peaks from the paired RNA libraries from the ribosome profiling analysis) with significantly enriched CLIP-seq peaks in black. This analysis suggests that identification of a CLIP-seq peak does not strongly depend on the level of expression of the associated RNA transcript.

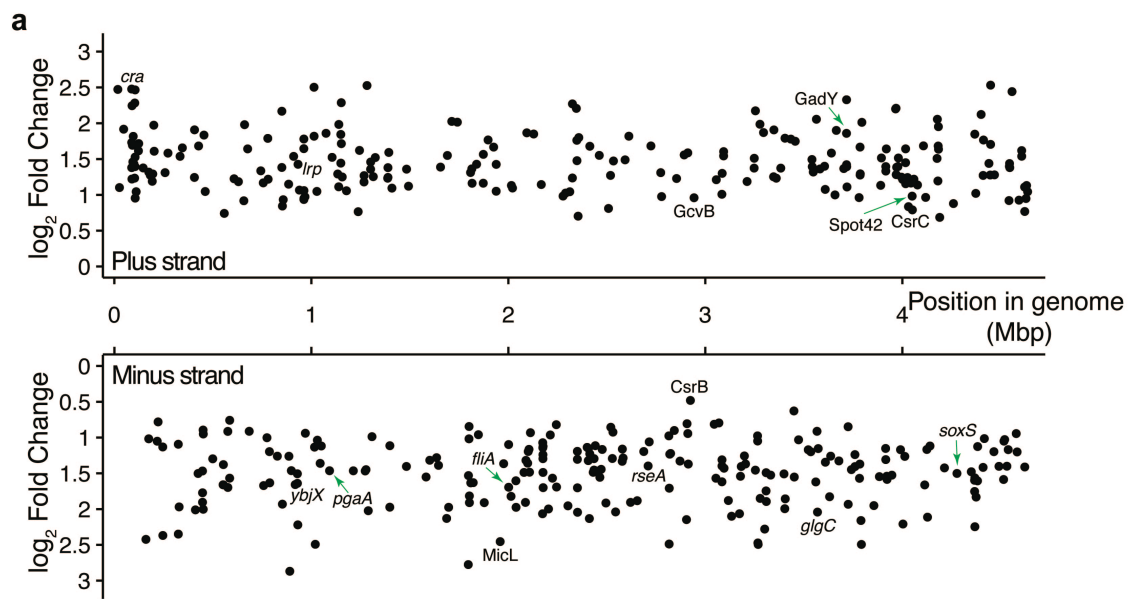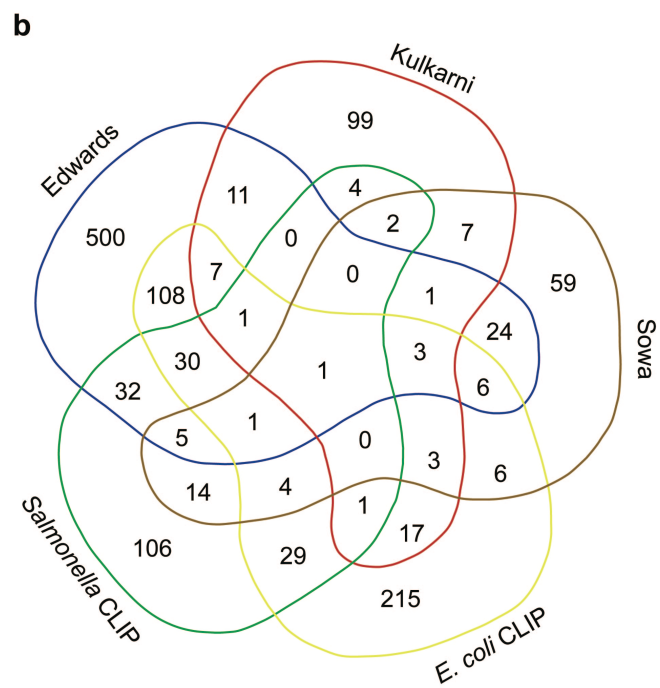

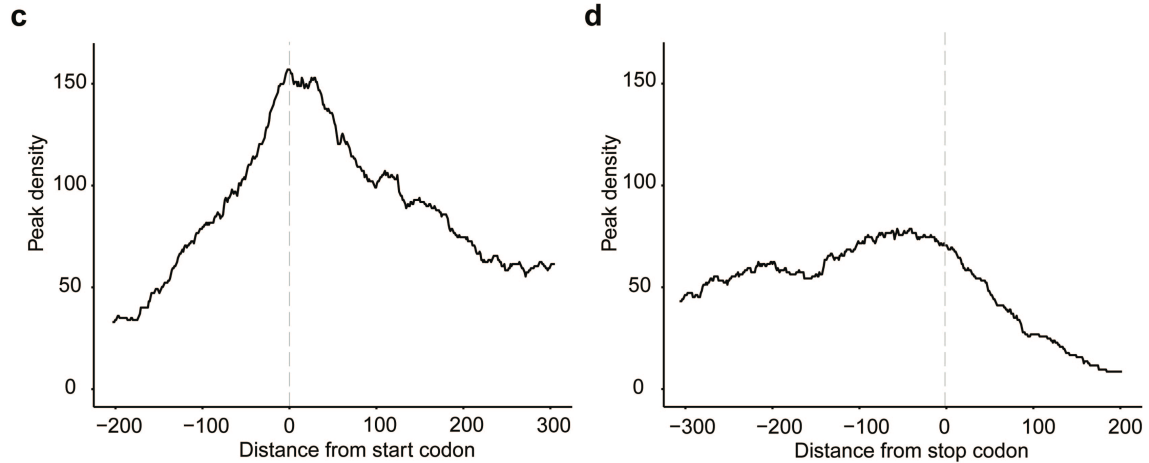

### Supplementary Figure 3: CLIP-seq identified novel and known direct CsrA targets

a. Position of significant CsrA CLIP-seq peaks in the genome and their  $\log_2$  transformed fold enrichment over the untagged control samples. Selected well-characterized CsrA binding partners and those discussed further in this work are labeled. b. Overlap of CLIP-seq results from this study with previous studies that predicted CsrA targets in *E. coli* based on a systematic evolution of ligands by exponential enrichment (SELEX) derived consensus motif (Kulkarni et al.<sup>1</sup>), overexpressed CsrA and sequenced copurifying RNA (Edwards et al.<sup>2</sup>), and identified targets by looking for changes in gene expression in RNAs that also formaldehyde crosslinked with CsrA *in vivo* (Sowa et al.<sup>3</sup>). *E. coli* homologs of genes identified in a recently published CLIP-seq analysis in *Salmonella enterica* serovar Typhimurium strain SL1344 are also shown (Holmqvist et al.<sup>4</sup>) c. Position of peaks that overlap 5'-untranslated regions (5'-UTRs) and coding sequences relative to the associated start codon. d. Position of peaks that overlap 3'-UTRs and coding sequences relative to the associated stop codon.

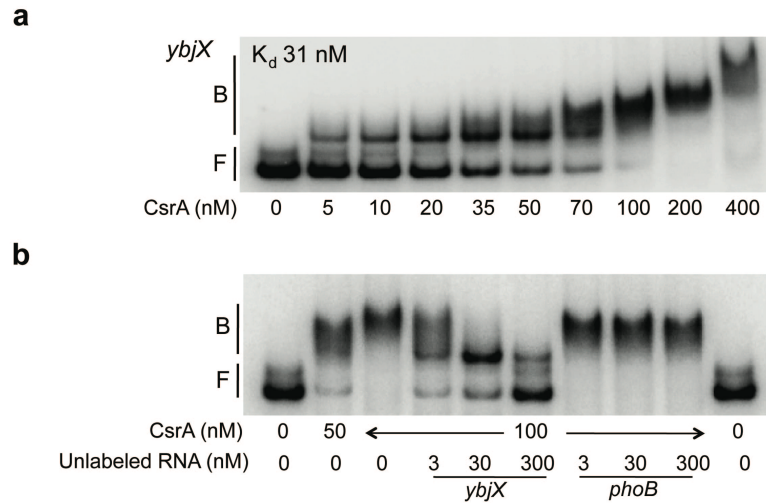

**Supplementary Figure 4: CsrA binds to the 3' untranslated region (UTR) of *ybjX***

a. Electrophoretic mobility shift assay (EMSA) showing interaction of CsrA with the 3'-UTR of *ybjX* (+1 to +199 relative to the stop codon). F, free RNA; B, bound RNA. K<sub>d</sub>, apparent dissociation constant. b. Competition assay establishing CsrA-*ybjX* RNA binding specificity. Unlabeled *ybjX* was an effective competitor, whereas the non-specific competitor *phoB* RNA was not.

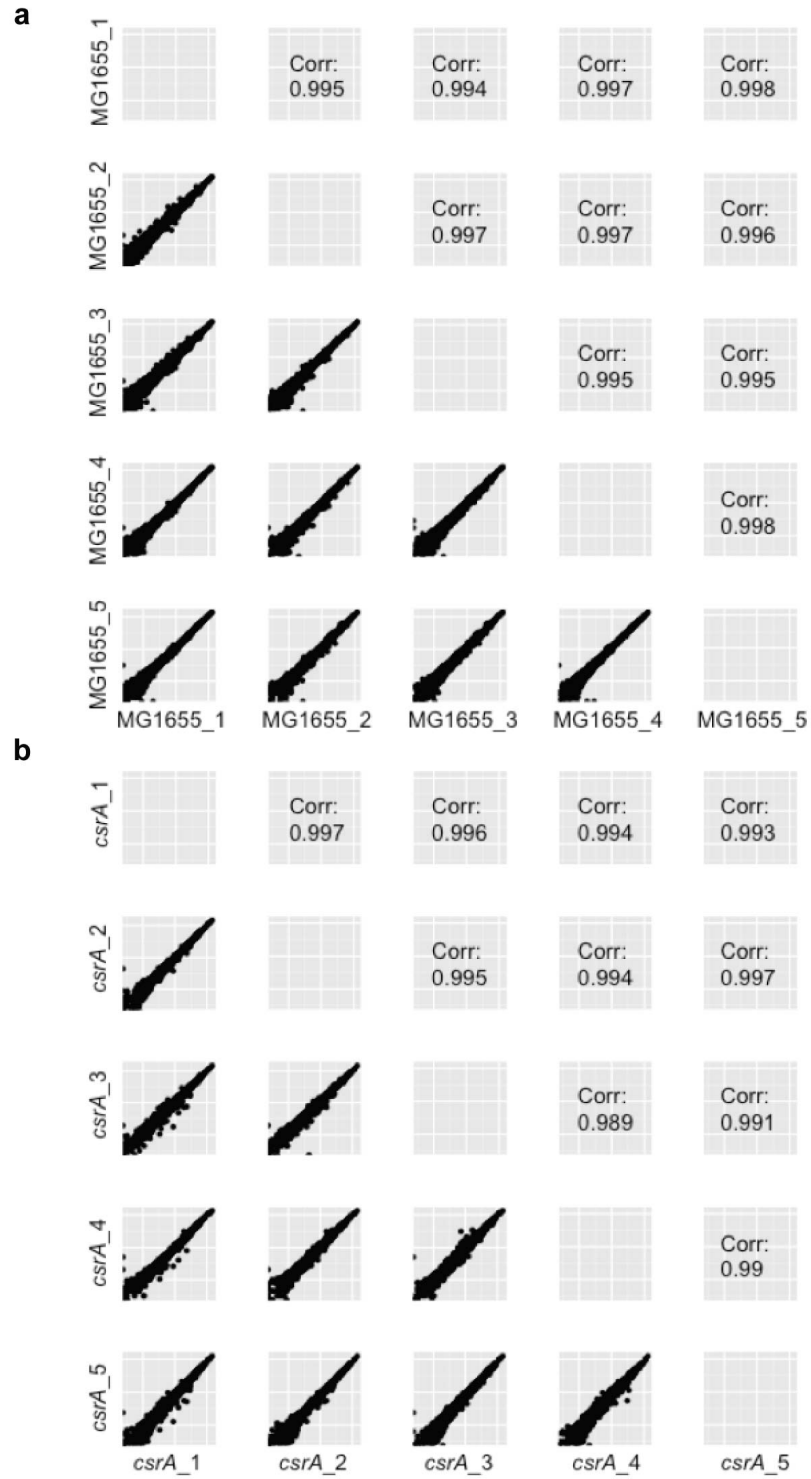

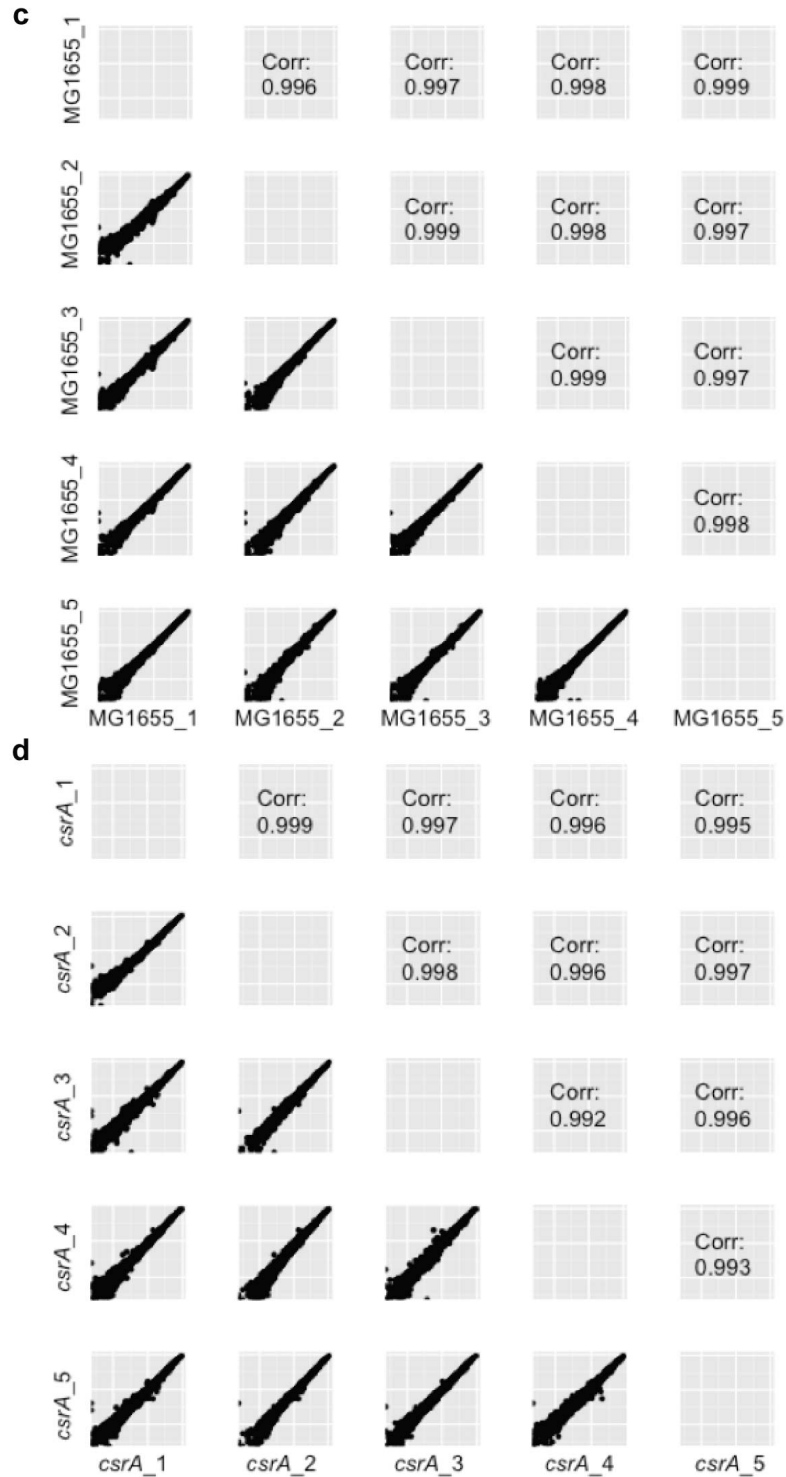

**Supplementary Figure 5: Ribosome profiling analysis is reproducible**  
 Pairwise scatterplots of  $\log_{10}$  transformed counts per million and Spearman correlation coefficients for each biological replicate of a. Wild type ribosome protected fragment (RPF) samples. b. *csrA* mutant RPF samples. c. Wild type RNA samples. d. *csrA* mutant RNA samples.

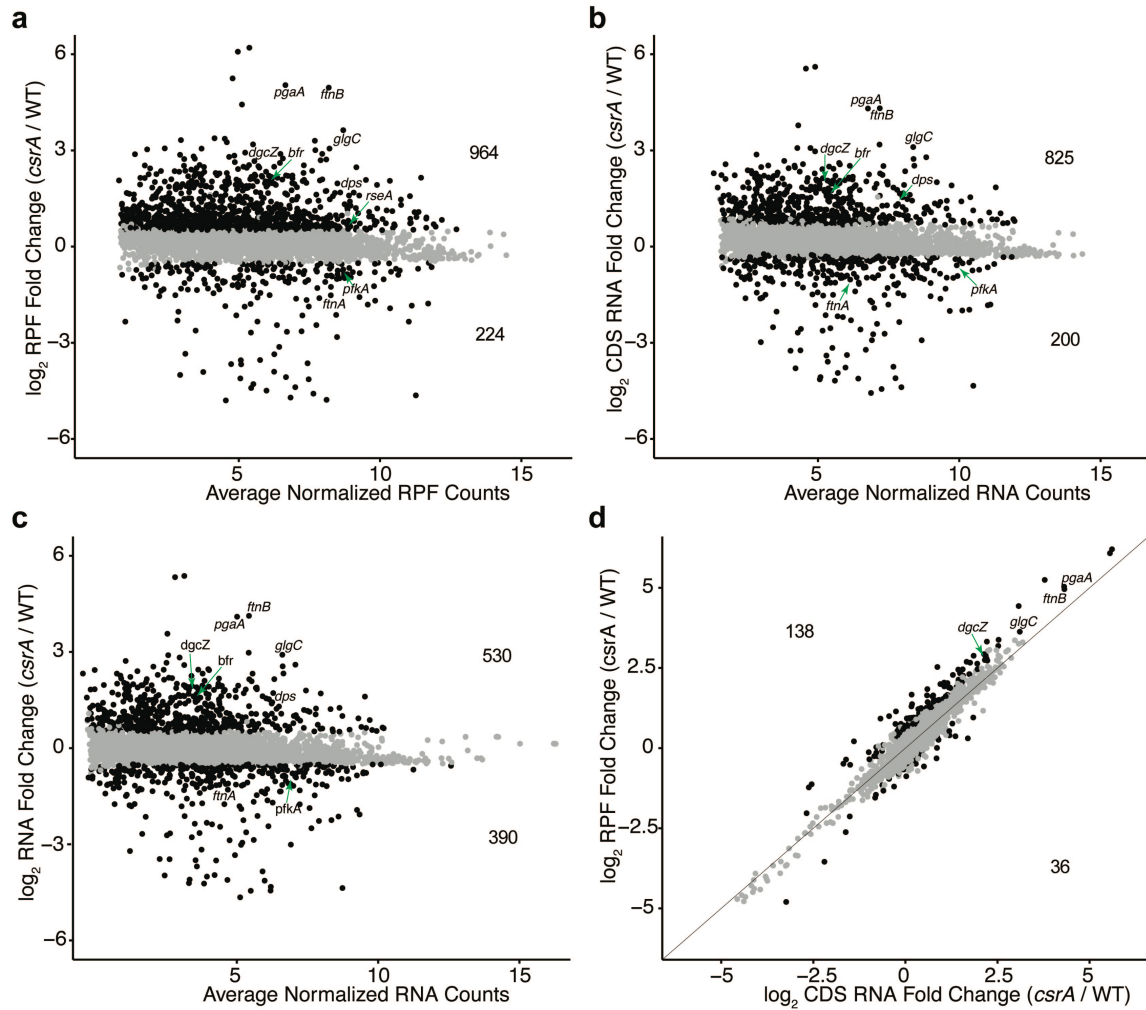

### Supplementary Figure 6: CsrA has a vast impact on both translation and RNA abundance

a-c. Number of differentially expressed genes and MA plots showing M ( $\log_2$  fold change) and A (average normalized counts) between the wild type and *csrA* mutant strains with significant changes in black. a. Changes in RPF abundance. b. Changes in RNA abundance of protein coding genes. c. Changes in RNA abundance of all genes. d.  $\log_2$  transformed fold changes in translation (RPF abundance) versus RNA abundance where genes with significant changes in translation efficiency are shown in black and the exact numbers shown. Known CsrA targets and genes discussed further in the main text are labeled.

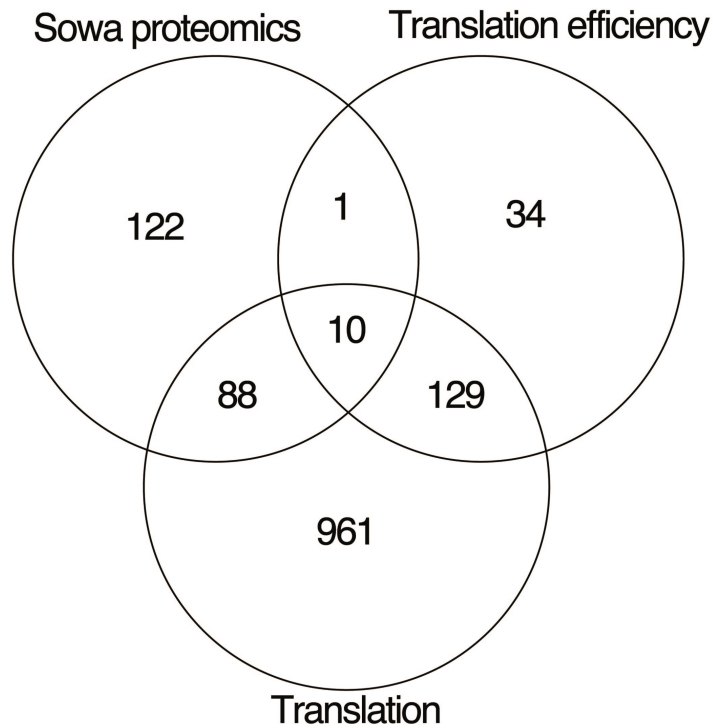

**Supplementary Figure 7: Overlap of our ribosome profiling data with proteomics data from Sowa et al.<sup>3</sup>.**

Sowa et al. analyzed the effect of CsrA on protein levels at one time point in M9 minimal medium plus 0.2% glucose before imposing carbon starvation. The Venn diagram shows the overlap between the genes significantly different between the wild type and *csrA* mutant in translation and/or translation efficiency in our study and the proteomics results of in Sowa et al.

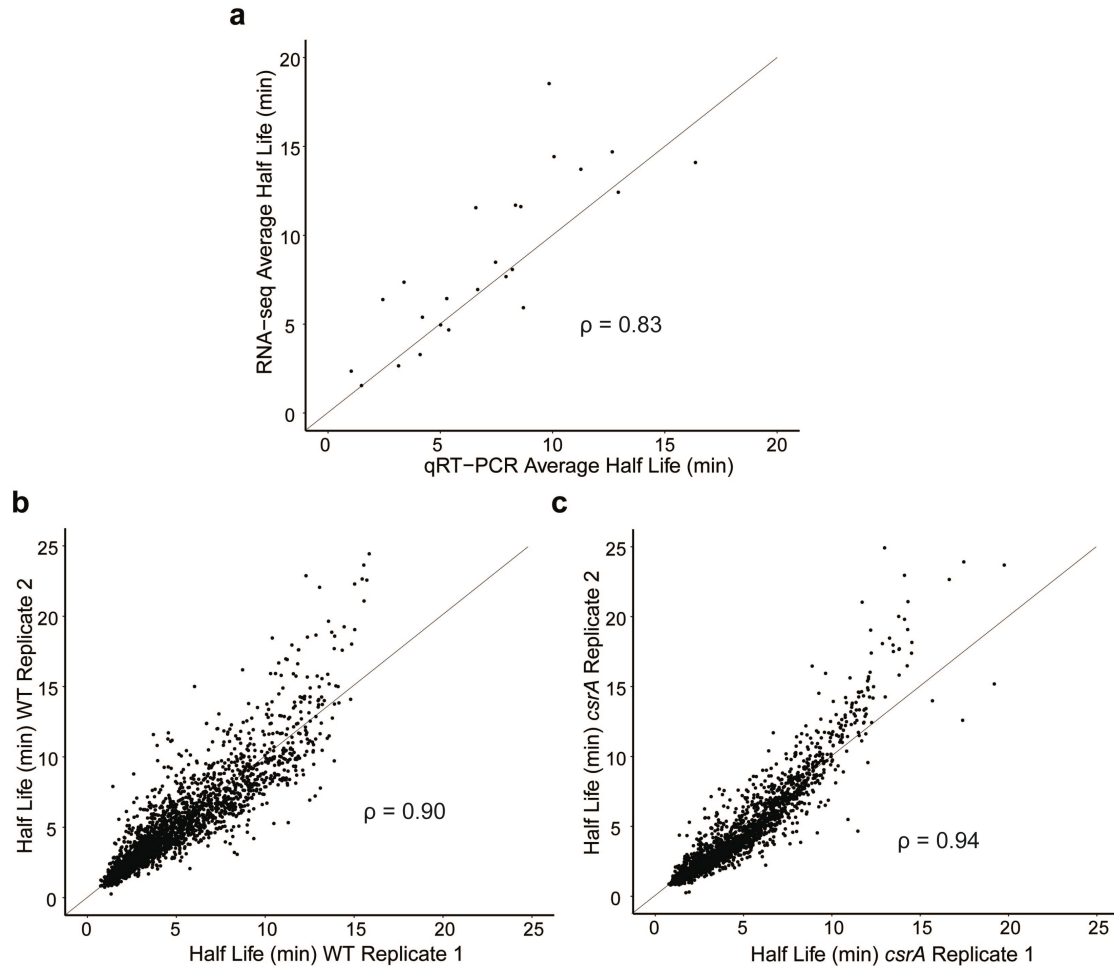

**Supplementary Figure 8: RNA-seq analysis of RNA stability is reliable and reproducible**

a. Scatterplot of RNA half-lives calculated with RNA-seq analysis and qRT-PCR and Spearman correlation coefficient. b, c. Scatterplot of RNA half-lives calculated from each replicate of RNA-seq analysis with associated Spearman correlation coefficients: Wild type (b) and *csrA* mutant (c) strains.

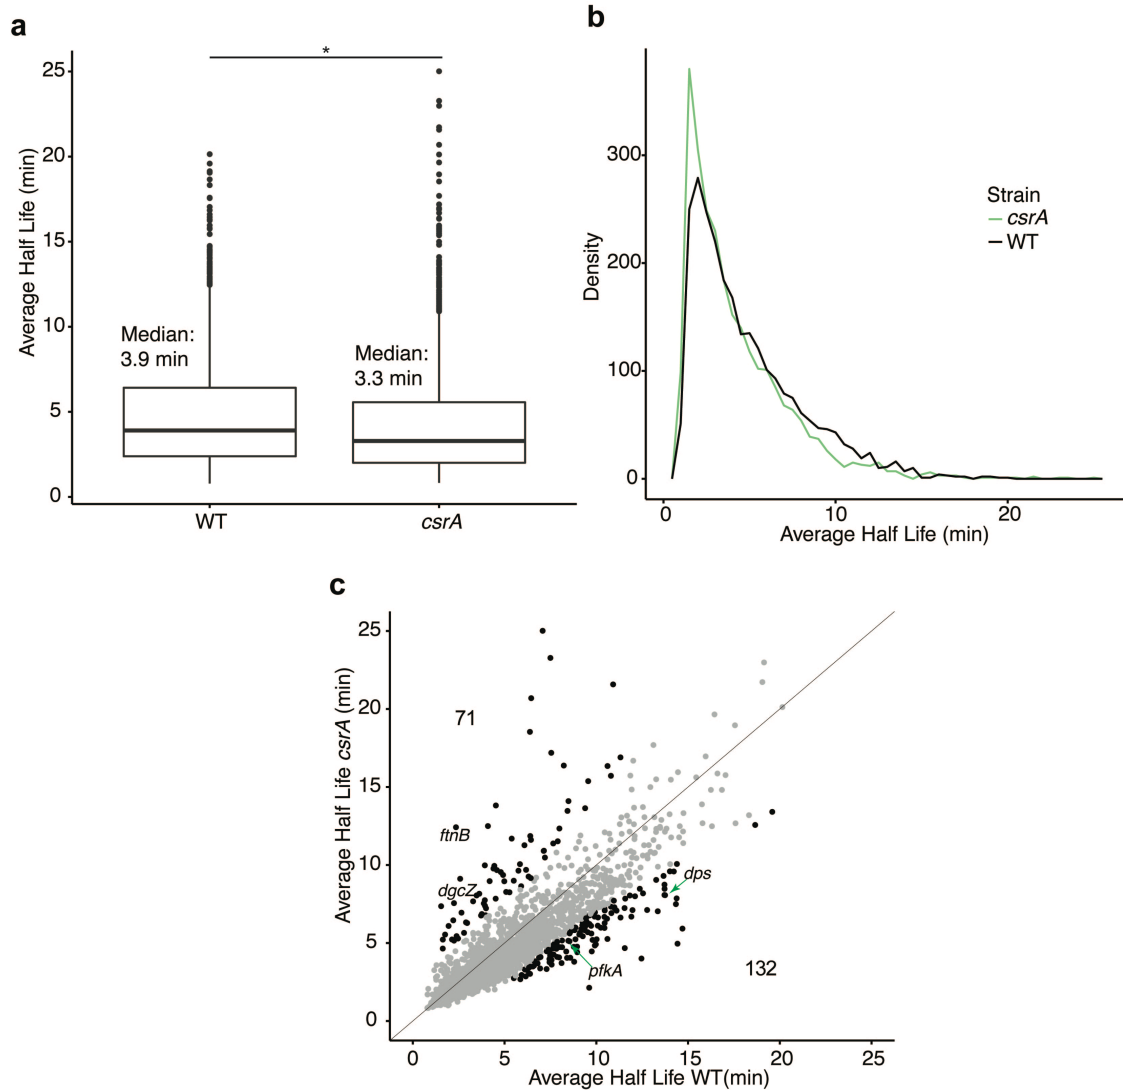

### Supplementary Figure 9: CsrA has a global effect on RNA stability

a. Boxplot of RNA half-lives calculated with RNA-seq analysis with associated median. The distributions are significantly different when analyzed with the Wilcoxon rank sum test ( $p = 2.03 \times 10^{-15}$ ). b. Density plot of average RNA half-lives for the wild type (black) and *csrA* mutant (green) strains. c. Average half-lives of RNAs in wild type and *csrA* mutant strains where genes with significant changes in their half-lives are shown in black and the exact numbers shown. Known CsrA targets and genes discussed further in the main text are labeled.

**a**

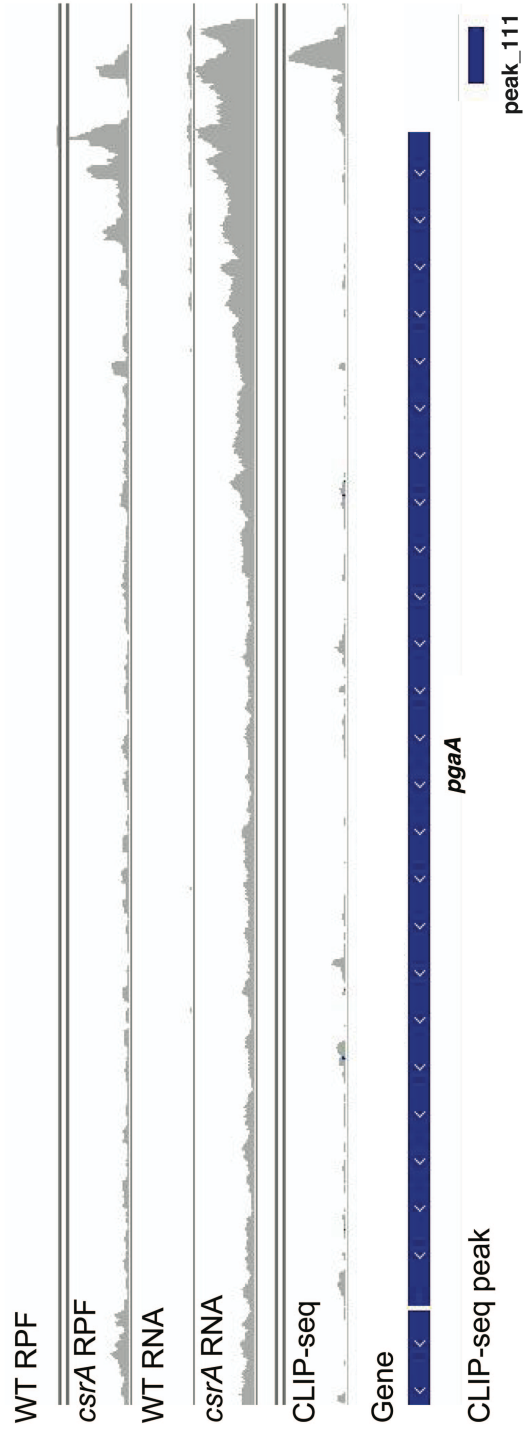

**b**

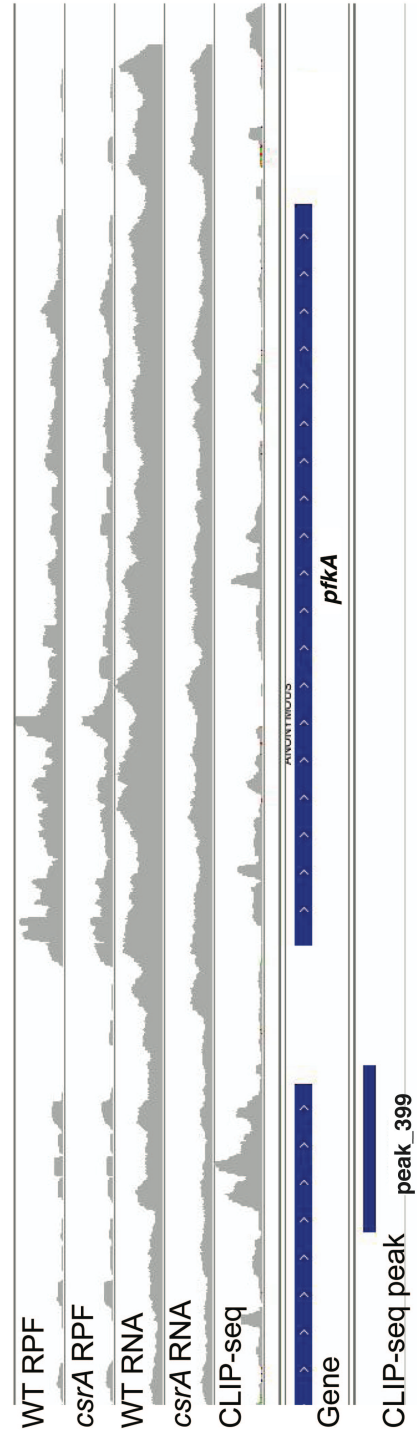

**c**

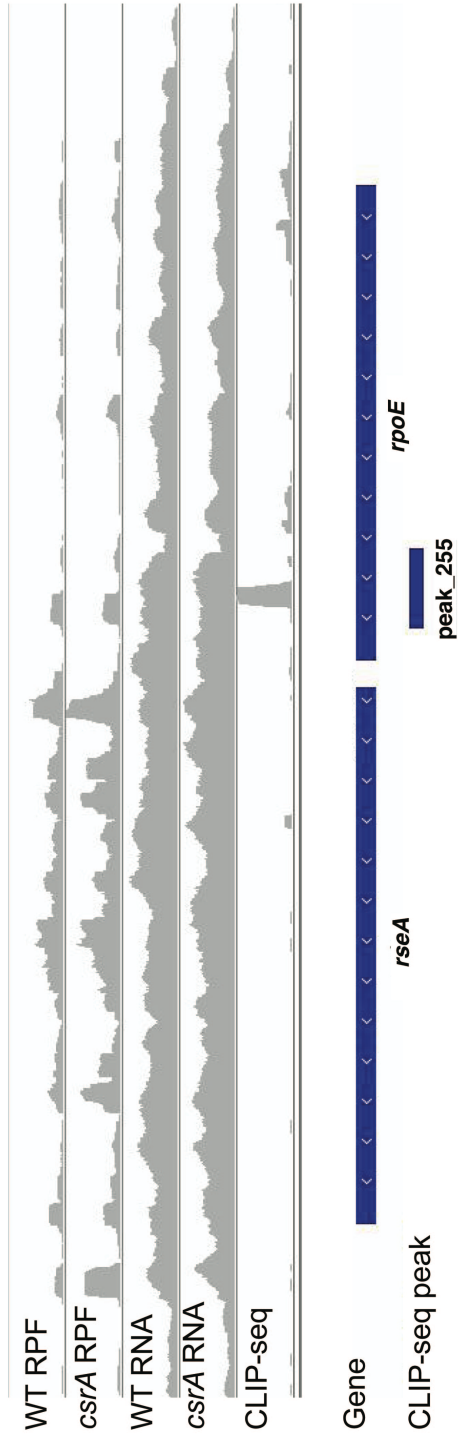

**d**

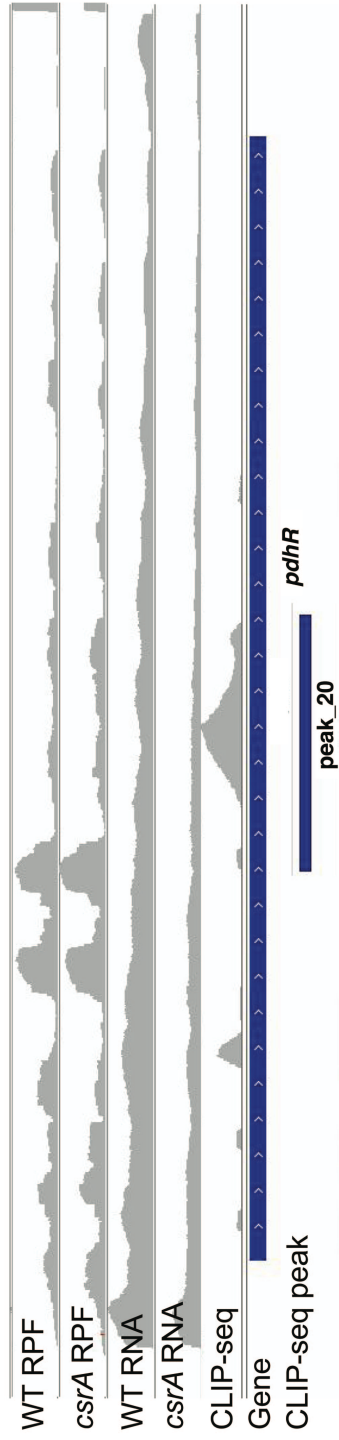

e

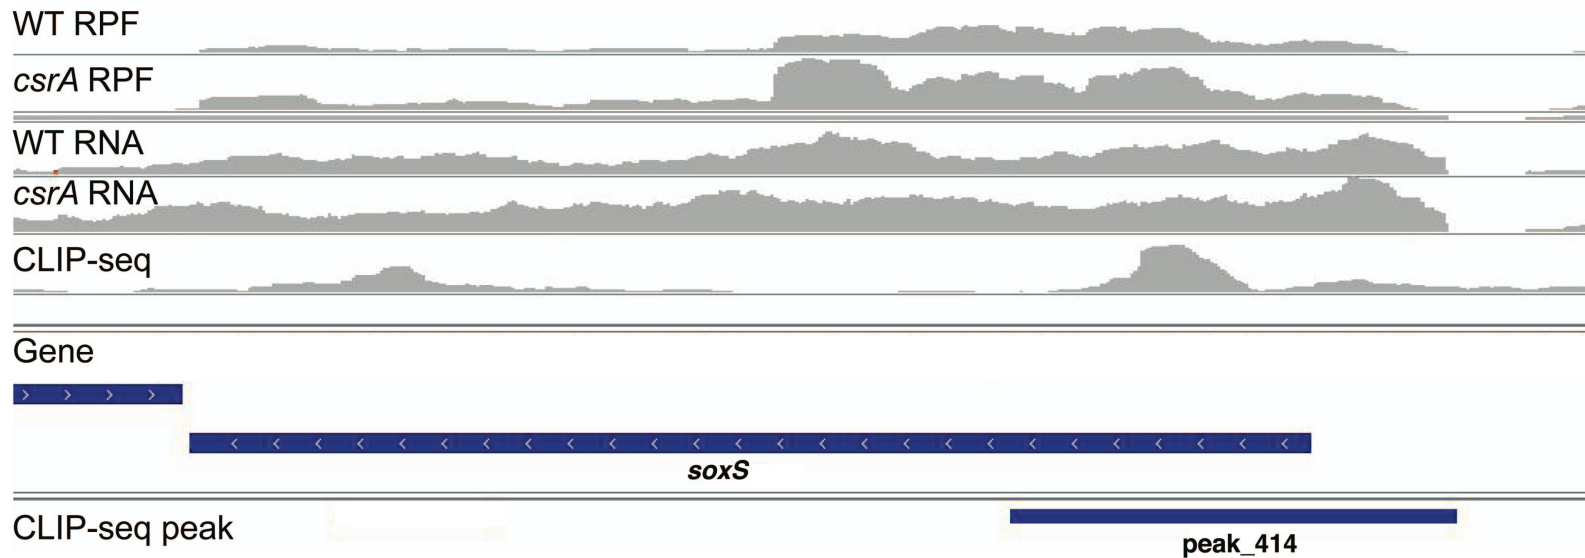

**Supplementary Figure 10: Genome browser views of ribosome profiling, RNA-seq, and CLIP-seq reads for genes associated with CLIP-seq peaks and different regulatory effects.** Ribosome protected fragments (RPF) and RNA data for wild type and *csrA* mutant samples were normalized and shown in the same scale for each sample type. A single representative biological replicate is shown. The CLIP-seq reads shown are a combination of the 3xFLAG-CsrA replicates. a. The CsrA CLIP-seq peak overlapped a site in the *pgaA* mRNA involved in stimulating Rho-dependent transcription termination<sup>6</sup>. CsrA also binds to sites that lead to direct repression of *pgaA* translation initiation<sup>5</sup>. Our data showed that CsrA represses *pgaA* at the level of RNA abundance, translation, and translation efficiency. b. The CLIP-seq peak overlapped the 5-UTR of *pfkA*<sup>7</sup>. Our data showed that CsrA stabilized the *pfkA* transcript, which is also reflected in activation of its RNA abundance and translation. c. The CsrA CLIP-seq peak overlapped the 3' end of the *rpoE* coding sequence and 5'-UTR of *rseA*<sup>7</sup>. CsrA repressed the translation of *rseA*. d. The CsrA CLIP-seq peaks was deep within the *pdhR* coding sequence, and CsrA repressed its RNA abundance. e. The CsrA CLIP-seq peak overlapped the *soxS* 5-UTR and coding sequence. CsrA repressed the translation and RNA of *soxS*.

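pgaA (b1024) rose in translation from 21.0 ± 4.89 to 568 ± 44.9 CPM and in RNA abundance from 25.1 ± 5.83 to 432 ± 15.7 CPM (SD, n = 5). Its log2 fold changes were 4.76 (SE 0.14, adjusted p = 1.45e-17) and 4.10 (SE 0.14, adjusted p = 2.17e-16) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The TE value of pgaA passed the fold limit but not the adjusted p, although both limma tests, DESeq2 and the model with a culture block called it, at log2 values of 0.64 to 0.83 over the settings that did.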

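pfkA (b3916) fell in translation from 623 ± 48.0 to 321 ± 23.0 CPM and in RNA abundance from 514 ± 22.3 to 314 ± 8.64 CPM (SD, n = 5). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold changes were −0.96 (SE 0.06, adjusted p = 5.60e-12) and −0.71 (SE 0.06, adjusted p = 1.02e-09). Translation and RNA abundance of pfkA were called in all settings with a fold limit of 0.5. The TE of pfkA changed by −0.25 (SE 0.08) and was not called.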

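pdhR (b0113) went from 203 ± 28.8 to 131 ± 26.8 CPM in translation and from 579 ± 48.8 to 326 ± 67.1 CPM in RNA abundance, from WT to the csrA mutant (SD, n = 5). The log2 fold changes of −0.62 (SE 0.14, adjusted p = 0.000524) and −0.83 (SE 0.14, adjusted p = 3.03e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were both called, as lower in the mutant. In translation the call was lost without csrA 4 (−0.49) or csrA 5 (−0.44), on total counts (−0.37), with TMM for each kind of library or separate fits (−0.50 in each), and with a fold limit over 1.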

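Translation of soxS (b4062) went from 76.6 ± 4.67 to 106 ± 10.7 CPM and its RNA abundance from 39.8 ± 6.32 to 65.3 ± 9.75 CPM (SD, n = 5). The log2 fold change in translation was 0.47 (SE 0.10, adjusted p = 0.000303) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, under the fold limit, and that in RNA abundance, 0.72 (SE 0.11, adjusted p = 9.07e-06), was called by the same test. In translation soxS was called without WT 2 (0.51), csrA 1 (0.58), csrA 2 (0.58), csrA 3 (0.57), csrA 4 (0.50) or csrA 5 (0.57), and on total counts (0.72).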

**a**

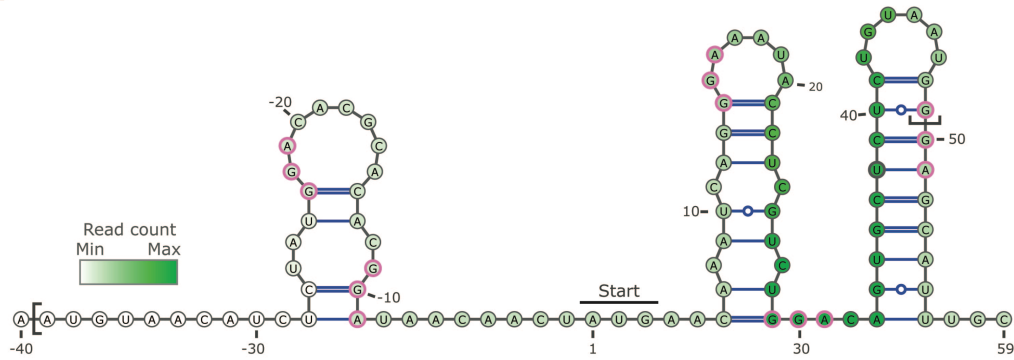

**b**

| Gene        | RPF | CDS.RNA | TE | RNA | Stability |
|-------------|-----|---------|----|-----|-----------|
| <i>cstA</i> | 1   | 0       | 0  | 0   | 0         |

**Supplementary Figure 11: Despite apparent lack of post-transcriptional regulation of *cstA*, the combination of CLIP-seq and transcriptomics data supports *cstA* as a direct CsrA target as previously published**

a. Previous work demonstrated that CsrA binds to the *cstA* transcript at four sites, one of which overlaps its Shine-Dalgarno sequence (-11 to -9 relative to the start codon)<sup>8</sup>. Bound CsrA represses translation initiation of *cstA* by blocking ribosome binding. In this study, we identified a CLIP-seq peak (between the brackets) overlapping the region where CsrA binds *in vitro*, and the CLIP-seq reads from all 5 replicates are overlaid in green. GGA motifs are outlined in pink. b. Our transcriptomics data showed that CsrA repressed *cstA* translation but not its translation efficiency. Nevertheless, a CLIP-seq peak overlapping *cstA* and a change in translation was strong evidence for direct regulation that is mirrored in published work<sup>8</sup>.

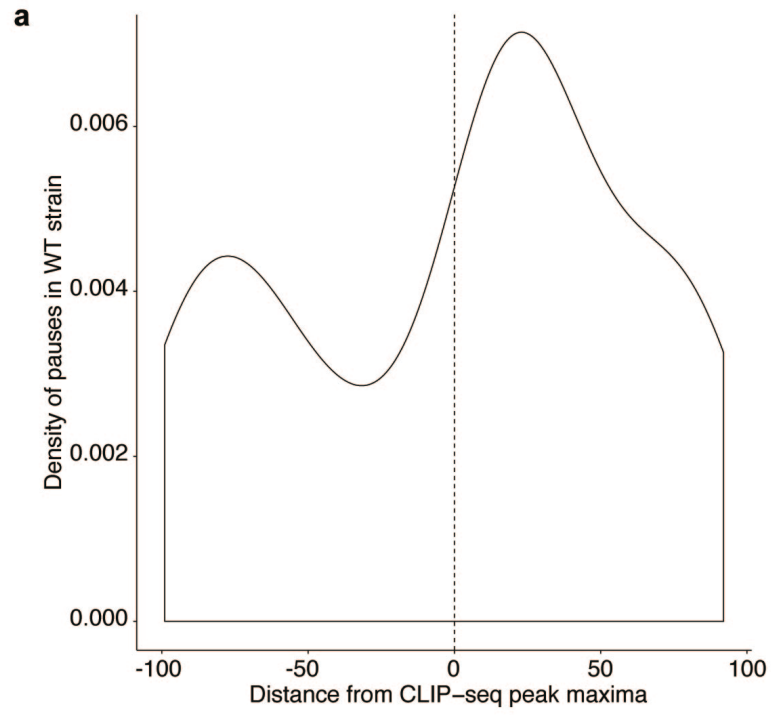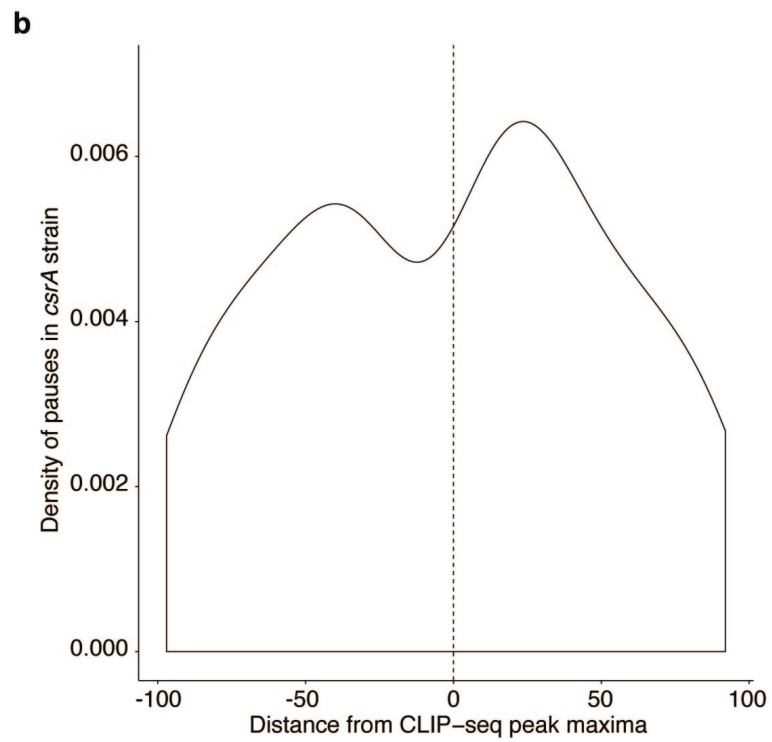

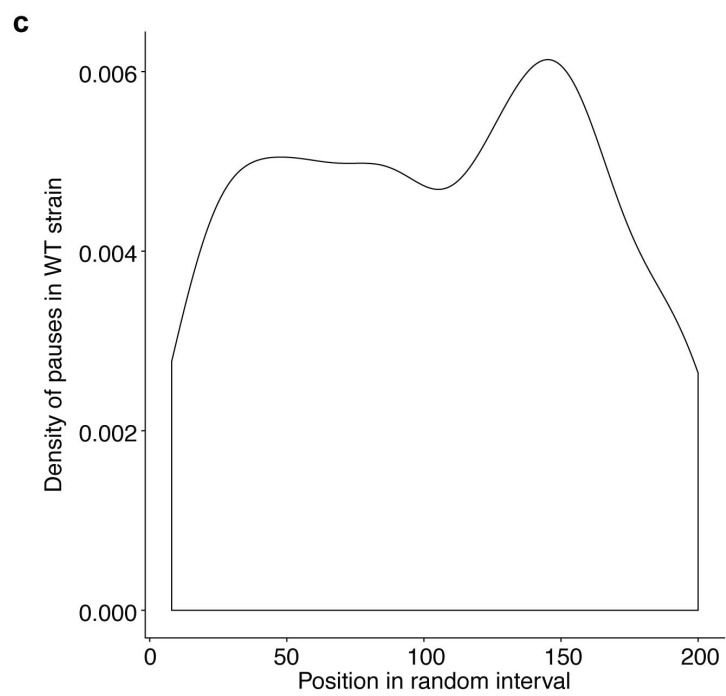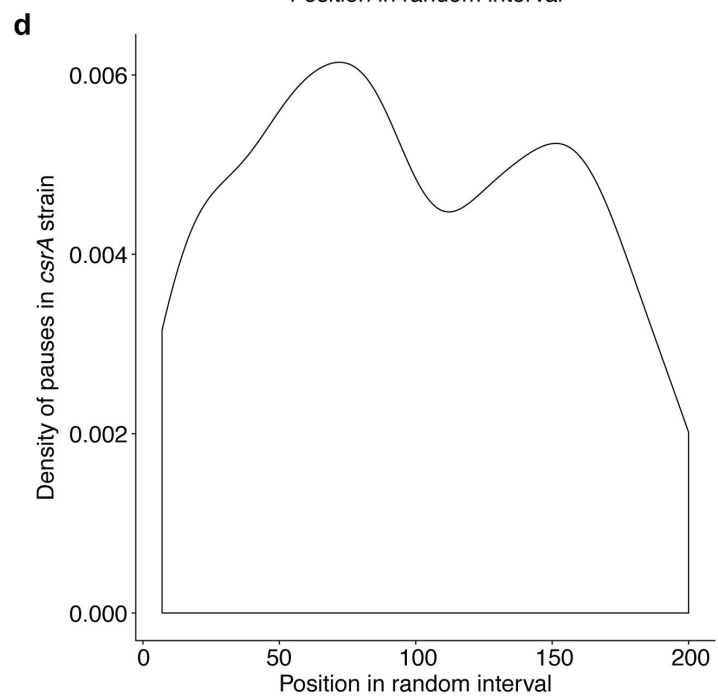

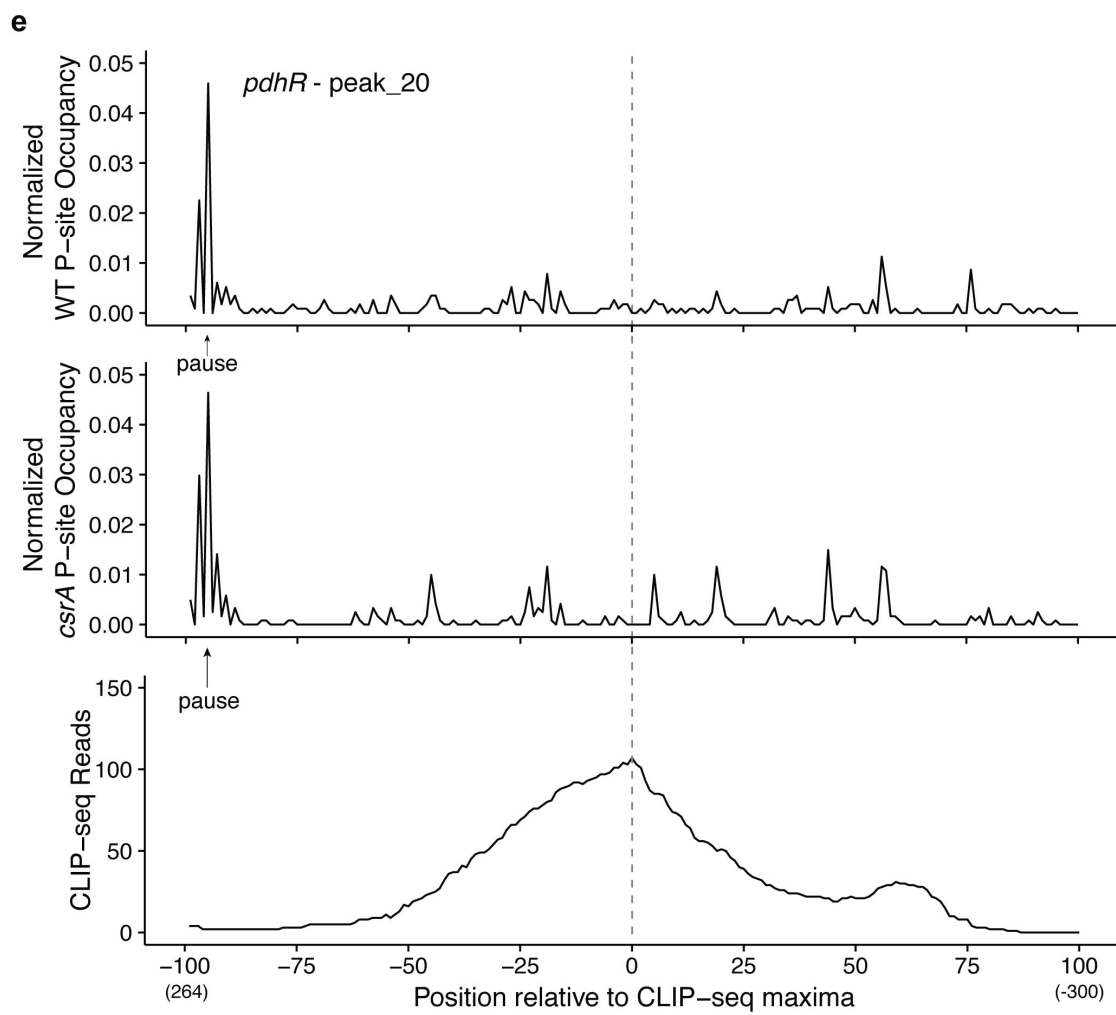

**f**

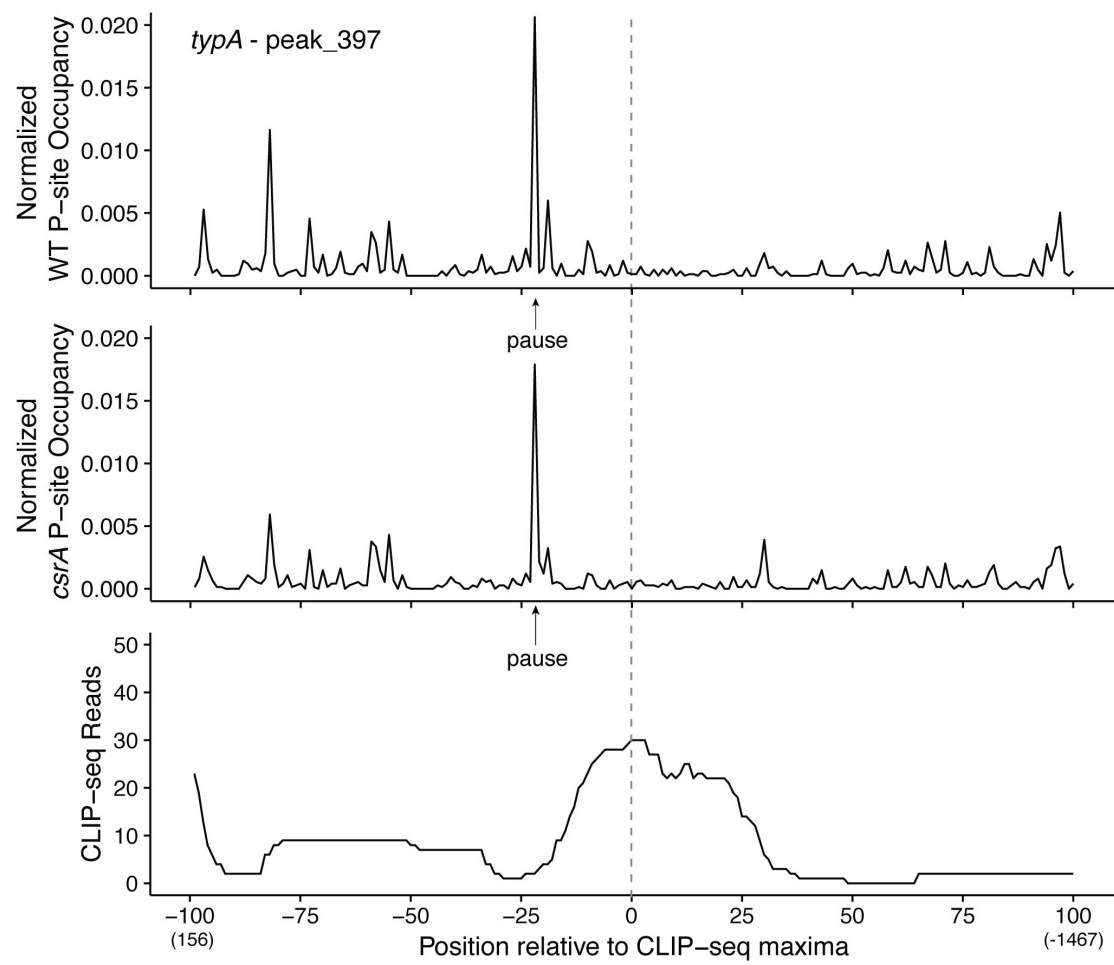

**g**

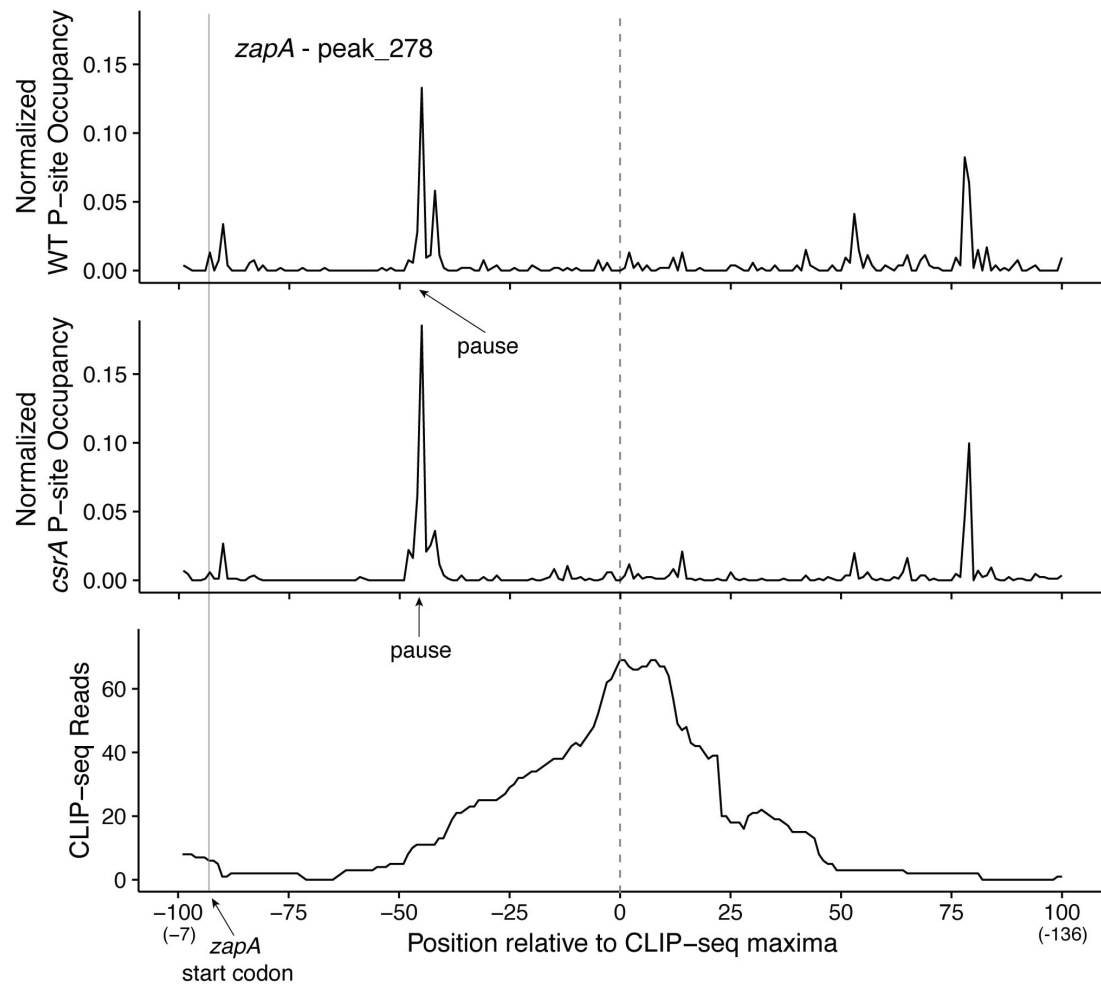

**h**

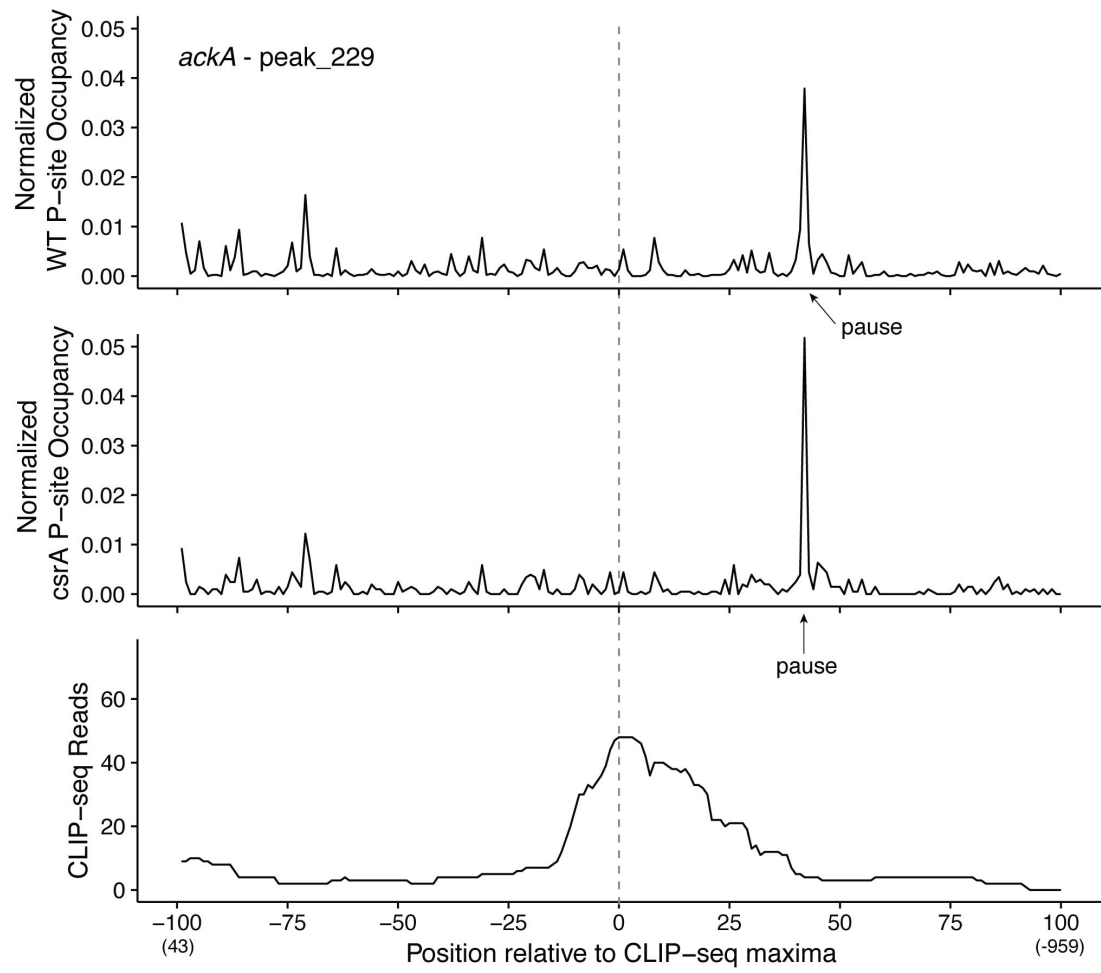

i

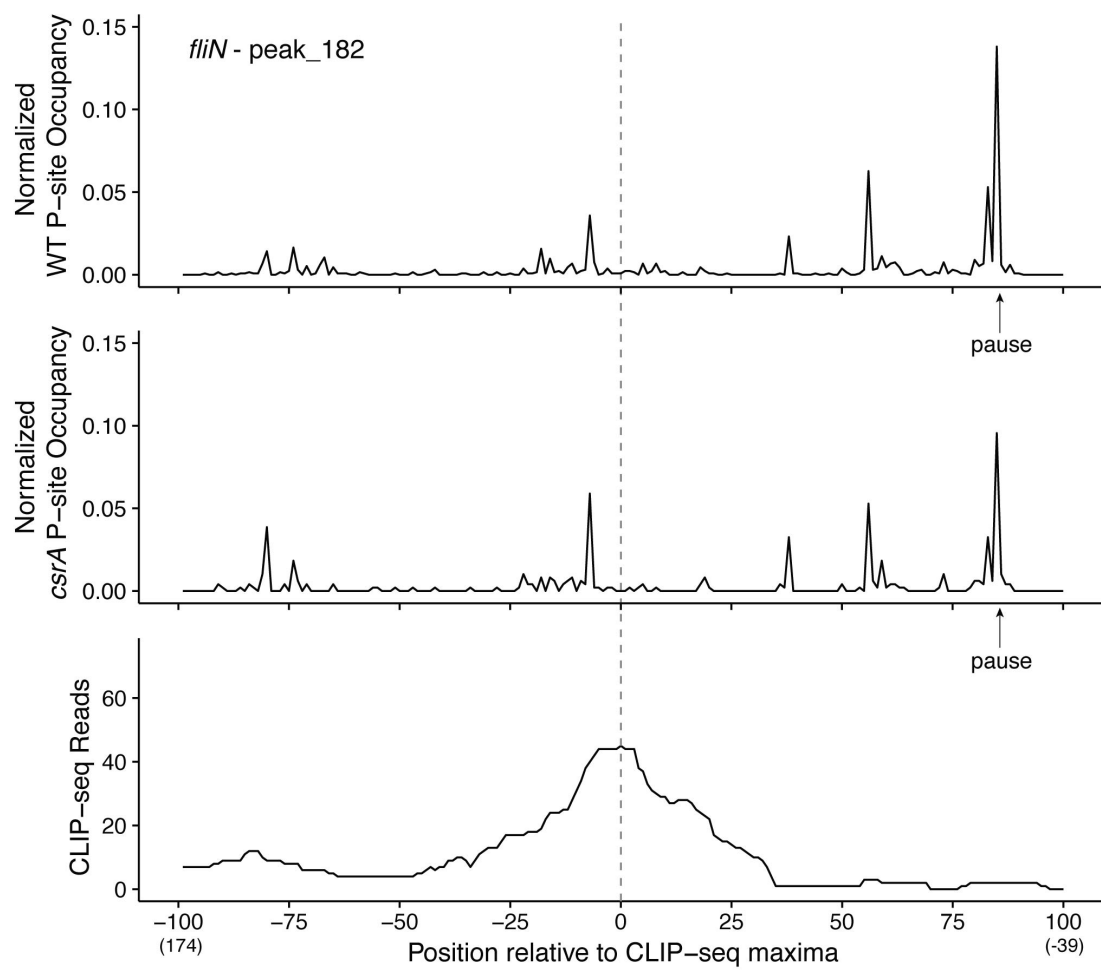

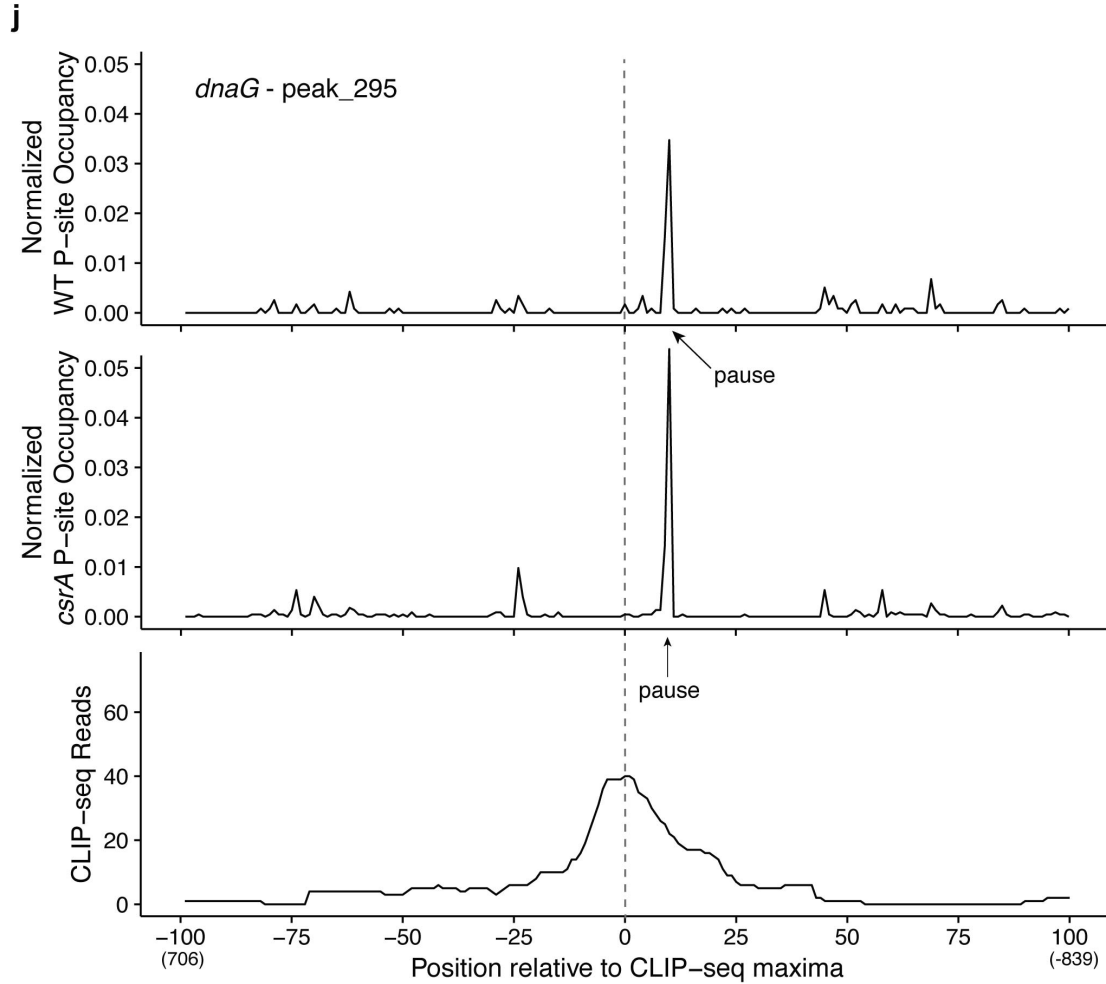

**Supplementary Figure 12: Some CLIP-seq peaks are associated with ribosome pauses.**

Plots are centered at the CLIP-seq maxima, or position with the largest number of read counts within the peak. Ribosome occupancy was assigned at the P-site and normalized to the total occupancy of trimmed coding sequence, and pauses are defined as normalized occupancy greater than 10 fold over the average for each trimmed coding sequence (see Materials and Methods). a-b. Kernel density estimate of pauses within 100 bases flanking the maxima of the 39 CLIP-seq peaks associated with ribosome pauses (as defined in the Materials and Methods). c-d. Kernel density estimate of pauses across random 200 base intervals of CDS of sufficient expression for analysis of ribosome pausing. e-j. Selected CLIP-seq peaks associated with ribosome pauses. Distances in parentheses are relative to the gene start and stop codons. Occupancy data is shown from a single representative biological replicate for WT and *csrA* mutant strains. The CLIP-seq reads shown are a combination of the 3xFLAG-CsrA replicates.

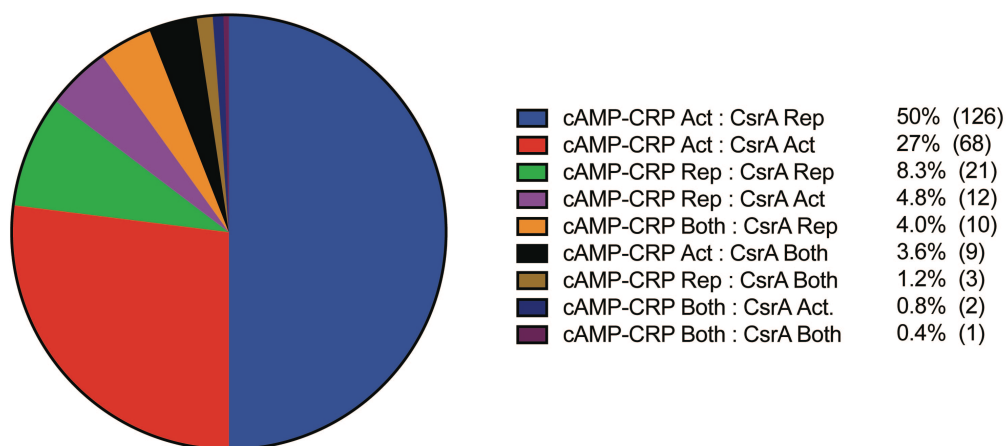

### Supplementary Figure 13: Overlap between cAMP-CRP and CsrA regulons

The cAMP-CRP regulon (547 genes) was extracted from RegulonDB<sup>9</sup> and compared to genes differentially expressed between wild type and *csrA* mutant strains in any of the expression analyses. The pie chart depicts the overlap in these lists with respect to the direction of the effects (Rep: repressed by, Act: activated by, Both: both activated and repressed by), percent of the total overlap, and exact number of genes in each category.

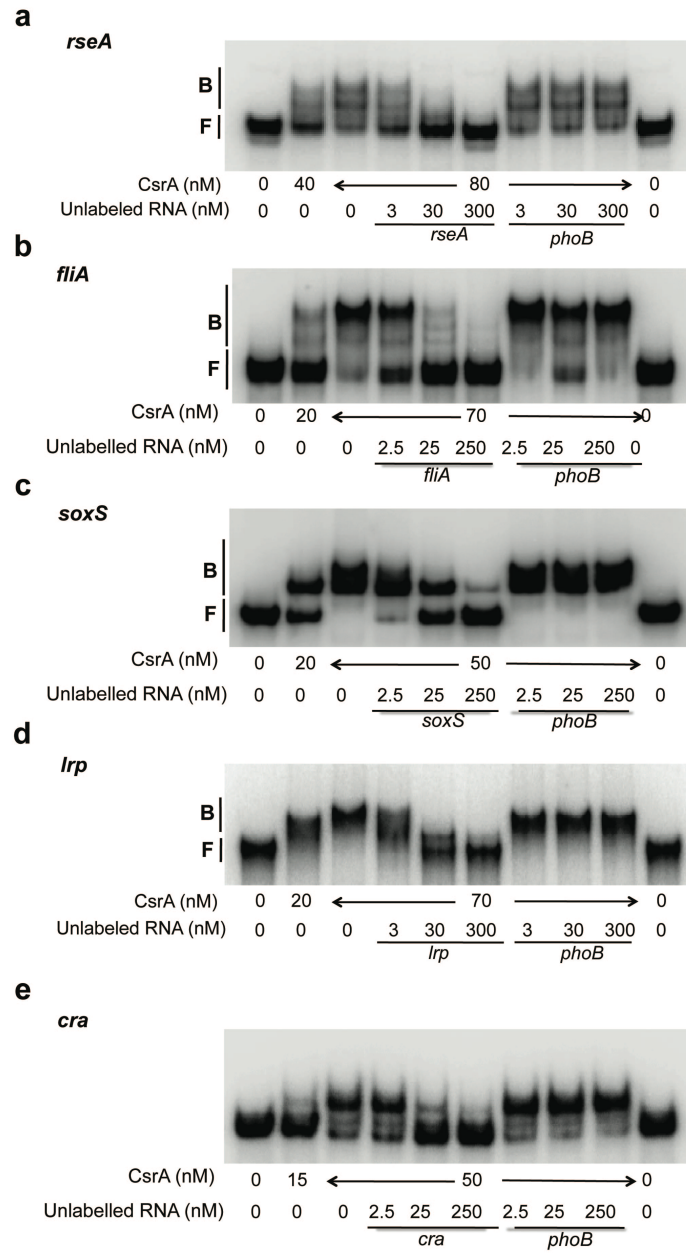

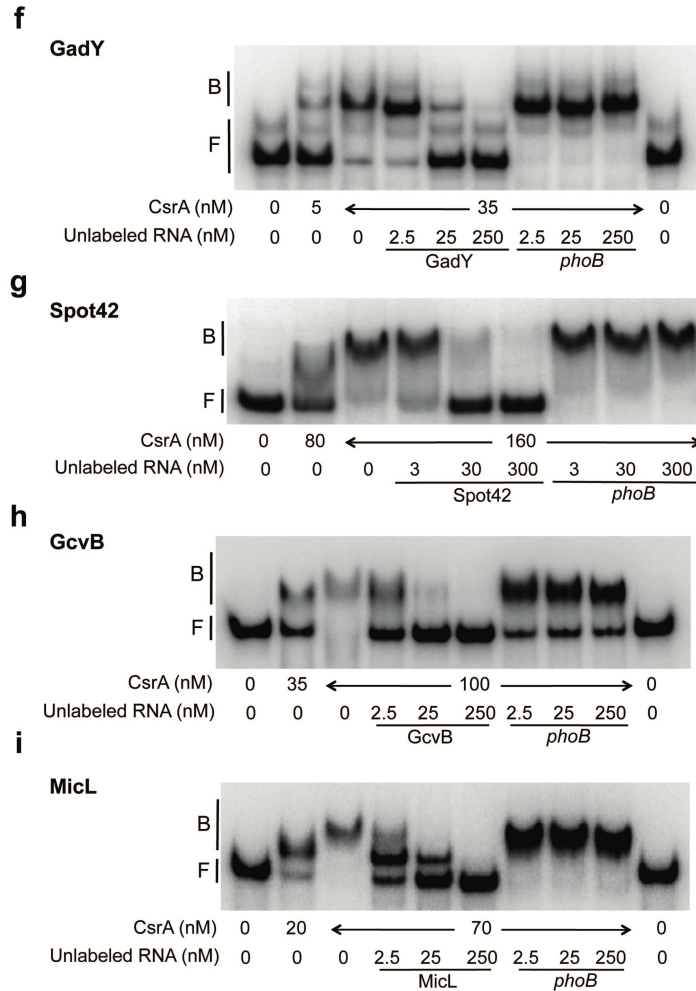

### Supplementary Figure 14: The *in vitro* binding interactions of CsrA are specific

Competition electrophoretic mobility shift assays (EMSA) showing specificity of interactions of CsrA with each of the indicated transcripts. F, free RNA; B, bound RNA. Whereas unlabeled specific RNAs were effective competitors as indicated, the non-specific competitor *phoB* RNA was not.

**a**

| TA system | Type | Peak upstream of | Expression        |
|-----------|------|------------------|-------------------|
| YafQ/DinJ | II   | Toxin            | - RPF <i>yafQ</i> |
| RelE/RelB | II   | Toxin            | N/A               |
| YefM/YoeB | II   | Toxin            | N/A               |
| MazE/MazF | II   | Toxin            | N/A               |
| PrfF/YhaV | II   | Toxin            | N/A               |
| ChpS/ChpB | II   | Antitoxin        | N/A               |
| SokE/HokE | I    | Toxin            | N/A               |

**b**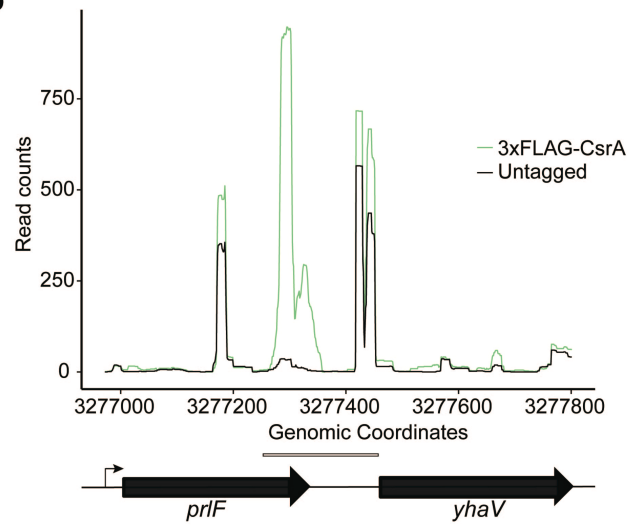**c**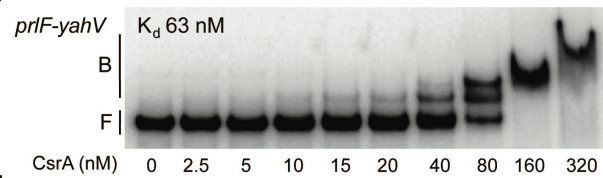**d**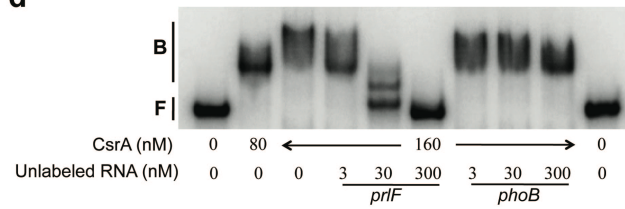

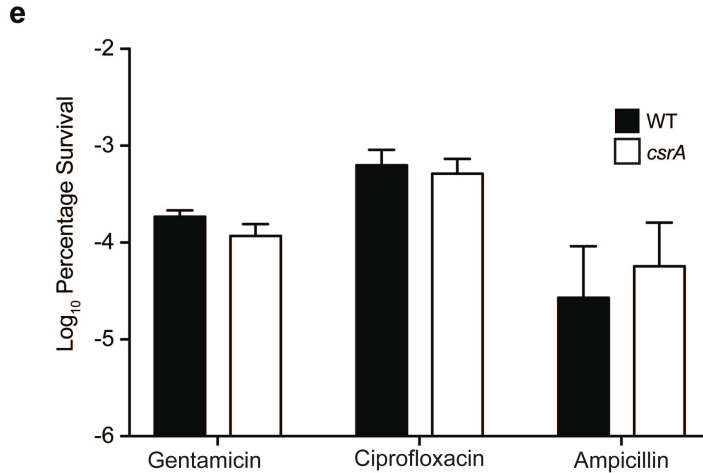

**Supplementary Figure 15: CsrA binds to RNAs encoding toxin-antitoxin (TA) systems but does not affect persistence during mid-exponential growth in LB**

a. Table summarizing information about the 7 TA systems identified in CLIP-seq analysis, including the type of TA system<sup>10</sup>, the position of the peak relative to the toxin/antitoxin genes, and the effect of CsrA on expression. b. 3xFLAG-CsrA and untagged control CLIP-seq read counts in the *prfF-yahV* locus. Position of the Electrophoretic mobility shift assay (EMSA) probe is indicated with a box below the plot. c-d. EMSA showing interaction of CsrA with *prfF-yahV* intergenic region (from -84 to +121 relative to the *yahV* start codon) and competition assay showing the specificity of interaction. F, free RNA; B, bound RNA. Whereas unlabeled *prfF-yahV* RNA was an effective competitor, the non-specific competitor *phoB* RNA was not. e. As TA systems have been associated with changes in persistence<sup>11</sup>, we assessed the persistence of the wild type and *csrA* mutant strains after antibiotic treatment. Log percent survival of wild type and *csrA* mutant strains after 4 hr exposure to 10 µg/ml gentamicin, 1 µg/ml ciprofloxacin, or 100 µg/ml ampicillin, using methods described previously<sup>11</sup>.

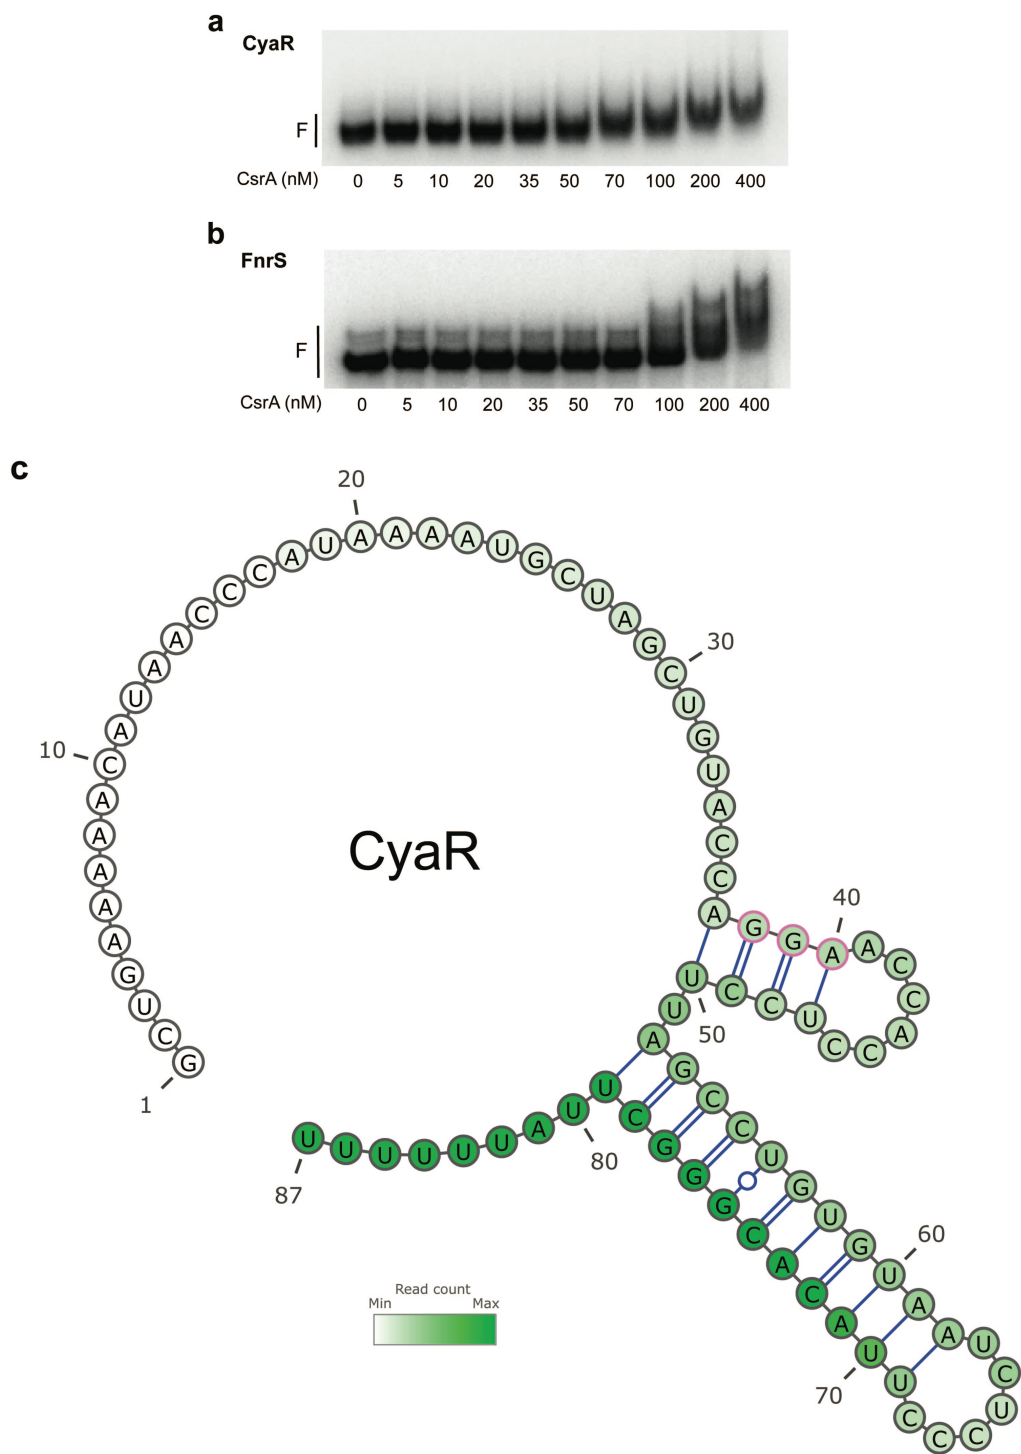

d

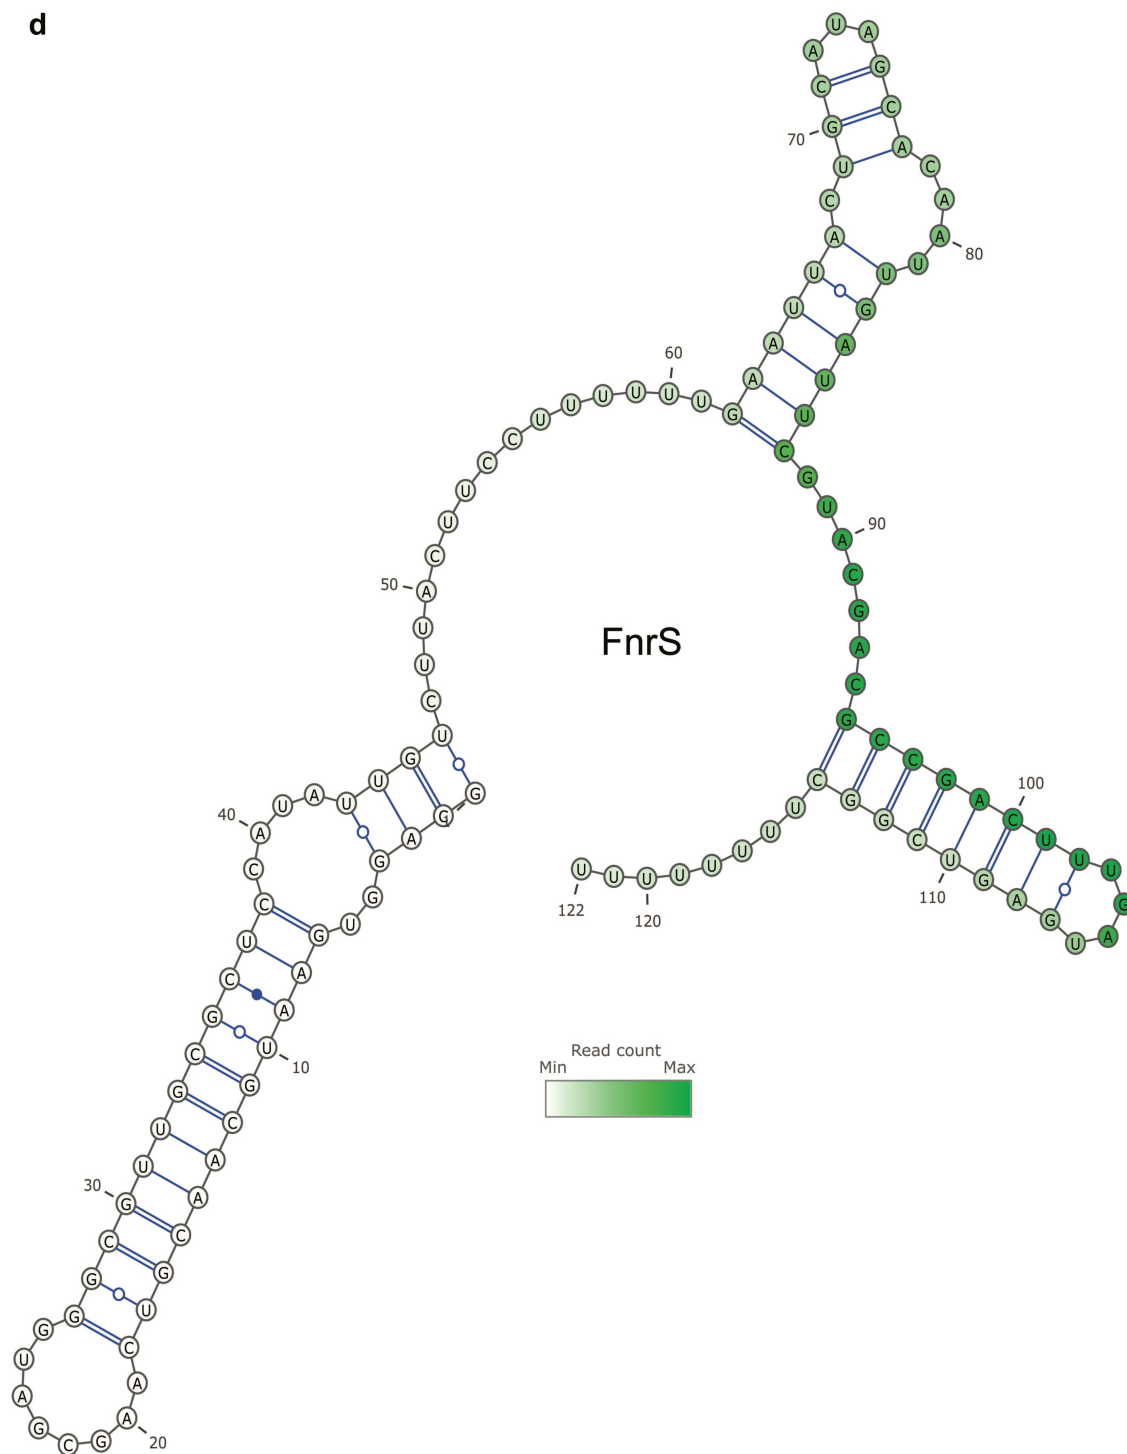

**Supplementary Figure 16: CsrA alone does not interact with high affinity to CyaR or FnrS sRNAs *in vitro***

a. Electrophoretic mobility shift assays (EMSA) of CsrA-CyaR interaction. b. EMSA of CsrA-FnrS interaction. c. CyaR<sup>12</sup> and FnrS<sup>13</sup> structures with CLIP-seq reads from all 5 replicates overlaid in green. The GGA motif in CyaR is outlined in pink.

**a**

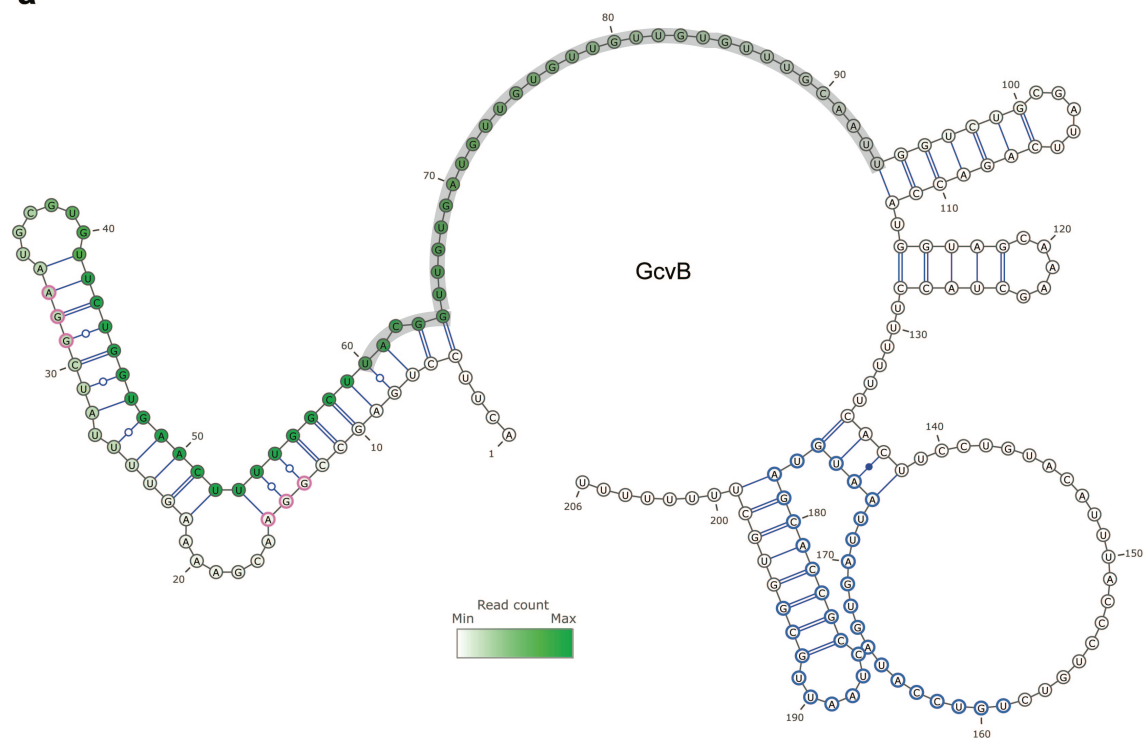

**b**

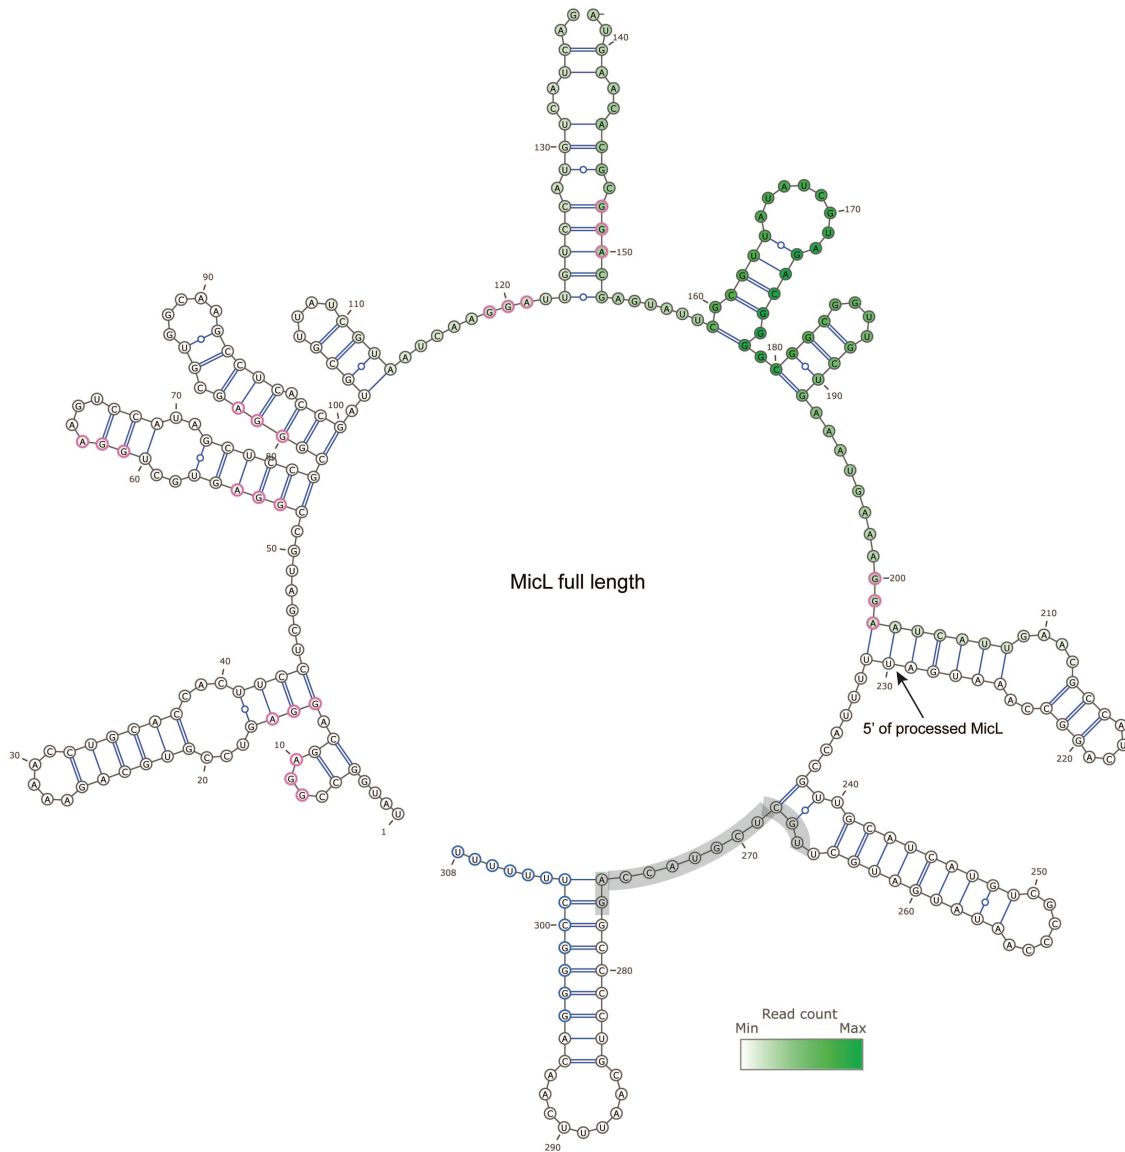

**Supplementary Figure 17: Annotated structures of MicL and GcvB**

a. Previously published GcvB<sup>14</sup> and b. mFold<sup>15</sup> prediction of full length MicL structures with CLIP-seq reads from all 5 replicates overlaid in green. Putative Hfq binding sites outlined in blue were predicted using the consensus Hfq binding motif identified in *Salmonella*<sup>4</sup>. GGA motifs are outlined in pink. Regions involved in base pairing with mRNA targets in are outlined in grey for MicL<sup>16</sup> and GcvB<sup>14</sup>.

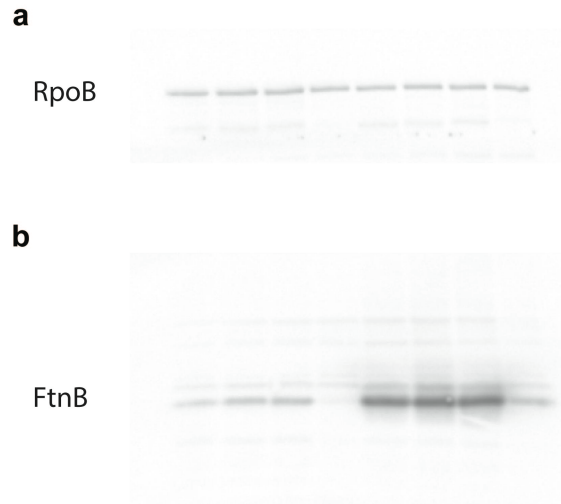

**Supplementary Figure 18: 3xFLAG-FtnB and RpoB Western Blot**  
**Raw exposure of a. RpoB and b. 3FLAG-FtnB Western blot from Figure 6.**

### Supplementary References

1. Kulkarni, P. R. *et al.* A sequence-based approach for prediction of CsrA/RsmA targets in bacteria with experimental validation in *Pseudomonas aeruginosa*. *Nucleic Acids Res.* **42**, 6811–25 (2014).
2. Edwards, A. N. *et al.* Circuitry linking the Csr and stringent response global regulatory systems. *Mol. Microbiol.* **80**, 1561–80 (2011).
3. Sowa, S. W. *et al.* Integrative FourD omics approach profiles the target network of the carbon storage regulatory system. *Nucleic Acids Res.* **45**, 1673-1686 (2017).
4. Holmqvist, E. *et al.* Global RNA recognition patterns of post-transcriptional regulators Hfq and CsrA revealed by UV crosslinking *in vivo*. *EMBO J.* **35**, 991–1011 (2016).
5. Wang, X. *et al.* CsrA post-transcriptionally represses *pgaABCD*, responsible for synthesis of a biofilm polysaccharide adhesin of *Escherichia coli*. *Mol. Microbiol.* **56**, 1648–63 (2005).
6. Figueroa-Bossi, N. *et al.* RNA remodeling by bacterial global regulator CsrA promotes Rho-dependent transcription termination. *Genes Dev.* **28**, 1239–51 (2014).
7. Thomason, M. K. *et al.* Global Transcriptional Start Site Mapping Using Differential RNA Sequencing Reveals Novel Antisense RNAs in *Escherichia coli*. *J. Bacteriol.* **197**, 18–28 (2015).
8. Dubey, A. K. *et al.* CsrA regulates translation of the *Escherichia coli* carbon starvation gene, *cstA*, by blocking ribosome access to the *cstA* transcript.

- J. Bacteriol.* **185**, 4450–60 (2003).
9. Gama-Castro, S. *et al.* RegulonDB version 9.0: high-level integration of gene regulation, coexpression, motif clustering and beyond. *Nucleic Acids Res.* **44**, D133–D143 (2016).
  10. Page, R. & Peti, W. Toxin-antitoxin systems in bacterial growth arrest and persistence. *Nat Chem Biol* **12**, 208–214 (2016).
  11. Maisonneuve, E., Shakespeare, L. J., Girke Jørgensen, M. & Gerdes, K. Bacterial persistence by RNA endonucleases. *Proc. Natl. Acad. Sci.* **108**, 13206–11 (2011).
  12. Papenfort, K. *et al.* Systematic deletion of *Salmonella* small RNA genes identifies CyaR, a conserved CRP-dependent riboregulator of OmpX synthesis. *Mol. Microbiol.* **68**, 890–906 (2008).
  13. Durand, S. & Storz, G. Reprogramming of anaerobic metabolism by the FnrS small RNA. *Mol. Microbiol.* **75**, 1215–1231 (2010).
  14. Sharma, C. M. *et al.* Pervasive post-transcriptional control of genes involved in amino acid metabolism by the Hfq-dependent GcvB small RNA. *Mol. Microbiol.* **81**, 1144–1165 (2011).
  15. Zuker, M. Mfold web server for nucleic acid folding and hybridization prediction. *Nucleic Acids Res.* **31**, 3406–3415 (2003).
  16. Guo, M. S. *et al.* MicL, a new  $\sigma^E$ -dependent sRNA, combats envelope stress by repressing synthesis of Lpp, the major outer membrane lipoprotein. *Genes Dev.* **28**, 1620–1634 (2014).

# Supplementary material for: Global role of the bacterial post-transcriptional regulator CsrA revealed by integrated transcriptomics
**Source:** Nat Commun. 2017 Nov 17;8:1596. doi: 10.1038/s41467-017-01613-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: CsrA CLIP-seq data

File Name: Supplementary Data 2

Description: Ribosome profiling and RNA-seq data

File Name: Supplementary Data 3

Description: Full DAVID functional enrichment data for genes identified in CLIP-seq

File Name: Supplementary Data 4

Description: Full DAVID functional enrichment data for genes identified in CLIP-seq or differentially expressed in RNA abundance, translation, translation efficiency, and/or RNA stability analyses

File Name: Supplementary Data 5

Description: Full DAVID functional enrichment data for genes identified in CLIP-seq and differentially expressed in RNA abundance, translation, translation efficiency, and/or RNA stability analyses

File Name: Supplementary Data 6

Description: Genes encoding transporters that are regulated by CsrA

File Name: Supplementary Data 7

Description: Genes encoding regulators that are regulated by CsrA

File Name: Supplementary Data 8

Description: sRNAs that interact with CsrA and their associated transcriptional regulators and mRNA targets

File Name: Supplementary Data 9

Description: Bacterial Strains

File Name: Supplementary Data 10

Description: Oligonucleotides

File Name: Supplementary Data 11

Description: Summary of sequencing read statistics

How the deposited data were processed for this re-analysis (not part of the article)

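Gene expression was measured in Escherichia coli K-12 MG1655 (WT) and its csrA mutant in 5 cultures each, with 1 RPF library and 1 RNA library per culture, 20 libraries in all. The authors trimmed the 3′ adaptor and the first 5′ base from single-end reads with cutadapt and kept reads longer than 12 bases. They set aside reads that mapped to rRNA sequences with bowtie, mapped the rest to the genome and counted reads per gene with HTSeq, and these raw counts were deposited for each library without pooling. Tool versions, counting mode, strand setting, genome build and annotation are not given in the sources used here. The deposited counts still hold 22 rRNA genes, beside 86 tRNA genes, 63 ncRNA genes, 139 pseudogenes and 4176 protein-coding genes. Gene names and kinds were taken from the RefSeq annotation of assembly ASM584v2, which matched 4487 of the 4498 gene identifiers, while the other 11 were kept as genes of unknown kind and held 0.00223% to 0.0722% of a library's counts. No coordinates of the annotation were used.

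Total counts per library were close to the reads that Supplementary Data 11 gives as mapped to genes. Counts on protein-coding genes per library were 7565101 to 10198874 in RPF WT (median 7927699) and 5935301 to 8795895 in RPF csrA (median 8385668). RNA libraries had 4883677 to 5489849 for WT (median 5343629) and 3362674 to 6396142 for the csrA mutant (median 4486486). Genes near the filter of 15 counts were measured less precisely than the median SE shows. Between 4486 and 4489 genes had a count in at least 1 library of a group. Pairs of libraries within a group differed by more than counting error (chi-squared per degree of freedom 3.60 to 44.8 over 40 pairs), and none was a copy of another.

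Differential expression was tested with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood F test on raw counts with TMM factors. For translation, RNA abundance and TE, protein-coding genes with a mean of at least 15 counts in both kinds of library were kept, and 1 model with a mean for each of the 4 groups was fitted to all 20 libraries. For RNA abundance alone, genes of any kind with a mean of at least 15 counts in the 10 RNA libraries were kept and these libraries were fitted by themselves. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5, the limit at which the calls in Supplementary Data 2 change, although the paper's methods write it as the log2 of 0.5. Intervals on shares are 95% exact binomial intervals, tests on counts are 2-sided Fisher's exact tests, and shares of library composition were compared by 2-sided exact permutation tests. CPM were computed with edgeR for display, with a prior count of 2 on the log scale where groups were compared for overlap. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

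The gene-level fits were tested on simulated data before use. Counts were drawn around the gene means over both strains at the real library sizes and dispersions, and known changes were added. These draws include no effect shared by the libraries of a culture, so they cannot rank the TE fits with and without a culture block. Only 100 or 200 genes were changed, so the shifts seen with scaling in the real data were not tested. At a true log2 change of 1, 92% of 100 changed genes were recovered for RNA abundance alone and 85% of 100 for TE with a culture block, and 0 changed genes were called in the wrong direction in any of the tests.

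Whether libraries were paired was checked on the deviations of each library from its group's mean across genes. For the RPF and RNA libraries of a culture, which share a lysate, the correlation of deviations was 0.111 to 0.583 with a median of 0.371, over 0.1 in all 10 cultures, so a fit with the culture as a block was run as an alternative for TE. WT and csrA cultures share only a replicate number, with correlations of −0.0677 to 0.318 for RPF and 0.00717 to 0.318 for RNA libraries, over 0.1 in 2 of 5 pairs for each, and were not treated as paired.

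Some genes were named after their values were seen, and the others named in the text follow a rule fixed in advance. It names csrA, and every gene that the paper's text, Figs. 4, 5a and 6a or the legends of Supplementary Figs. 6, 10 and 11 name with a change or no change, singly or as a tally. It also names, for each of the 4 tests, the 3 largest rises and 3 largest falls among called genes whose strains did not overlap, and it covers the lists of Supplementary Data 6, 7 and 8 as tallies. The first entries of Supplementary Data 2 and the figures had been seen when the rule was written.

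Alternatives tried were RLE, upper-quartile and total-count scaling, TMM for RPF and RNA libraries separately, TMM over all genes, centring on the median gene, DESeq2 1.42.0, limma 3.58.1 with voom or limma-trend and a nested F test, 3 other filters on low counts, other limits on the fold change and the adjusted p, separate fits, blocks, and leaving out each of the 10 cultures. Genes with a CLIP-seq peak were taken from Supplementary Data 1 by the location of the peak, with 60 nt as the start and end of the CDS and 30 nt as an alternative. RNA stability and the CLIP-seq reads were not analysed here, and of Supplementary Data 2 only the first 1998 of the 3842 rows were used, for comparing values and for no test of overlap.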

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

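The tests of single libraries against chance, of ncRNA genes and of tRNA genes were all chosen after the results were seen.

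Single libraries lay far from the other 4 of their group in 10 of 206 groups checked, 4.85%, where chance alone gives about 5%. The number of such libraries therefore argues for no more than chance, and each of the cases below may be part of it. The design names no biological difference between cultures of a strain, and none was tested.

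Library size and composition account for 2 of the 10. RPF csrA 5 held 13117475 counts against up to 21529865 in the other RPF csrA libraries. In RPF WT 5, 52.3% of the counts fell on protein-coding genes, against 40.3% to 42.5% in the others. TMM factors scale on the protein-coding genes tested, and leaving out either culture kept the number of translation calls between 1012 and 1149, as for the other cultures. Whether lysis, nuclease treatment or sequencing set these libraries apart was not tested and stays open.

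Levels of named genes make up the other 8. pgaA had 405 CPM in RNA csrA 3, with 437 to 442 in the other libraries, and ftnA 67.1 CPM in the same library, with 36.4 to 44.4 in the others. pdhR had 665 CPM in RNA WT 2 (others 547 to 569), and pdeH 604 CPM in RNA WT 1 (others 555 to 567). In RPF libraries, soxS had 84.7 CPM in WT 2 (others 73.1 to 76.2) and 125 CPM in csrA 4 (others 99.1 to 103), galK 417 CPM in WT 5 (others 357 to 371), and tar 1276 CPM in WT 1 (others 1010 to 1084). The libraries differ from gene to gene, which argues against 1 mislabelled or mixed library behind all of them, and RNA csrA 3 holds 2 of the 8. soxS was called in translation without WT 2 (0.51) and without csrA 4 (0.50), as it was without each other csrA culture. For the other genes the call in the same kind of library was unchanged without the culture in question.

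RPF counts on ncRNA genes, which the paper does not analyse, changed in 14 of 56 genes tested. Of these, 9 were higher in the csrA mutant (micF, omrA, omrB, rydB, ryhB, ryjA, sdsR, sgrS and symR) and 5 lower (csrB, csrC, rybB, rydC and ssrS), all named after their values were seen, with log2 fold changes from −3.25 to 2.67. Of the 14, 13 (92.9%) moved the same way in the RNA libraries, and 1 of the 14 was called in TE. These genes are annotated as ncRNA, and whether any of them is translated was not tested. A candidate explanation is that RPF libraries carry some RNA not covered by ribosomes, in proportion to its amount. That would put the amount of the RNA itself behind the changes in these counts, and the direction in the RNA libraries is what it needs. RPF and RNA libraries of a culture come from 1 lysate, so the shared direction is no independent test, and a change in how these RNAs are covered stays open. Other protein or RNA contacts that shield an sRNA from nuclease were not tested, and the difference between the strains that lies behind the RNA changes is the one the design names and stays open.

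RPF counts on tRNA genes were called lower in the csrA mutant for 36 of 85 genes and higher for 0, by edgeR's quasi-likelihood test. The median log2 fold change was −0.49, with a range from −1.23 to −0.19, so that all 85 were negative. By RNA abundance 96.5% of them (82 of 85) had a negative log2 fold change, 16 were called lower and the median was −0.40. As a share of all counts, tRNA fell from 3.33% ± 0.323 to 2.38% ± 0.522 in the RNA libraries (2-sided exact permutation test, p = 0.00794, adjusted 0.0159), while the fall from 11.0% ± 2.64 to 8.81% ± 1.42 in RPF libraries was within the spread between cultures (p = 0.127, adjusted 0.190 by the same exact test). Less tRNA counted in the RNA libraries too is a candidate explanation, and the values argue against a change confined to RPF libraries. The difference that remained, RPF minus RNA, had a median of −0.17. The recovery of tRNA in library preparation stays open, as does a biological difference between the strains, and none of these was tested.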

How the results depend on the processing

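The fits with limma after voom on total counts, with each of the 20 libraries as TMM reference, and with centring but no fold limit were chosen after seeing the data, and the other alternatives were planned.

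The number of genes changed in translation, in RNA abundance and in RNA abundance alone stayed within 1.5 times the reported one under every other scaling, filter, tool and block tried and without any 1 culture. Leaving out a culture gave 1012 to 1149 genes for translation, 826 to 871 for RNA abundance and 874 to 936 for RNA alone. A block for the replicate number gave 1111 (583 higher, 528 lower), 843 (578 and 265) and 893 (601 and 292). The limit on the fold change moved these numbers by its construction: over 1 it left 421, 375 and 389 genes, and with none there were 2216, 1804 and 1975. Centring with no fold limit gave 2140, 1818 and 1972, and since centring splits all genes evenly, the shares of higher genes under it, given below, are near an even split by construction where most genes are called.

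The number of genes changed in TE moved with the tool. limma gave 139 after voom, 138 with limma-trend and 138 after voom on total counts, and edgeR with a culture block 119, while DESeq2 stayed within 1.5 times. Without a fold limit there were 114, or 645 with the culture block, with a limit over 1 there were 20, and at an adjusted p under 0.01 there were 18, as fewer genes pass a stricter limit. Leaving out a culture gave 27 to 59, and the cause was not tested beyond the smaller number of libraries.

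The share of translation calls higher in the csrA mutant, 52.6% as reported, moved with the scaling. It was 58.3% with RLE factors, 61.7% with upper-quartile factors, 79.6% on total counts, 68.6% with TMM for each kind of library, 63.3% after centring and 62.8% with TMM over all genes. DESeq2 gave 58.3%, separate fits 68.5%, no filter 68.8%, a mean of 15 in either kind of library 64.2%, and filterByExpr 69.4%. A fold limit over 1 gave 67.5% and none gave 40.0%, so that the lower calls were then the more frequent. Without a culture it was 52.1% to 65.1%, and the higher values are those without a csrA culture. limma after voom on total counts gave 79.7%, centring with no fold limit 49.1%, and the highest over the TMM references was 69.2%. On total counts 812 of the 1108 translation calls were kept.

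For RNA abundance in the integrated model, 69.0% as reported, the share was 62.2% with RLE, 72.3% with upper-quartile factors, 79.7% on total counts, 56.5% with TMM over all genes and 62.0% with DESeq2. No fold limit gave 53.5%, limma after voom on total counts 79.8%, centring with no fold limit 50.8%, and the lowest over the TMM references was 58.9%. It stayed over 50% in all of these.

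For TE, 57.9% as reported, the share was 78.2% with RLE, 79.5% on total counts, 82.1% with TMM for each kind of library, 76.4% after centring, 89.4% with TMM over all genes and 78.9% with DESeq2. It was 79.2% with no filter, 71.2% with a mean of 15 in either kind of library, 80.7% with filterByExpr and 33.3% with no fold limit. Without a culture it was 51.4% to 77.8%. limma after voom on total counts gave 79.0%, centring with no fold limit 71.0%, and the highest over the TMM references was 90.1%.

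For RNA alone, 68.0% as reported, the share was 58.3% on total counts, 52.2% with no fold limit, 57.4% with limma after voom on total counts and 49.8% after centring with no fold limit. The share of genes with a peak at the start of the CDS that changed and were higher, 20.7% as reported, was 30.6% on total counts, with edgeR and with limma after voom, 9.91% with a fold limit over 1 and 35.1% with none. For the shares, the cause of the moves was not tested except as far as the other observations give.

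Settings besides total counts also shifted the median of the genes tested by over 0.1, where the filters also changed which genes were tested. For translation it moved by 0.12 with TMM for each kind of library or separate fits and by 0.13 with no filter or filterByExpr. For TE it moved by 0.12 with TMM for each kind of library and 0.17 with TMM over all genes. The TE median also moved by 0.10 with RLE or DESeq2, 0.11 with no filter and 0.12 with filterByExpr.

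The median replicate correlation of each group stayed within the spread over its pairs in all alternatives. The lowest correlation of a pair fell by more than that spread over genes past the filter, to 0.986 for RNA csrA, 0.987 for RPF csrA and 0.989 for RNA WT. For single named genes, 2768 comparisons with an alternative kept the call, 128 gained one in the same direction and 37 lost one, and values without a call could change sign, as csrA did in translation on total counts (0.03). The call was the same in every setting for 24 of 39 genes followed in translation, 24 of 38 in RNA abundance, 8 of 19 in TE and 9 of 11 in RNA alone, where rnb and fecI changed.

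Separate fits of the RPF and RNA libraries give no TE, the replicate block was planned for translation and RNA abundance and the culture block for TE, and alternatives that concern both kinds of library have no counterpart in the RNA libraries alone. The median SE was 0.14 for TE, which combines both kinds of library, and 0.09 for translation. The TE value is that of the reported fit, which leaves out the lysate shared by the libraries of a culture. Libraries of a group differed by more than counting error, and whether more depth would narrow these errors was not tested. Depth sets which genes passed the filter of 15 counts, and TE calls near the fold limit depended on a single culture, as in nhaR (0.54 without WT 3) and ftnB (0.49 without WT 3).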

Differences from the paper's values

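The fit with limma after voom on total counts was chosen after seeing the values, and all other settings named were set before the data were examined. The paper's table of gene values was compared over the first 1998 of the 3842 rows, and its values are on the same log2 scale and direction.

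The paper reports 174 genes changed in TE and 57 were called here. Of 26 settings other than the reported one, limma after voom (139), limma-trend (138) and the culture block (119) came within 1.5 times of the paper's number and the other 23 did not. limma after voom on total counts, chosen after seeing the values, gave 138 and does not call 18 of the 49 genes that the paper marks for TE in the part of its table used here.

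The paper's higher translation calls number about 960 in Supplementary Fig. 6, read by eye, and 583 were found here. The 15 of 27 alternatives that came within 1.5 times were upper-quartile factors, total counts, TMM for each kind of library, centring, TMM over all genes, no filter, a mean of 15 in either kind of library, filterByExpr, no fold limit, separate fits, and the fits without each of the 5 csrA cultures, and the other 12 did not. The paper's lower translation calls number about 220 in Supplementary Fig. 6, read by eye, and 525 were found here, where 3 of 27 alternatives came within 1.5 times (total counts, TMM for each kind of library and separate fits) and the other 24 did not. The paper's higher TE calls number about 140 in Supplementary Fig. 6, read by eye, against 33 here, and none of the 26 other settings came within 1.5 times. limma after voom on total counts, chosen after seeing the values, gave 109, without the same 18 of the paper's 49 marked genes. The lowest Spearman correlation among RNA WT libraries is about 1.0 in Supplementary Fig. 5, read by eye, and 0.991 here, and the 1 alternative that applies, genes past the filter, gave 0.989 and did not close the gap.

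For log2 fold changes of single genes, a value differs where the signs differ or the gap exceeds the replicate SD. In translation, total counts was the only one of 27 alternatives that left no difference for csrA (the paper's 0.00721, here −0.21), pnp (the paper's 0.11, here −0.13) and fur (the paper's 0.0326, here −0.20). In RNA abundance it was the only one for csrA (the paper's −0.17, here −0.31), pfkA (the paper's −0.58, here −0.71), pnp (the paper's 0.12, here −0.0006) and fur (the paper's 0.0797, here −0.05). The other 26 left these 7 differences, but 3 of them, the other limits on the fold change and the adjusted p, cannot move a log2 fold change and are no test for any gene below either. For csrA in translation the gap itself was within the replicate SD, and only the sign differed.

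Several alternatives closed the other differences in translation. For pfkA (the paper's −0.72, here −0.96) these were total counts, TMM for each kind of library, no filter, filterByExpr, separate fits and the fits without csrA 1, csrA 3 or csrA 4, 8 of 27. For rseA (the paper's 0.55, here 0.32) they were upper-quartile factors, total counts, TMM for each kind of library, centring, TMM over all genes, the 3 other filters, separate fits and the fits without WT 2 or any csrA culture, 15 of 27. soxS (the paper's 0.72, here 0.47) came within error on total counts, with TMM for each kind of library, no filter, filterByExpr, separate fits and without csrA 1, csrA 2, csrA 3 or csrA 5, 9 of 27. hfq (the paper's 0.31, here 0.10) did so in 22 of 27, the exceptions being a fold limit over 1, no fold limit, an adjusted p under 0.01 and the fits without WT 2 or WT 3. rnb (the paper's −0.44, here −0.66) did so in 12 of 27, on total counts, with TMM for each kind of library, centring, TMM over all genes, the 3 other filters, separate fits and without csrA 1, csrA 2, csrA 3 or csrA 4. orn (the paper's −0.00484, here −0.24) did so in 6 of 27, with TMM for each kind of library, no filter, filterByExpr, separate fits and without csrA 1 or csrA 3, and on total counts its value (0.00329) was within the replicate SD with only the sign still different. fucI (the paper's −0.78, here −1.06) did so in 6 of 27, on total counts, with TMM for each kind of library, filterByExpr, separate fits and without csrA 3 or csrA 5. fecR (the paper's 1.27, here 0.93) did so in 17 of 27, under every other scaling, with DESeq2, the 3 other filters, separate fits and without WT 2 or any csrA culture. fliA (the paper's −0.93, here −1.19) did so in 13 of 27, on total counts, with TMM for each kind of library, centring, TMM over all genes, the 3 other filters, separate fits and without WT 3, csrA 1, csrA 2, csrA 4 or csrA 5. Under the remaining alternatives the sign or the size still differed for these genes.

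In RNA abundance, hfq (the paper's 0.40, here 0.29) came within error in 8 of 27, with upper-quartile factors, total counts, a mean of 15 in either kind of library and without WT 4, WT 5, csrA 1, csrA 2 or csrA 4. rnb (the paper's −0.37, here −0.49) did so in 11 of 27, with upper-quartile factors, total counts, limma-trend, a mean of 15 in either kind of library and without WT 1, WT 4, WT 5, csrA 1, csrA 2, csrA 3 or csrA 5. orn (the paper's 0.0653, here −0.0438) did so in 2 of 27, on total counts and without csrA 2, and differed in sign only, the gap being within the replicate SD. The remaining alternatives did not.

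Over the genes of the paper's table compared, the median difference from its log2 fold changes was −0.26 in translation, −0.13 in RNA abundance, −0.12 in TE and 0.08 in RNA alone under TMM. On total counts it was −0.01, −0.00, −0.01 and 0.00. Of the genes the paper marks there, 157 of 441 in translation, 100 of 366 in RNA abundance, 30 of 49 in TE and 59 of 328 in RNA alone were not called here. On limma after voom with total counts, chosen after seeing the values, these were 33, 13, 18 and 13.

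The paper names pgaA and nhaR among genes changed in TE. Here pgaA (0.65, adjusted p = 0.0508 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was not called, but it was with limma after voom, limma-trend, the culture block, DESeq2, RLE, total counts, TMM for each kind of library, centring, TMM over all genes, the 3 other filters, limma after voom on total counts and without WT 2. nhaR (0.44, adjusted p = 0.0494 by the same edgeR test) was not called for its size, but it was with RLE, TMM for each kind of library, centring, TMM over all genes, DESeq2, the 3 other filters, no fold limit, limma after voom on total counts and without WT 3 or csrA 4. dgcZ, which the paper names with them, was called (0.69), and all 3 were higher in translation and RNA abundance.

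The paper's text says that CsrA activates galK in TE, where the value here was positive, higher in the csrA mutant (0.38), and not called. It was called, also as higher, with TMM for each kind of library, TMM over all genes, filterByExpr, limma after voom on total counts and without csrA 3, and the paper's Supplementary Data 8 marks it as higher too. RNA abundance of galK was called lower, which goes with activation. gadX, which the paper says CsrA represses in TE, had a positive TE value (0.37) that no setting called, while its translation and RNA abundance were called higher.

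The paper says that CsrA represses translation of rseA and of soxS. Both were higher here but not called in the reported fit. rseA (0.32) was called on total counts, with no fold limit and with limma after voom on total counts. soxS (0.47) was called with RLE, upper-quartile factors, total counts, TMM for each kind of library, centring, TMM over all genes and DESeq2. It was also called with the 3 other filters, no fold limit, separate fits, limma after voom on total counts and without WT 2 or any csrA culture. RNA abundance of soxS was called higher (0.72). A legend describes pdhR as repressed in RNA abundance, and its log2 fold change here was negative (−0.83), as Supplementary Data 7, which lists it as activated, has it.

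orn is named as regulated, and its values here (−0.24 in translation, −0.04 in RNA abundance) were called only in translation with no fold limit. rnb was called in translation, and in RNA abundance (−0.49) only with RLE, centring, TMM over all genes, DESeq2, no fold limit and without WT 2, and in RNA alone (−0.48) with RLE, total counts, DESeq2, no fold limit, limma after voom on total counts and without WT 2 or csrA 4. rng was called in both. phoE is described as decreased together with ompF, and only its translation was called (−0.91), with RNA abundance at −0.15, while limma after voom and limma-trend also called its TE, and ompF was called in both measures.

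Among the 11 phosphotransferase genes the paper calls repressed, the number called higher in any test was 10 on total counts. It was 3 with TMM over all genes, which has no counterpart in RNA alone. In the reported fits 7 of 11 were called higher in at least 1 of the 4 tests. Of the other 4, chbC was negative (−0.18 in translation) and called in no setting. gatA (0.40) was called in translation on total counts, with TMM for each kind of library, no filter, filterByExpr, no fold limit, separate fits, limma after voom on total counts and without csrA 4 or csrA 5, and in RNA abundance (0.42) on total counts, with no fold limit and with limma after voom on total counts. nagE (0.32) was called in translation on total counts, with no fold limit and with limma after voom on total counts, and in RNA abundance (0.46) in these and without csrA 2 or csrA 5. mngA (0.33) was called in translation on total counts, with limma after voom on total counts and without csrA 5.

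Among genes for enterobactin synthesis and iron transport the tally was 18 of 27 called higher in at least 1 of the 4 tests. entD (−0.24 in RNA alone) and fecC (0.17 in translation) were called in no setting. feoA (0.48 in RNA abundance) was called with upper-quartile factors, total counts, a mean of 15 in either kind of library, no fold limit, limma after voom on total counts and without WT 1, WT 5, csrA 2, csrA 3 or csrA 5, feoB (0.25 in translation) on total counts, with no fold limit and with limma after voom on total counts, and feoC (0.29 in translation) on total counts and with limma after voom on total counts. fecA (0.29), fecD (0.33) and fecE (0.32) were called in RNA abundance with no fold limit, and fecB (0.27) in the RNA libraries alone with no fold limit. fecI (0.59) was called in translation under every other scaling, with DESeq2, both limma tests, the 3 other filters, separate fits, the replicate block, limma after voom on total counts and without WT 2, csrA 2, csrA 3 or csrA 5, and in RNA abundance (0.59) on total counts, with both limma tests, the replicate block, limma after voom on total counts and without WT 2, csrA 3, csrA 4 or csrA 5, and in RNA alone (0.60) with the replicate block and without WT 2, csrA 3 or csrA 5. Enterobactin genes other than entD, fecR and the fep and fhu genes went the paper's way.

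The paper lists 7 sensor kinases as repressed and none was called here. envZ, uhpB and zraS were called in no setting, basS (0.35 in RNA abundance) with no fold limit, dpiB (0.26 in translation) on total counts and with limma after voom on total counts, qseC (0.29) in these and with no fold limit, and evgS (0.38) also with TMM for each kind of library and separate fits, while RNA abundance of evgS (0.27) and qseC (0.33) was called with no fold limit. phoR, listed as activated, was negative (−0.44 in translation) and called with no fold limit and without WT 1 or WT 5, and in RNA abundance (−0.36) without WT 1. The other 3 kinases listed as activated were called lower.

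The paper gives CsrA as acting mainly as a repressor. In the counts of calls here the share higher in the csrA mutant was 69.0% for RNA abundance and 68.0% for RNA alone, which go the paper's way. It was 52.6% for translation and 57.9% for TE, both with intervals that include an even split. These 2 shares were the lowest over the 20 libraries as TMM reference, which gave up to 69.2% and 90.1%. The intervals do not cover that choice, so they do not show an even split. On total counts all 4 shares were over 50%, at 79.6%, 79.5%, 79.7% and 58.3%. Of changed genes with a peak at the start of the CDS, 23 of 40 (57.5%) were higher here and 34 of 42 on total counts, with RNA stability not analysed here, a direction no different from that of genes with no peak (2-sided Fisher's exact test, p = 1.00). The paper ties peaks deep within the CDS often to activation, with most of the post-transcriptional regulation in RNA stability, which was not analysed here. Of 58 changed genes with such a peak, 42 were lower and 15 higher here. On total counts 25 of 49 were lower and 23 higher. Neither split can be set directly against the paper's share. Under both scalings these genes were lower more often than genes with no peak.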

Other observations

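The tests of the most abundant genes and of the TMM reference library were chosen after the results were seen, and the regroupings of the cultures and the centring were planned.

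In each of the 4 tests the split by strain gave more called genes than any other split drawn, the smallest share that 100 splits allow. Every other split held both strains in both groups. The strain difference then widened the spread within groups, which keeps calls low. Nor can the splits separate the strain from anything else its 5 cultures shared. The 10 cultures can be split 5 against 5 in 126 ways, and among 100 of these drawn with a fixed seed, 1, the real split by strain, gave as many called genes for translation, and likewise 1 for RNA abundance, 1 for TE and 1 for RNA alone. The largest number from another split was 205 for translation, 4 for RNA abundance, 0 for TE and 2 for RNA alone, each by edgeR's quasi-likelihood test.

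In the reported fits more called genes were higher than lower in the csrA mutant, and how many more depended on the scaling, the test and the fold limit. With no fold limit the split was 887 higher to 1329 lower in translation and 38 to 76 in TE, limma after voom gave 67 to 72 in TE, and the culture block 60 to 59. If an offset of the median gene alone produced the excess, centring each test on that gene would remove it. For translation and TE centring cannot test this. Their medians under TMM were already negative (−0.08 and −0.10), so it could only raise their shares. These went to 63.3% (60.3% to 66.2%) and 76.4% (63.0% to 86.8%). For RNA abundance and RNA alone the medians were 0.02 and 0.01. After centring their shares were 66.5% (63.2% to 69.7%) and 66.4% (63.1% to 69.5%). For these 2 tests that argues against such an offset as the whole cause among genes past the fold limit. The total RNA per cell was not measured, so a change of all genes together stays open, as does the difference between the strains that the design names, which no test here separates from it.

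Total counts gave a larger share higher than TMM did, for translation and RNA abundance. The 100 most abundant protein-coding genes took 50.1% of protein-coding RPF counts in WT and 45.5% in the csrA mutant, and 49.9% and 46.5% of RNA counts. With totals taken without these genes, the median log2 fold change went from 0.17 to 0.04 in translation (0.0414) and from 0.15 to 0.05 in RNA abundance (0.0510). The share higher was then 68.0% in translation, 72.7% in RNA abundance and 77.3% in TE, against 52.6%, 69.0% and 57.9% under TMM, and the median in translation stayed above that under TMM (−0.08). A fall in the share of a few abundant genes in the mutant is therefore a candidate explanation for part of the gap. With the 400 most abundant genes left out, the share was 69.3% in RNA abundance (median 0.02), near that under TMM, and 63.4% in translation, where the rest of the gap stays open. Whether their fall is itself an effect of csrA was not tested and stays open.

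The share of translation calls higher moved from 52.6% to between 63.4% and 65.1% when any csrA culture was left out, and by less when a WT culture was. edgeR takes 1 library as the TMM reference, which was RNA csrA 5 for all 20 libraries and without a WT culture, and RNA WT 2 without a csrA culture. With all 20 libraries and RNA WT 2 as the reference, the share was 64.7% for translation (683 higher, 373 lower) and 72.5% for TE (37 higher, 14 lower). This suggests that the choice of the reference, and not a single csrA culture, moved the shares. Over all 20 libraries as reference they ranged from 52.6% to 69.2% for translation, 57.9% to 90.1% for TE and 58.9% to 71.0% for RNA abundance, so the reported values lie at the lowest end for translation and TE. Which reference is nearest to equal totals of mRNA stays open.

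Pseudogenes, which the paper leaves out of its integrated analysis, had RPF counts enough for 67 tests, of which 18 were higher and 4 lower in the csrA mutant, named in no list here. Of the 22 rRNA genes edgeR's quasi-likelihood test called 0 in RPF.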
